# The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of Striga infection

**DOI:** 10.1016/j.celrep.2024.113971

**Published:** 2024-03-26

**Authors:** Dorota Kawa, Benjamin Thiombiano, Mahdere Z. Shimels, Tamera Taylor, Aimee Walmsley, Hannah E. Vahldick, Dominika Rybka, Marcio F.A. Leite, Zayan Musa, Alexander Bucksch, Francisco Dini-Andreote, Mario Schilder, Alexander J. Chen, Jiregna Daksa, Desalegn W. Etalo, Taye Tessema, Eiko E. Kuramae, Jos M. Raaijmakers, Harro Bouwmeester, Siobhan M. Brady

**Keywords:** sorghum, parasitic plants, haustorium-inducing factors, suberin, aerenchyma, Arthrobacter, Pseudomonas

## Abstract

*Sorghum bicolor* is among the most important cereals globally and a staple crop for smallholder farmers in sub-Saharan Africa. Approximately 20% of sorghum yield is lost annually in Africa due to infestation with the root parasitic weed *Striga hermonthica*. Existing Striga management strategies are not singularly effective and integrated approaches are needed. Here, we demonstrate the functional potential of the soil microbiome to suppress Striga infection in sorghum. We associate this suppression with microbiome-mediated induction of root endodermal suberization and aerenchyma formation and with depletion of haustorium-inducing factors, compounds required for the initial stages of Striga infection. We further identify specific bacterial taxa that trigger the observed Striga-suppressive traits. Collectively, our study describes the importance of the soil microbiome in the early stages of root infection by Striga and pinpoints mechanisms of Striga suppression. These findings open avenues to broaden the effectiveness of integrated Striga management practices.

## Highlights

• The soil microbiome hinders Striga parasitism of sorghum roots
• A Striga-suppressive microbiome tweaks root exudate, aerenchyma, and suberin content
• *Pseudomonas* strain VK46 reduces haustorium formation by degrading syringic acid
• *Arthrobacter* strain VK49 increases sorghum endodermal suberization

## Introduction

*Sorghum bicolor* is one of the most important cereal crops in the world as a source of food, feed, fiber, and fuel. Its ability to withstand drought and soil aridity makes it a preferred crop in sub-Saharan Africa and earned it the name “the camel of crops.”^1^ Despite its outstanding resilience to abiotic stresses, approximately 20% of sorghum yield is lost annually due to infestation with the root parasitic weed *Striga hermonthica*.^2^ *Striga hermonthica* infects not only sorghum but also many other crop species including rice, pearl millet, and maize. An individual Striga plant can produce thousands of tiny, easy-to-spread seeds, and its seedbank can remain dormant in soil for up to 20 years.^3^ Striga is thus widespread in sub-Saharan Africa, and its occurrence has been reported in at least 32 African countries.^4^^,^^5^ It is estimated that its annual cereal production losses amount to more than 6 million tons of grain annually.^5^ These yield losses often lead to field abandonment and food insecurity, which particularly affects smallholder farmers in sub-Saharan Africa.

The Striga life cycle is tightly connected to its host root chemistry. Upon phosphorus deprivation, host roots exude strigolactones, carotenoid-derived compounds that serve as a signal to recruit arbuscular mycorrhizal fungi. Striga has hijacked this strigolactone signal and germinates only upon its perception.^6^^,^^7^^,^^8^ Germinated Striga perceives other exudate compounds that act as haustorium-inducing factors (HIFs).^9^ Haustorium development allows Striga to penetrate the host root tissue to reach its vasculature.^10^ Further establishment of a Striga xylem-host xylem connection is known as the “essence of the parasitism.”^11^ Through this xylem-xylem connection, Striga deprives its host plant of nutrients, water, and macromolecules, leading to adverse effects on plant growth and yield.^12^

Currently, major practices of Striga management involve chemical control, “push-pull” methods, crop rotation, and breeding for Striga-resistant host plant varieties. Low germination stimulant (LGS1) genotypes exuding strigolactone variants with reduced capacity to induce Striga seed germination have been used to develop varieties with pre-attachment resistance.^13^ Post-attachment resistance, where formation of physical barriers in root tissue prevents Striga from reaching the host vasculature, has been found in few sorghum landraces.^14^ Despite these efforts, each management strategy has only partial Striga mitigation efficiency.^15^ Moreover, these measures are often not available to smallholder farmers in sub-Saharan countries, where the most common solution is manual weed removal. Thus, there is a need for new and effective methods that can be integrated into current agricultural practices. Microbial-based solutions leveraging the soil suppressiveness phenomenon can meet these criteria.

Suppressiveness of soils to root diseases has been studied for bacterial, fungal, and oomycete pathogens. In most cases, the suppressiveness is microbial in nature, as it can be eliminated by sterilization or pasteurization of the soil and can be transplanted to non-suppressive soils.^16^ In the disease-suppressive soils, despite the presence of a virulent pathogen, disease symptoms are less severe or do not occur at all, or the pathogen is able to initially cause a disease that later declines in severity.^17^ Thus far, the mechanisms of disease suppressiveness are best understood in the case of fungal root pathogens.^17^^,^^18^ Little fundamental knowledge is available on the functional potential of the soil microbiome to interfere in the infection cycle of Striga and other plant parasitic weeds.

Masteling et al. proposed several potential mechanisms by which microbes can suppress parasitic plant infection.^19^ Microbes can interfere directly with the parasite’s life cycle either through their pathogenic effect on parasite seeds or by reduction of parasite seed germination and haustorium formation. The latter can occur via disruption of the biosynthesis or degradation of strigolactones and HIFs.^19^ Microbes could also act indirectly by affecting either the host plant itself or its environment. Microbes could enhance host nutrient acquisition and as a result reduce strigolactone exudation and, subsequently, parasite seed gemination. Alternatively, microbes could induce changes in root system or cellular architecture, providing an avoidance mechanism or creating physical barriers, respectively. Lastly, microbes could also induce local or systemic resistance in the host plant.^19^

To date, several mechanisms by which microbes directly influence the Striga life cycle have been described including suppression of Striga seed germination by strains of *Pseudomonas*^20^ and infection of Striga by *Fusarium oxysporum* f.sp. *strigae*.^21^ Following these studies, a *Fusarium*-based inoculant has been developed and integrated into agricultural practices in Kenya, resulting in an increase in maize yield in Striga-infested fields.^21^ Thus far, indirect effects of the soil microbiome on Striga infection of sorghum have not been investigated and mechanistically resolved.

Here, we provide a proof of concept for the potential suppressive effects soil-borne microbes can have on the early stages of Striga infection. We identify a soil whose microbiome reduces Striga infection in sorghum and use it as a discovery tool to identify the modes of action of microbiome-based Striga suppression, with a focus on host root chemistry and root cellular traits. We show that in the presence of the microbiome, sorghum HIFs are degraded in this soil with a concomitant adverse effect on haustorium formation. Moreover, in the presence of the soil microbiome, we observed changes in root cellular anatomy including cortical aerenchyma formation and endodermal suberin deposition. We further identify specific soil bacterial taxa associated with Striga suppression and which operate by inducing changes in root cellular traits or by degrading specific HIFs. Our data reveal that specific soil bacteria can induce changes in host roots associated with protection against Striga. Our findings provide a foundation to harness the protective effects of microbes in integrated Striga management practices.

## Results

### The soil microbiome impedes the post-germination stages of Striga infection

To explore the existence of soil suppressiveness to Striga, we selected a soil from the Netherlands referred to as the “Clue Field” soil.^22^ Despite its origin from an area where sorghum is not cultivated, the Clue Field soil has been previously used for soil and sorghum rhizosphere microbiome studies, as well as for sorghum root phenotyping.^22^^,^^23^ We gamma irradiated a batch of this soil for the purpose of sterilization and ensured that gamma sterilization did not affect the physico-chemical properties of the soil (Data S1). We profiled the soil microbiome composition by sequencing 16S rRNA gene (bacteria) and internal transcribed spacer region (fungi) amplicons from the DNA extracted from bulk non-irradiated and gamma-irradiated soil. The alpha diversity of the bacterial composition of the non-irradiated soil was higher than that of the gamma-irradiated soil (Figure 1A), while fungal composition was comparable between the two soils (Figure 1B). The gamma-irradiated soil will herein be referred to as “sterilized” soil and the non-irradiated soil as “natural” soil.

**Figure 1:**
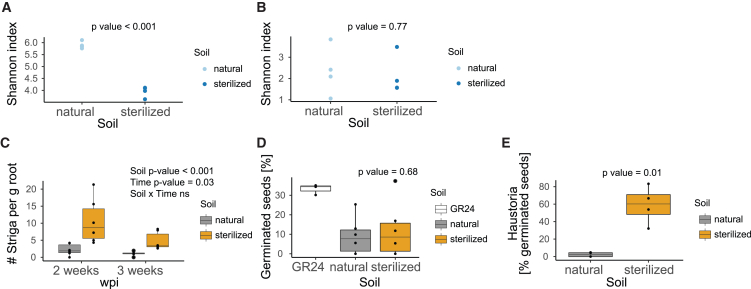
The soil microbiome suppresses Striga infection in sorghum (A and B) Alpha diversity of (A) bacterial and (B) fungal communities of the field-collected soil (“natural”) and its gamma-irradiated counterpart (“sterilized”). Significance of the differences was determined with a Welch t test (n = 4). (C) Number of Striga attachments per gram of fresh root weight of the Striga-susceptible variety Shanqui Red (SQR) at 2 and 3 weeks post-infection (wpi) in natural and sterilized soil. The significance of the differences was assessed with a two-way ANOVA (n = 6). (D and E) *In vitro* (D) germination and (E) haustorium formation of Striga seeds exposed to root exudates collected from 4-week-old sorghum plants grown in natural and sterilized soil. The synthetic strigolactone, GR24, was used as a positive control for germination assay. Significance of the differences was assessed with a Welch t test (exudates from six plants per soil were used with three technical replicates per exudate). Boxplots in (A)–(E) denote the span from the 25th to 75th percentile and are centered to the data median.

To test the effect of the soil microbiome on Striga infection in sorghum, we grew seedlings of Striga-susceptible Shanqui Red (SQR) for 10 days in 50 mL of either natural or sterilized soil to allow for microbial colonization of their roots (Figure S1). The 10-day-old seedlings, along with the soil “plug,” were transferred to larger pots with sand (control) or sand mixed with pre-conditioned *Striga hermonthica* seeds. The number of Striga attachments to sorghum roots were counted at 2 and 3 weeks post-infection, which corresponds to 4- and 5-week-old plants, respectively. We observed significantly fewer Striga attachments on SQR roots grown in the natural soil as opposed to the sterilized soil 2 and 3 weeks post-infection (Figure 1C; Data S1). This observation suggests that the natural soil contains microbial taxa that suppress Striga infection.

Next, we asked at which stage of the Striga life cycle this suppression occurs. We set out to determine whether the functional outcome of the chemical signals governing Striga seed germination (host-derived strigolactones) and haustorium formation (host-derived HIFs)^7^^,^^24^ is dependent on the soil microbial complement. To this end, we collected root exudates from 4-week-old SQR plants grown in the natural and sterilized soils in the absence of Striga and applied them to Striga seeds in an *in vitro* assay. We observed no difference in the germination percentage between seeds treated with sorghum root exudates from natural and sterilized soil (Figure 1D). However, we noted a difference in the percentage of Striga seeds that formed early stages of haustoria. More than 60% of the Striga seeds exposed to the exudates from the sterilized soil developed haustoria, whereas few haustoria were formed in the presence of the exudates of plants grown in the natural soil (Figure 1E). Together, these results suggest that members of the natural soil microbiome reduce Striga infection of the susceptible sorghum cultivar at the post-germination stage of the parasite’s life cycle by interfering with haustorium initiation by host-derived cues, the HIFs.

### The microbiome reduces the levels of haustorium-inducing factors in the sorghum rhizosphere

The low level of haustorium initiation by the root exudates from plants grown in the natural soil suggests that the microbial component of this soil affects the abundance of the HIFs. To test this hypothesis, we measured the levels of known HIFs in the exudates of SQR plants grown in the natural and sterilized soil both in the absence and presence of Striga. Using a two-way ANOVA, the differential abundance of detected HIFs and their dependence on the soil microbiome, as well as Striga infection and their interaction, was determined. We detected five previously characterized HIFs^24^ with differential abundance in our treatments—acetosyringone, DMBQ (2,6-dimethoxybenzoquinone), syringic acid, vanillic acid, and vanillin. Of these differentially abundant HIFs, syringic acid and vanillic acid levels were lower in exudates collected from natural soil compared to sterilized soil both in the absence and presence of Striga at 2 weeks post-infection (Figures 2A and 2B). Lower levels of DMBQ and acetosyringone were detected in the exudates of plants grown in natural soil but only in the absence of Striga (Figures 2C–2E).

**Figure 2:**
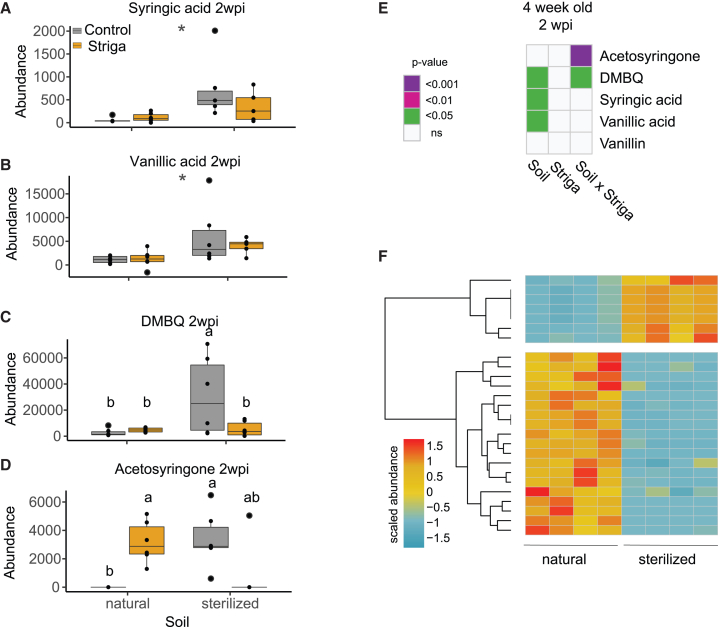
The soil microbiome influences haustorium-inducing factor (HIF) abundance in root exudates (A–D) Relative abundance (measured as a peak area) of (A) syringic acid, (B) vanillic acid, (C) DMBQ, and (D) acetosyringone at 2 weeks post-infection (wpi). Asterisks denote the significance of the soil impact, while different letters show the significance of the differences between groups for traits, where a soil-by-Striga interaction effect was detected (Tukey post hoc test). Boxplots denote the span from the 25th to 75th percentile and are centered to the data median. (E) Heatmap presenting the impact of the soil microbiome, Striga infection, and their interaction on the abundance of HIFs in root exudates as determined using a two-way ANOVA. Data are presented are from 2 wpi with Striga, which corresponds to 4-week-old sorghum plants. Purple, pink, and green colors denote the significant impact of the soil, Striga, and their interaction. White squares indicate the lack of a significant effect (n = 6). (F) Abundance of features identified with untargeted metabolite profiling corresponding to potential HIF conversion products in root exudates collected from 4-week-old plants grown in the natural and sterilized Clue Field soil (n = 4). Values presented are the area under the associated peak scaled to the mean across all samples. The heatmap presents values for 26 compounds whose abundances differed significantly between exudates of plants grown in the two soils (adjusted p value < 0.05, log_2_ fold change > 1 or < −1).

Given the reduction of haustorium formation of Striga seeds exposed to exudates from sorghum plants grown in natural soil (Figure 1E) and the reduced levels of several HIFs in the exudates of plants 2 weeks post-infection (Figures 2A–2D), we hypothesized that microbes present in the natural soil degrade HIFs. To test this hypothesis, we used the BioTransformer database^25^ to predict the products of potential microbial conversion of these HIFs (DMBQ, syringic acid, vanillic acid, vanillin, acetosyringone). In total, 74 compounds were predicted as potential HIF break-down products (Data S1). In the untargeted metabolite profiles of root exudates from 4-week-old plants grown in natural or sterilized soil, we identified 82 features predicted to be HIF conversion products. Among these 82 features, the abundance of 26 compounds differed significantly between exudates of sorghum plants grown in the natural or sterilized soils (adjusted p value < 0.05, log_2_ fold change > 1 or < −1). The majority (73%) of these compounds accumulated to higher levels in exudates from plants grown in natural than in sterilized soil (Figure 2F). This indicates that in the presence of the soil microbiome from the natural soil, the putative HIF conversion products were more prevalent than the HIFs themselves. Collectively, these results suggest that degradation of HIFs by members of the microbiome is likely associated with the reduction of Striga infection of sorghum plants grown in the natural soil.

### The soil microbiome modifies root cellular anatomy and corresponding transcriptional programs

Despite the ability of the soil microbiome to inhibit haustorium initiation, we still observed several Striga attachments on the roots of plants grown in natural soil (Figure 1C). Thus, we next assessed whether the microbiome complement of this soil elicits additional changes in host root morphology that could influence Striga attachment and penetration. We conducted a detailed characterization of root system architecture (RSA) and cellular anatomy to determine if any root traits are influenced by the soil microbiome, Striga infection, or their interaction. To separate the influence of the microbiome from Striga, we used a two-way ANOVA as previously conducted for the HIF analysis. The RSA data of SQR plants grown in sterilized soil in the absence of Striga was previously published in Kawa et al.^23^ Similar to HIF abundance in the root exudates, the soil microbiome affected the root traits in a manner independent of Striga infection (linear model term: soil) as well as in a more complex manner dependent on Striga infection (linear model term: soil x Striga) (Figure 3A). As with HIF abundance, for subsequent experiments, we considered only those traits that the microbiome changed independently of Striga.

**Figure 3:**
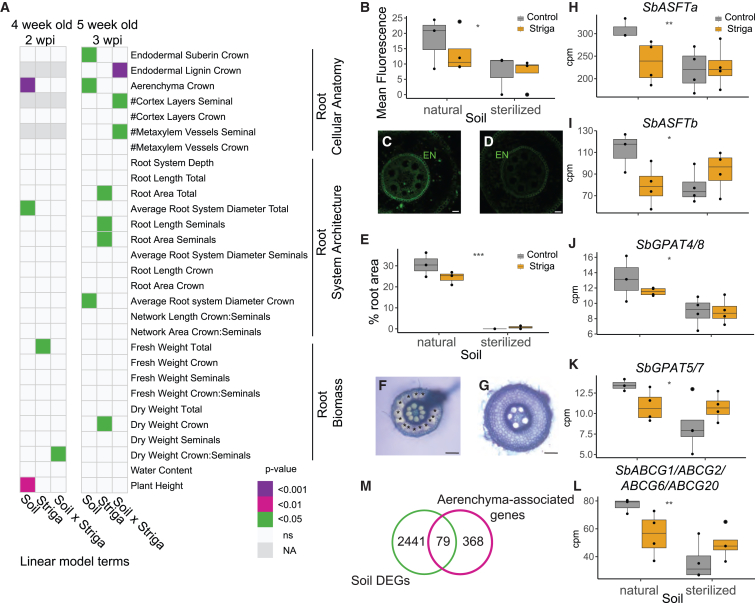
The soil microbiome induces changes in root system architecture and cellular anatomy (A) Heatmap presenting the impact of the soil microbiome (Soil), Striga infection (Striga), and their interaction (Soil x Striga) on root cellular anatomy, root system architecture, and root biomass as determined by a two-way ANOVA. Data presented are from sorghum at 2 and 3 weeks post-infection (wpi) with Striga, which correspond to 4- and 5-week-old sorghum plants, respectively. Purple, pink, and green colors denote the significance threshold associated with the impact of the soil, Striga, and their interaction on a given trait. White squares indicate a lack of significant effect, while NA denotes that the trait was not tested at a given time point. The number of biological replicates tested for each trait is listed in Data S1. (B–G) The suberin content (as measured by mean fluorol yellow pixel intensity) in the endodermis of sorghum crown roots 3 wpi with Striga (B–D) and aerenchyma proportion in the cortex of sorghum crown roots 3 wpi with Striga (E–G) grown on natural (C and F) and sterilized (D and G) soil. Aerenchyma area is expressed as a proportion of the whole root cross-section area. Asterisks in (F) indicate aerenchyma. Root cross-sections in (F) and (G) were stained with toluidine blue. Scale bar: 50 μm. Cross-sections in (F)–(G) were prepared from the exact same region of the exact same root as for suberin visualization. (H–L) Expression of suberin biosynthetic genes (H) *SbASFTa*, (I) *SbASFTb*, (J) *SbGPAT4/8*, (K) *SbGPAT5/7*, and (L) *SbABCG1/ABCG2/ABCG6/ABCG20.* Expression of these genes was found to be regulated by the Clue Field soil microbiome (^∗^adjusted p value < 0.05, ^∗∗^adjusted p value < 0.01). Gray asterisks indicate the (B and E) p value or the (H–K) adjusted p value for the term Soil by a two-way ANOVA: ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001. (M) Enrichment of sorghum orthologs of maize genes associated with root aerenchyma formation among the genes found to be regulated by the Clue Field soil microbiome (p = 0.008; Fisher’s exact test). Boxplots (B and E and H–L) denote the span from the 25th to 75th percentile and are centered to the data median. Dots represent individual values.

The RSA of the mature sorghum plant consists of seminal and crown roots; thus, each trait was quantified separately for crown and seminal roots, as well as for the entire root system (Figure S1). The soil microbiome had only a marginal effect on RSA and affected only the average diameter of the whole root system (at 2 weeks post-infection) or of the crown roots (at 3 weeks post-infection) (Figure 3A). Although the goal of these experiments was to decipher the influence of the soil microbiome on Striga infection from the perspective of the host, we also observed a significant impact of Striga on RSA. The effect of Striga on RSA was more pronounced at 3 weeks post-infection. Here, the total length and area of the root system and seminal root length were greater in plants infected with Striga when compared to non-infected plants regardless of the soil type (Figures 3A, S2A, S2E, and S2F). We also observed a higher dry biomass of crown roots in plants 3 weeks post-infection as compared to its non-infected control (Figures 3A, S2A, and S2H).

The soil microbiome primarily influenced root cellular anatomy traits (Figure 3A). More endodermal suberization was observed in crown roots of 5-week-old plants in natural soil independent of Striga infection status (Figures 3B–3D). Additionally, more aerenchyma formed in crown roots of 4- and 5-week-old plants grown in natural soil, as compared to the sterilized soil, independent of Striga infection status (Figures 3E–3G). Similar to acetosyringone and vanillin levels, several root anatomy traits varied in a complex way dependent on the interaction of the soil microbiome and Striga infection, including the number of cortex layers and metaxylem vessels in seminal roots and lignification of the endodermis in crown roots (Figures 3A and S2A–S2D).

Our data suggest that the microbial component of the natural soil promotes endodermal suberin deposition and aerenchyma formation concomitant with suppression of Striga infection. To determine the potential molecular mechanisms that underly these changes, we conducted transcriptome profiling of the sorghum root systems at both 2 and 3 weeks post-infection and in the presence and absence of Striga. Indeed, the transcripts of several sorghum orthologs of suberin biosynthetic genes or putative transporters—*Sobic.003G368100* (*SbASFTa*) and *Sobic.005G122800* (*SbASFTb*),^26^^,^^27^ *Sobic.004G010300* (*SbGPAT4/8*),^28^ *Sobic.009G16200* (*SbGPAT5/7*),^29^ and *Sobic.001G413700* (*SbABCG1/SbABCG2/ABCG6/ABCG20a*) (Figure S3)^30^—were upregulated in natural soil compared to sterilized soil in the presence and absence of Striga (Figures 3H–3L). 

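Sorghum plants (Shanqui Red) were grown in natural or sterilized soil, with Striga or without it (control), and whole root systems were collected 14 and 21 days after transfer, at 2 and 3 weeks post-infection (wpi). Cones with Striga received 3000 seeds. Each combination of soil, Striga treatment and time point had 4 replicate libraries, apart from control plants in natural soil at 2 wpi, which had 3, so that 31 libraries were analyzed. The authors made QuantSeq 3′ libraries, which count a transcript by its 3′ end, and pooled 3 technical replicates of each library before the reads were trimmed. They mapped the reads with STAR to the Sorghum bicolor BTx623 reference, whose release the paper's text does not name, and counted reads per gene. The counts are not normalized. They cover 34129 gene IDs, of which 5199 had no read in any library, and come with no gene names or positions. All 4 control libraries of sterilized soil at 2 wpi, and replicates 1 to 3 of those at 3 wpi, are marked in the sample records as reanalyzed from an earlier series. Library origin and soil therefore cannot be told apart in control plants at 2 wpi, whereas every library of Striga-infected plants belongs to this series.

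At 2 wpi, between 6653069 and 9126407 reads per library were counted on genes in control plants in natural soil (median 7558433), and between 5461678 and 12503996 in Striga-infected plants in natural soil (median 7878884). In sterilized soil, the totals were 6369710 to 17304929 in control plants (median 10483082) and 9355398 to 13182964 in Striga-infected plants (median 10348941). At 3 wpi, natural-soil libraries had 10583730 to 13574810 reads in control plants (median 11677414) and 9466709 to 14711846 in Striga-infected plants (median 11327304). Sterilized-soil libraries of that time point had 10327294 to 12864932 reads in control plants (median 11768295) and 11262219 to 12188303 in Striga-infected plants (median 11861728). Genes with CPM above 1 in at least 3 libraries of a time point were tested, 18508 at 2 wpi and 18450 at 3 wpi. Each time point was fitted on its own, with a mean for each combination of soil and Striga treatment. Counts were scaled by edgeR's TMM method, and a gene was a DEG at a false discovery rate (FDR) below 0.05. Soil effects are given as natural over sterilized soil, in control plants, in Striga-infected plants, and averaged over both. At 2 wpi, the average includes the control plants, in which soil and library origin coincide. The biological coefficient of variation, the spread of a gene between replicates, was 0.247 at 2 wpi and 0.327 at 3 wpi.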

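At 2 wpi, the transcripts of all 5 genes were higher in natural than in sterilized soil when control and Striga-infected plants were averaged, with log2 fold changes between 0.15 and 0.63. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of them, SbGPAT4/8 and SbABCG1/SbABCG2/ABCG6/ABCG20a, were DEGs, and the same 2 passed when adjusted over the list alone. The study chose the list on these samples, so that the count adjusted over the list alone is not independent evidence. In control plants, 5 of the 5 genes were higher in natural soil. There 1 was a DEG among all genes tested and 5 were called adjusted over the list alone. In Striga-infected plants, 4 of the 5 were higher in natural soil and SbASFTb was lower. There 0 were called by edgeR, limma or DESeq2, over all genes tested, 0 by edgeR adjusted over the list alone, and 0 had an unadjusted p under 0.05. For all 5 genes the soil effect was smaller in Striga-infected than in control plants, and the lowest FDR of the soil by Striga term among them was 0.190. For this term, 2 of the 5 had an unadjusted p under 0.05 in edgeR, SbASFTb (0.0186) and SbABCG1/SbABCG2/ABCG6/ABCG20a (0.0212). Adjusted over the list alone, both had 0.0531, so that 0 passed.

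In control plants, SbABCG1/SbABCG2/ABCG6/ABCG20a (Sobic.001G413700) had 76.9 ± 5.27 CPM (SD, n = 3) in natural soil and 36.4 ± 14.0 CPM (SD, n = 4) in sterilized soil, a log2 fold change of 1.07 (SE 0.26, edgeR FDR = 0.015). In Striga-infected plants it had 55.9 ± 15.8 and 49.2 ± 11.8 CPM (SD, n = 4 each), a difference within the spread of the replicates (log2 fold change 0.19, SE 0.24, edgeR FDR = 0.76). Averaged over both, its log2 fold change was 0.63 (SE 0.18, edgeR FDR = 0.031). SbASFTa (Sobic.003G368100) had 309 ± 21.7 CPM (SD, n = 3) and 220.1 ± 46.4 CPM (SD, n = 4) in control plants of natural and sterilized soil, a log2 fold change of 0.49 (SE 0.21, edgeR FDR = 0.12). In Striga-infected plants it had 237 ± 47.1 and 226 ± 47.0 CPM (SD, n = 4 each; log2 fold change 0.06, SE 0.19, edgeR FDR = 0.91). SbASFTb (Sobic.005G122800) had 112 ± 18.2 CPM (SD, n = 3) and 77.9 ± 15.2 CPM (SD, n = 4) in control plants, a log2 fold change of 0.52 (SE 0.21, edgeR FDR = 0.11). In Striga-infected plants it had 79.2 ± 18.6 CPM in natural and 92.4 ± 18.9 CPM in sterilized soil (SD, n = 4 each; log2 fold change -0.22, SE 0.20, edgeR FDR = 0.64). Exact permutation tests, 2-sided, of the CPM in control plants gave p = 0.0571 for the ABCG transporter gene and SbASFTa and p = 0.0857 for the other 3 genes. The smallest p that these group sizes allow is 0.0286, and the lowest of 20 such tests over both time points and Striga treatments was 0.286 after Benjamini-Hochberg adjustment.

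Scaled by library size alone, 5 of the 5 genes were called in the average (FDR 0.00566 to 0.0493) and in control plants, a scaling that also shifts all other genes toward natural soil. With all 31 libraries in one fit, 0 of the 5 were called. By limma with quality weights, the method of the paper, 3 were called in the average and 5 in control plants (FDR 0.00636 to 0.0489). Left out in turn, 8 of 15 libraries decided whether the ABCG transporter gene was called in the average. Its FDR was between 0.0599 and 0.0847 without natural control replicate 3 or 4, natural Striga replicate 2 or 4, sterilized control replicate 1, 3 or 4, or sterilized Striga replicate 3. In control plants, it was no longer called without natural control replicate 3 (FDR = 0.0675), sterilized control replicate 1 (0.0532) or sterilized control replicate 4 (0.0538). Without sterilized control replicate 2, SbASFTb became a DEG in control plants (FDR = 0.0473). Without 1 Striga library at a time, the sign of SbASFTa in Striga-infected plants changed for natural Striga replicate 2 (-0.03), natural Striga replicate 4 (-0.0068) and sterilized Striga replicate 3 (-0.04).

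**Figure D1:**
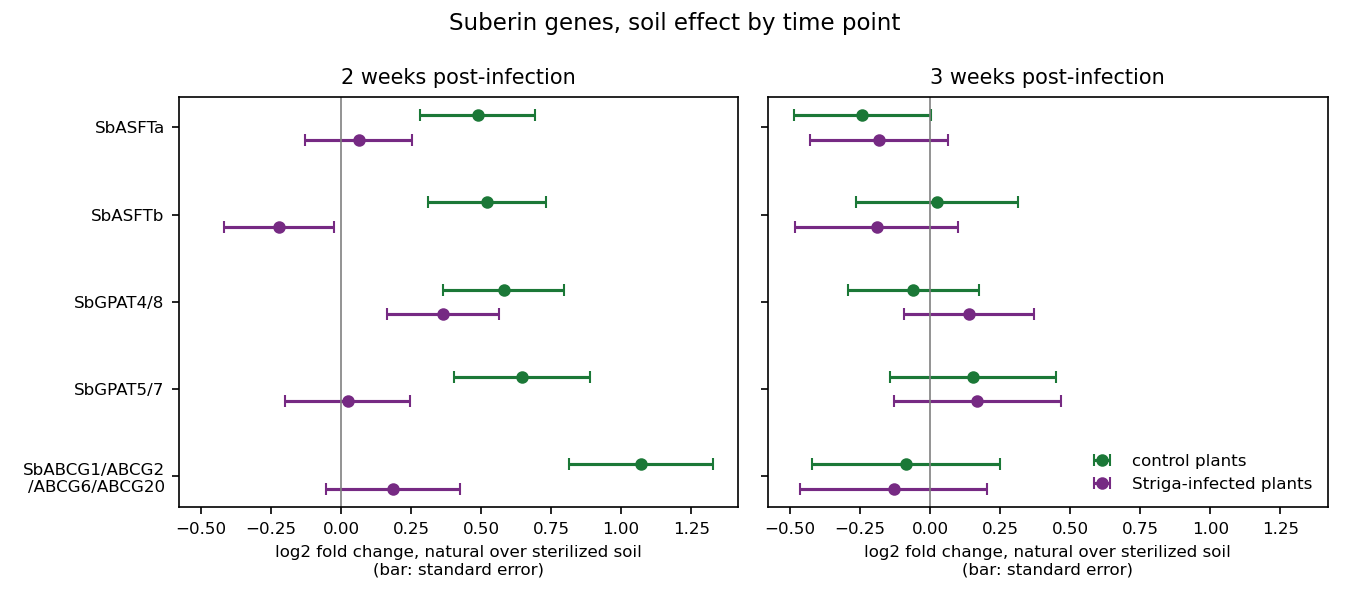
Log2 fold change of natural over sterilized soil (horizontal axis) for the 5 suberin genes at 2 and 3 wpi, in control (green) and Striga-infected (purple) plants. Bars are standard errors derived from the F statistic of edgeR's quasi-likelihood test. At 2 wpi the control values lie between 0.49 and 1.07 and those of Striga-infected plants between -0.22 and 0.36.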

Sorghum orthologs of maize genes previously reported as associated with aerenchyma formation were also enriched among the genes upregulated in the natural versus sterilized soil (p = 0.008 per Fisher’s exact test, Figure 3M). These transcriptome data align with the observed microbiome-mediated changes of host root cellular anatomy, which in turn is correlated with reduced Striga infection.

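At 2 wpi, the soil effect averaged over control and Striga-infected plants gave 1766 DEGs, 668 higher and 1098 lower in natural soil, so that 37.8% were higher. Their median absolute log2 fold change was 0.63. In control plants, where soil and library origin coincide, there were 1936 DEGs, 682 higher and 1254 lower in natural soil. The average includes these control plants, so that library origin may enter it as well. In Striga-infected plants there were 0 DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 154 by limma (48 higher) and 328 by DESeq2 (98 higher), and 2702 genes had an unadjusted p under 0.05 in edgeR. Of the DEGs of control plants, 71.2% had the same direction in Striga-infected plants. Among 70 splits of the libraries of Striga-infected plants, counted in both directions, 15 gave as high a share, so that it does not stand out. The difference between the soil effects of control and Striga-infected plants, tested as the soil by Striga term, gave 0 DEGs by edgeR, 613 by limma and 553 by DESeq2, and 3378 genes at an unadjusted p under 0.05 in edgeR. Without sterilized control replicate 2 or sterilized Striga replicate 3, the soil by Striga term gave 380.0 and 342 DEGs in edgeR, and without any other library at most 1. Soil DEGs in Striga-infected plants numbered 7 without natural Striga replicate 3 or sterilized control replicate 3, 6 without natural control replicate 1, 5 without sterilized control replicate 1, 3 without sterilized Striga replicate 3 and 2 without natural Striga replicate 1. The sorghum orthologs of the maize genes were not used here, so that their enrichment was not tested.

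The number of soil DEGs in the average rose most with library size alone in place of TMM, to 4357, of which 3970 were higher and 387 lower in natural soil. It fell most, by ratio, with an FDR below 0.01, to 353, and was 476 with all 31 libraries in one fit. By limma there were 2170 soil DEGs in the average, 1080 higher and 1090 lower, and 2513 in control plants, 1200 higher and 1313 lower. Single libraries also moved the counts by more than 1.5 times. In the average, there were 576 DEGs without natural control replicate 3, 751 without natural control replicate 4, 1131 without sterilized control replicate 1, 1142 without sterilized control replicate 3 and 1065 without sterilized Striga replicate 3. In control plants, there were 291 without natural control replicate 3, 585 without natural control replicate 4, 842 without sterilized control replicate 1, 1274 without sterilized control replicate 3 and 802 without sterilized control replicate 4. The CPM of all natural-soil libraries lay beyond that of all sterilized-soil libraries for 138 of the 1766 DEGs, where a random split of 7 and 8 libraries does so for 0.0311% of genes. The DEGs were chosen on the same libraries, so that this share is no reference for them. Among these 138 DEGs, Sobic.002G045000 rose most, from 0.280 ± 0.396 CPM in sterilized soil (SD, n = 8) to 5.37 ± 3.47 CPM in natural soil (SD, n = 7), a log2 fold change of 4.58 (SE 0.58, edgeR FDR = 0.00186). Sobic.007G116800 fell most, from 55.7 ± 17.29 CPM (SD, n = 8) to 19.8 ± 3.28 CPM (SD, n = 7), a log2 fold change of -1.49 (SE 0.16, edgeR FDR = 0.00012). Sobic.001G320500 fell from 19.1 ± 5.47 CPM (SD, n = 8) to 7.36 ± 2.93 CPM (SD, n = 7), a log2 fold change of -1.39 (SE 0.24, edgeR FDR = 0.00373).

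**Figure D2:**
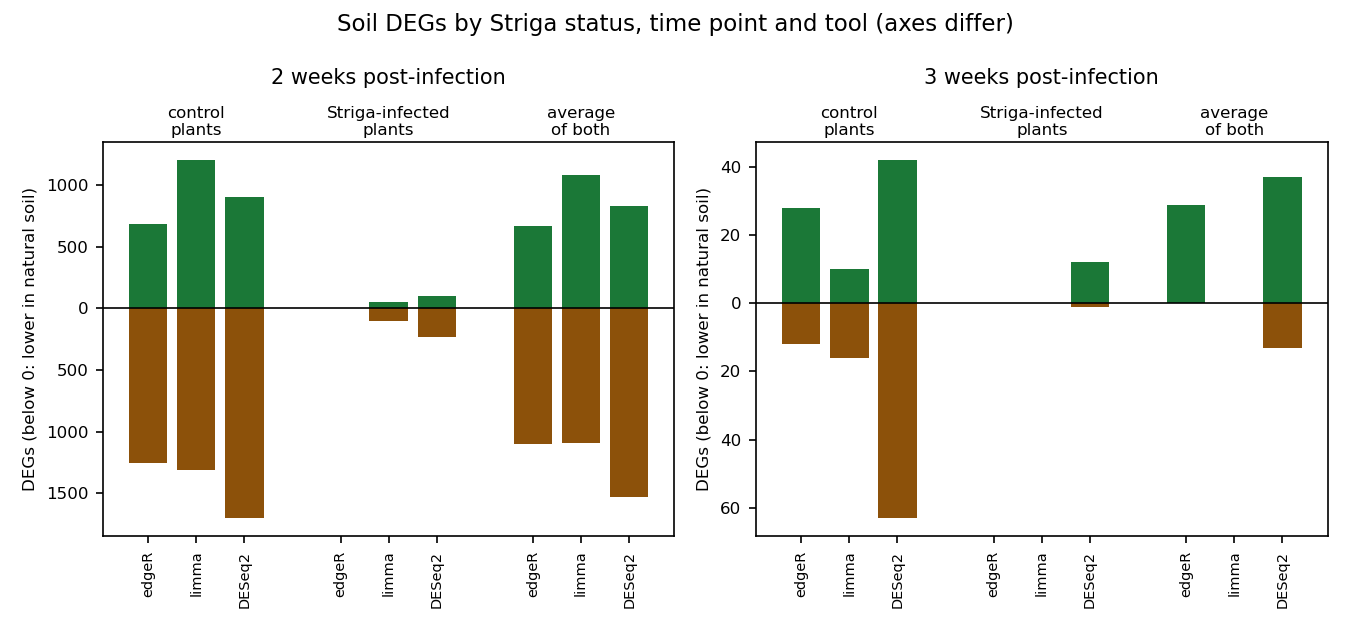
Number of soil DEGs (vertical axis) higher (green, above 0) and lower (brown, below 0) in natural soil by edgeR, limma and DESeq2, in control plants, in Striga-infected plants and averaged over both, at 2 and 3 wpi; the vertical axes of the panels differ. In Striga-infected plants at 2 wpi, edgeR called 0 genes and DESeq2 called 230.0 lower and 98 higher.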

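At 3 wpi, the soil effect averaged over control and Striga-infected plants gave 29 DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all of them higher in natural soil, and 634 genes at an unadjusted p under 0.05. Limma called 0 genes and DESeq2 called 50.0. Control plants had 40.0 DEGs by edgeR, 28 higher and 12 lower in natural soil. Their number was 19 without natural control replicate 1, 24 without natural control replicate 2, 22 without sterilized control replicate 2 and 68 without sterilized control replicate 4. In Striga-infected plants, 0 genes were DEGs by edgeR and by limma and 13 by DESeq2, and 295 had an unadjusted p under 0.05 in edgeR. Without natural Striga replicate 1 there were 4, and without natural control replicate 1 there were 2. A term for library origin, which rests on the single control library of sterilized soil that belongs to this series at 3 wpi, moved the averaged count most, to 693. The change of the averaged soil effect between 2 and 3 wpi was tested over 19270 genes and gave 0 DEGs by edgeR, 28 by limma and 3 by DESeq2, with 1895 genes at an unadjusted p under 0.05 in edgeR.

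None of the 5 suberin genes was a DEG between the soils at 3 wpi by edgeR, limma or DESeq2, over all genes tested, and 0 had an unadjusted p under 0.05 in edgeR. Their averaged log2 fold changes were -0.21 for SbASFTa, -0.08 for SbASFTb, 0.04 for SbGPAT4/8, 0.16 for SbGPAT5/7 and -0.11 for the ABCG transporter gene, each within 1.5 standard errors of 0. The sign of SbGPAT4/8 changed by limma (-0.02), and those of SbASFTa (0.10), SbASFTb (0.13) and the ABCG transporter gene (0.61) changed with the term for library origin. Without sterilized control replicate 1, SbASFTb (0.08) and the ABCG transporter gene (0.0058) changed sign as well, and SbGPAT4/8 did so without natural control replicate 2 (-0.03), natural Striga replicate 3 (-0.04) or sterilized control replicate 4 (-0.0051). The averaged soil effect of all 5 was lower at 3 than at 2 wpi, by log2 differences of -0.74 to -0.18, and their FDR for this change was between 0.463 and 0.863 in edgeR. Of the 29 DEGs at 3 wpi, 27 were tested at 2 wpi, and all 27 were DEGs there in the same direction. Sobic.002G109900 had 217 reads over the 8 natural-soil libraries and 0 over the 8 sterilized-soil libraries at 3 wpi. This makes it at least 70.8-fold higher in natural soil, against a floor of 3 reads over the sterilized group, which covers counting error only (edgeR FDR = 0.0186). Natural control replicate 1 held most of these reads. Without it there were 95 over 7 libraries, and the gene was at least 35.6-fold higher. It was no longer called without natural Striga replicate 2 (FDR = 0.061), natural Striga replicate 4 (0.055) or sterilized control replicate 2 (0.0515), by limma (0.0807) or with a term for the replicate number (0.106). From the transcripts of the suberin genes and of the orthologs associated with aerenchyma, the paper reasons that its transcriptome data align with the changes of root anatomy that it measured.

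**Figure D3:**
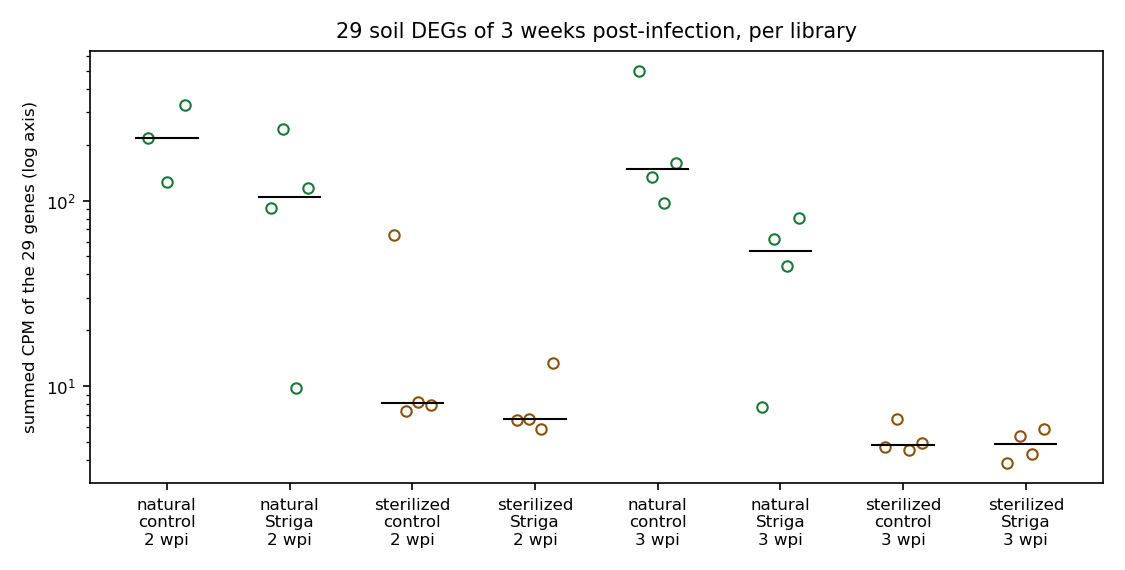
Summed CPM of the 29 DEGs of 3 wpi (vertical axis, logarithmic) in each of the 31 libraries, by soil, Striga treatment and time point; each circle is a library and each line a group's median. At 3 wpi, libraries of natural soil lie between 7.73 and 500.5 CPM and those of sterilized soil between 3.84 and 6.63 CPM.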

### Identification of soil-borne microbial taxa associated with Striga suppression

To identify microbial taxa associated with reduced Striga infection observed in the natural soil, we amplicon sequenced the bacterial communities from the following sub-categories: (1) the bulk soil, (2) sorghum rhizosphere (soil directly surrounding the root system), (3) roots growing in the soil plug (referred to as “soil-plug-associated roots”), and (4) roots growing into the sand (referred to as “sand-associated roots”), all from sorghum plants grown with or without Striga (Figure S1). We used covariance in bacterial taxa abundance across conditions (natural and sterilized soil in combination with the presence and absence of Striga across two time points of infection) to determine their potential link with Striga infection suppression via the three identified mechanisms in a generalized joint attribute modeling (GJAM) approach. The outputs of these models were mined to identify taxa whose relative abundance was negatively correlated with the number of Striga attachments and either negatively correlated with the abundance of HIFs with reduced levels in the natural soil compared to the sterilized soil (vanillic acid, syringic acid) or positively correlated with suberin levels in the endodermis and aerenchyma proportion (Data S3).

Considering the negligible effect of gamma irradiation on the soil fungal community composition (Figure 1B), we first asked in which sub-category the bacterial taxa predicted to induce each of these host-root-related traits reside. We thus identified the most associated bacterial taxa (by the magnitude of residual correlation) for a given trait present in at least one sub-category (see STAR Methods). The majority of the top 100 bacterial taxa predicted to reduce Striga infection were found in the rhizosphere 3 weeks post-infection (Figure S4A). The top 100 bacterial taxa associated with a reduction in HIF levels were found in both the rhizosphere and the soil-plug-associated roots, while those predicted to induce aerenchyma formation and suberization resided in the soil-plug-associated roots (Figures S4B–S4E). Across all the sub-categories, no unique bacterial taxa were linked to each of the studied traits. For each of the five traits (Striga attachment, aerenchyma, suberin, syringic acid, and vanillic acid) across all the sub-categories, the top-ranking bacterial taxa belonged to the Gammaproteobacteria, Deltaproteobacteria, Alphaproteobacteria, Bacteroidia, and Actinobacteria (Figure S4).

Given the diverse activities of bacteria, we next set out to identify specific bacterial taxa that were linked to changes in root cellular anatomy or HIF degradation as well as to the reduction of Striga infection. We thus created a combined rank (see STAR Methods) that summarizes the potential of a given taxa to reduce Striga infection via one of the identified mechanisms (Data S5). For each soil-/root-associated sub-category (described above), we identified taxa positively associated with root cellular anatomy trait (suberin, aerenchyma) and for which the same taxa were negatively associated with Striga infection. In the case of HIFs, the taxa would be negatively associated with syringic or vanillic acid levels, and the same taxa would be negatively associated with Striga infection. The majority of putative Striga-suppressive bacteria, regardless of the trait to which they were associated, belonged to the Actinobacteria and Proteobacteria (Figure S5).

Most bacterial taxa whose abundance positively correlated with suberin or aerenchyma content negatively correlated with the number of Striga attachments; in other words, more bacteria-induced aerenchyma/suberin coincided with less Striga attachments (Data S6). Conversely, the majority of bacterial taxa negatively correlated with suberin and aerenchyma were positively correlated with Striga infection. The majority of bacterial taxa associated with an increase in aerenchyma formation at 3 weeks post-infection were also associated with suberin induction (Figure S5). Bacterial taxa of interest for further studies with the purpose of reducing Striga infection may be those that are associated with multiple mechanisms (Figure S5).

### Specific bacterial isolates prevent haustoria formation and induce suberization

A collection of bacterial strains from 35 genera has previously been established from the Clue Field soil.^31^ From this collection, we prioritized bacterial isolates that matched, based on their taxonomic delineation and 16S amplicon sequence similarities, with the candidates (based on the combined ranking) identified by GJAM analysis. More specifically, we selected four *Pseudomonas* (VK46, VK51, VK6, VK50) and four *Arthrobacter* isolates (VK48, VK14, VK49, VK15) originating from the Clue Field soil and taxonomically matching the operational taxonic units identified in the GJAM analysis to determine if these isolates were able to induce changes in the root-related traits associated with Striga suppression (HIF abundance, suberization, and aerenchyma content). We first tested three *Pseudomonas* strains that were associated with HIF degradation for their ability to affect haustoria formation (Data S7). Only 2% of germinated Striga seeds developed haustoria when treated with a cell-free filtrate of syringic acid exposed for 24 h to the *Pseudomonas* isolate VK46, as opposed to 70% haustorium induction elicited in the mock control (syringic acid exposed to the media with no isolate) (Figure 4A). However, *Pseudomonas* isolate VK46 did not reduce haustoria formation in the presence of vanillic acid (Figure 4B). The two remaining *Pseudomonas* isolates tested, VK6 and VK50, did not reduce haustorium induction in the presence of either vanillic acid or syringic acid (Figures 4A and 4B). To test whether the reduced haustorium formation is a result of HIF degradation induced by VK46, we measured the levels of syringic and vanillic acid after 24 h incubation with VK46 (t_0_) and 48 h after application of culture filtrate on Striga seed (t_48_). The same levels of syringic and vanillic acid were detected in mock (sterile) filtrates at t_0_ and t_48_ after application to Striga seeds, which corresponded to the same levels of haustoria induction (Figures 4C–4F). In the presence of VK46, both syringic and vanillic acid were not detected (Figures 4E and 4F). However, degradation of only syringic acid was accompanied by reduced haustorium formation (Figure 4C). Degradation of vanillic acid resulted in a similar level of haustoria formed to that observed in the mock (Figure 4D). *Pseudomonas*, together with *Arthrobacter*, was also predicted by GJAM to reduce Striga infection via induction of aerenchyma (Data S7). None of the four *Pseudomonas* and none of the four *Arthrobacter* isolates we tested reproducibly induced aerenchyma formation (Figure S6).

**Figure 4:**
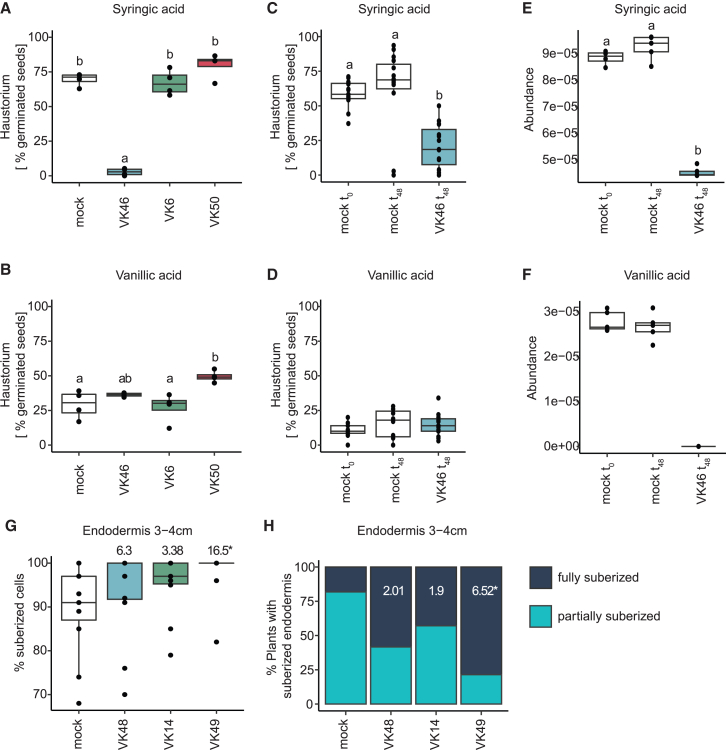
Individual bacterial isolates reduce haustorium formation and endodermal suberization (A and B) Percentage of germinated Striga seeds that developed haustorium in the presence of (A) 100 μM syringic acid and (B) 50 μM vanillic acid incubated with *Pseudomonas* isolates VK46, VK6, and VK50. Sterile medium used to grow the bacteria was used as a mock treatment. (C–F) The effect of VK46 on (C and D) haustorium formation and (E and F) HIF levels after incubation with (C and E) 100 μM syringic acid and (D and F) 50 μM vanillic acid. Measurements were made at the time of application to the Striga seeds and after 48 h of incubation. Statistical differences were tested with a one-way ANOVA and Tukey post hoc test. Letters denote significant differences between treatments. (G and H) Percentage of suberized cells in the endodermis (G) and percentage of plants with a fully and partially suberized endodermis (H) within 3–4 cm from the root tip upon inoculation with *Arthrobacter* isolates VK48, VK14, and VK49. Numbers in (G) and (H) denote odds ratio, and asterisks denote significant difference between plants inoculated with each isolate and the mock-treated plants determined by the least squares method. Boxplots (A–G) denote the span from the 25th to 75th percentile and are centered to the data median.

*Arthrobacter* was the only genus associated (based on GJAM) with an increase in suberin content and Striga resistance for which isolates were available in the Clue Field bacterial collection (Data S7). In plant roots, suberin deposition occurs in three stages. In the first stage, there is an absence of suberin within the root meristem, followed by a “patchy” zone and a fully suberized zone in differentiated root.^28^^,^^32^ Typically, suberin in roots is quantified by measuring its levels in a few representative cells from the cross-section (quantitative suberization) or by measuring the proportion of the non-suberized, patchy, and fully suberized zones within the root length (developmental suberization).^28^^,^^32^ The latter is challenging for sorghum due to the high level of autofluorescence signal from its roots interfering with the suberin signal from fluorol yellow stain. We thus quantified the proportion of suberized cells within the endodermis in a radial cross-section and the proportion of plants with a fully suberized endodermis in a radial cross-section within the transition region between fully and patchy suberized zones (3–4 cm from the primary root tip; see STAR Methods). We additionally quantified the effect of microbial inoculation on suberization of the exodermis by quantifying the number of plants that developed a suberized exodermis.

Out of three tested *Arthrobacter* isolates (VK48, VK14, VK49), none induced quantitative differences in the fully differentiated endodermis (6–7 cm from the root tip) or in the transition region between fully suberized and patchy zones (3–4 cm from the root tip; Figure S7A). However, in plants inoculated with the *Arthrobacter* isolate VK49, significantly more suberized cells were found within 3–4 cm from the root tip than in the region that constituted a patchy suberization zone in non-inoculated plants (Figure 4G). Moreover, more plants developed a fully suberized endodermis when inoculated with *Arthrobacter* VK49 isolate than in non-inoculated plants (Figure 4H). Nearly 80% of the sorghum plants inoculated with *Arthrobacter* isolate VK49 developed a fully suberized endodermis, as opposed to 20% observed for the mock treatment (Figure 4H). This increase in suberization extended to the root exodermis with a slightly precocious deposition of suberin in the exodermis (Figure S7B). Collectively, these results provide proof of concept that microbiome analyses can lead to the isolation of individual bacterial strains that can perturb both the timing of suberin deposition as well as the number of suberized cells within the endodermal or exodermal cell files.

## Discussion

Here, we report that the microbiome of a field soil contributes to suppression of Striga infection of sorghum roots via disruption of host-parasite signaling and modulation of host root anatomy. Root exudates from sorghum grown in the Striga-suppressive soil did not affect Striga seed germination or strigolactone levels but did significantly reduce haustorium formation, a phenotype that was associated with reduced levels of four key HIFs (syringic acid, vanillic acid, DMBQ, acetosyringone) (Figures 1 and 2). These results indicate that host-parasite signaling was disrupted at the level of haustoria formation via HIF degradation. Furthermore, more aerenchyma and endodermal suberin was detected in roots of sorghum grown in the presence of the soil microbiome (Figure 3). These structural changes in root cellular anatomy likely affect the ability of Striga to penetrate the root. It is not known if progression of Striga through the root tissue requires a touch or mechanical stimulus from adjacent host tissue, but air-filled gaps in the cortex could likely disrupt this. Aerenchyma have also been associated with drought tolerance due to reduced metabolic and energy requirements.^33^ An alternative hypothesis is that the parasitic plant may similarly sense a lack of metabolic activity and not continue with parasitization. A suberized endodermis can act as a physical barrier to Striga, preventing it from reaching the xylem. Physical barriers, consisting of lignin, callose, phenolic compounds, or silica, can provide partial resistance in several host species and to several parasite species.^14^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^^,^^39^^,^^40^^,^^41^ These barriers can be innate or induced upon infection with a parasitic plant.^42^ Establishment of sorghum lines with constitutive suberin and aerenchyma production could provide support for these hypotheses. Despite prior reports that RSA is associated with Striga resistance,^43^^,^^44^^,^^45^ we observed no effect of the soil microbiome on RSA traits measured here (Figure 3A).

To begin to validate the role of specific microbial taxa in HIF degradation and induction of suberization and aerenchyma, we tested a small number of bacterial isolates prioritized by GJAM analyses. It should be emphasized that the selection of the bacterial taxa was based on 16S amplicon sequence similarity, with only a minor 16S amplicon fragment as the template in the sequence alignment. In other words, our selection of the isolates was limited, as it does not cover the full 16S sequence and, more importantly, does not use other taxonomic and functional markers of these bacterial taxa. Nevertheless, we did show that some of the prioritized bacterial isolates were able to degrade specific HIFs or to induce suberization (Figure 4). These results provide proof of concept, at least in part, that specific bacterial taxa of the soil microbiome can mediate post-germination (haustorium formation) and post-attachment resistance, preventing Striga from penetrating through the root to establish a vascular connection.

The potential of specific microbial species to degrade phenolic compounds, including vanillic and syringic acid, has been previously reported.^46^^,^^47^ While it was mostly studied in the context of lignin degradation, here, we show that this activity can also be leveraged to reduce Striga parasitism. *Pseudomonas* isolate VK46 was isolated from the soil with reduced HIFs within root exudates and inhibited haustorium formation in the presence of syringic, but not vanillic, acid (Figures 4A and 4B). Such selectivity toward some phenolic compounds among distinct microbes has been reported previously.^48^

Some pathogens reduce suberization of the endodermis that otherwise blocks their entry to plant vasculature.^49^ Several commensal bacteria can lower suberin content in Arabidopsis.^50^ This negative effect of microbes on Arabidopsis suberization contrasts with our observations in sorghum, where multiple microbial taxa were associated positively with endodermal suberin content (Data S5). These inter-species discrepancies could be caused by the presence of the exodermis in sorghum—an additional cell type where suberin can be deposited. Moreover, sorghum might assemble microbial communities different from those in Arabidopsis. Out of 41 endophytes tested in Arabidopsis, the majority reduced the fully suberized root zone, but six isolates promoted early endodermal suberization.^50^ This suggests that some overlap in suberin-inducing bacterial function might exist between sorghum and Arabidopsis.

Increased suberization could alternatively result from microbes affecting the nutritional status of the plant (indirect effect) or by microbes promoting the production of suberin precursors by the plant (direct effect). The latter has been observed in sorghum grown under drought (thus, conditions promoting suberin deposition in roots),^51^ where increased production of glycerol-3-phosphate coincides with enrichment of monoderm bacteria, like Actinobacteria.^52^ It has been hypothesized that since monoderms use glycerol-3-phosphate to assemble their cell walls, they might induce its production in sorghum roots.^53^ It is thus plausible that plants can also use this glycerol-3-phosphate as a substrate for suberin biosynthesis. Indeed, we observed Actinobacteria in our top-ranked 100 taxa associated with suberization as well as upregulation of two glycerol phosphate transferases genes (*SbGPAT4/8* and *SbGPAT5/7*) in sorghum roots exposed to natural soil (Figures 3J and 3K).

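In control plants at 2 wpi, SbGPAT4/8 (Sobic.004G010300) had 13.2 ± 2.97 CPM (SD, n = 3) in natural soil and 8.92 ± 1.90 CPM (SD, n = 4) in sterilized soil. Its log2 fold change was 0.58 (SE 0.21, FDR = 0.084 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Striga-infected plants it had 11.5 ± 0.508 and 8.94 ± 1.66 CPM (SD, n = 4 each), a log2 fold change of 0.36 (SE 0.20, edgeR FDR = 0.41). Averaged over both, SbGPAT4/8 had a log2 fold change of 0.47 (SE 0.15) and was a DEG (edgeR FDR = 0.046). It was not called when any of 11 of the 15 libraries was left out, with FDR between 0.0582 and 0.149. It was still called without natural control replicate 1, sterilized control replicate 2 or 4, or sterilized Striga replicate 4. It was also not called with all 31 libraries in one fit (FDR = 0.0828) or with no filter on low counts (FDR = 0.0686), and it was called in control plants without natural control replicate 1 (FDR = 0.0458).

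The paper gives the ID of SbGPAT5/7 as Sobic.009G16200, which no gene of the count data has, and the values here are those of Sobic.009G162000, the same ID with a final 0 added. The count data hold 23 IDs that differ from the printed one by 1 inserted digit, and this one was taken by a rule set beforehand, so that the match is not certain. It had 13.5 ± 0.714 CPM (SD, n = 3) in control plants in natural soil and 8.47 ± 3.29 CPM (SD, n = 4) in sterilized soil. This was a log2 fold change of 0.65 (SE 0.24, edgeR FDR = 0.086). In Striga-infected plants it had 10.9 ± 1.89 and 10.7 ± 1.62 CPM (SD, n = 4 each; log2 fold change 0.02, SE 0.22, edgeR FDR = 0.97), and the sign changed without natural Striga replicate 1 (-0.08), natural Striga replicate 2 (-0.0085) or sterilized Striga replicate 3 (-0.06). Averaged over both, its log2 fold change was 0.33 (SE 0.16) and it was not a DEG (edgeR FDR = 0.20). Without sterilized control replicate 2 it was called, in the average (FDR = 0.0392) and in control plants (FDR = 0.0105). Exact permutation tests, 2-sided, in Striga-infected plants gave p = 0.0571 for SbGPAT4/8 and p = 0.914 for SbGPAT5/7. The read counts behind these values were 60.0 to 155 per library for SbGPAT4/8 and 28 to 151 for SbGPAT5/7.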

To the best of our knowledge, microbe-mediated induction of aerenchyma has not been reported. Ethylene induces aerenchyma formation,^54^ and several ethylene-related genes were regulated by the Striga-suppressive soil microbiome (Figure 3M; Data S2). Microbes have been shown to interfere with plant ethylene signaling, and both ethylene-producing and ethylene-degrading bacterial strains have been found.^55^ A reasonable hypothesis, therefore, is that ethylene-inducing microbes may induce aerenchyma that then restricts Striga entry into the root vasculature.

The known modes of pre- and post-attachment resistance in host species usually provide only partial protection. Likewise, each of the isolates identified here on their own would likely provide little or limited protection against Striga. Combining microbes in a consortium (also referred to as synthetic communities) that could induce multiple traits could provide a higher level of resistance. These microbial consortia should be assembled based on the extensive metagenomic sequencing and targeted identification and isolation of their members from the soils native to areas of their application. Bacterial taxa can then be used to prioritize the selection of microbial isolates from collections established from Striga-infested local soils in a targeted screen for resistance-associated phenotypes (HIF degradation, increase in aerenchyma and suberin content). Functional markers associated with (1) the potential to degrade syringic acid or (2) upregulation of genes associated with the increase in aerenchyma content and suberization will further facilitate the targeted screens. While the host genotype dependency of these identified mechanisms and their robustness to environmental conditions typical to areas where sorghum is grown still need to be addressed, this work lays the foundation for designing a multi-member microbial consortium that suppresses haustorium formation and induces diverse structural barriers in roots to collectively reduce Striga parasitism.

### Limitations of the study

Our work identifies three modes of microbiome-based alteration of Sorghum host traits associated with suppression of Striga infection: degradation of HIFs, changes to root endodermal suberin, and induction of aerenchyma. Bacterial isolate VK46 degraded syringic and vanillic acid in an *in vitro* assay. Sorghum root exudates contain additional HIFs; thus, the efficiency of VK46 would likely need to be combined with other HIF-degrading isolates to reduce Striga infection *in planta*. While the microbiome-induced promotion of aerenchyma and endodermal suberization coincides with Striga infection suppression, we still lack genetic resources to ultimately prove that suberin forms a physical barrier to Striga and that the presence of aerenchyma limits parasite penetration through the root tissue. Furthermore, our selection of candidate bacterial taxa for functional validation was constrained because it did not encompass the entire 16S sequence and did not incorporate other taxonomic and functional markers associated with these bacterial taxa.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and virus strains**		

VK6	Kurm et al.^31^	N/A
VK14	Kurm et al.^31^	N/A
VK15	Kurm et al.^31^	N/A
VK46	Kurm et al.^31^	N/A
VK48	Kurm et al.^31^	N/A
VK49	Kurm et al.^31^	N/A
VK50	Kurm et al.^31^	N/A
VK51	Kurm et al.^31^	N/A

**Chemicals, peptides, and recombinant proteins**		

racGR24 (racemic mix of enantiomers GR24^5DS^ and GR24^ent−5DS^	StrigoLab, Italy	Cas# 76974-79-3; Batch CC1
DMBQ, 2,6-methoxy-1,4-benzoquinone 97%	Merck Sigma Aldrich Chemie B.V	Cat# 428566
Syringic acid, 95%	Merck Sigma Aldrich Chemie B.V	Cat# S6881
Vanillic acid, 98%	Alfa Aesar	Cat# A12074.14
Fluorol yellow	Santa Cruz Biotech.	Cat# sc-215052

**Critical commercial assays**		

QuantSeq 3′ mRNA-Seq Library Prep Kit	Lexogen	Cat# 015.96
RNaesy Plus Mini kit	Qiagen	Cat# 74134
MoBio PowerSoil DNA	Qiagen	Cat# 12888-100

**Deposited data**		

RNA-seq sorghum roots	This study	NCBI: GSE 216351
Amplicon sequences – microbiome profiling	This study	ENA: PRJEB57848
VK6 - isolate 16S amplicon sequence	This study	NCBI: KX503329
VK14 - isolate 16S amplicon sequence	This study	NCBI: KX503337
VK15 - isolate 16S amplicon sequence	This study	NCBI: KX503338
VK46 - isolate 16S amplicon sequence	This study	NCBI: KX503369
VK48 - isolate 16S amplicon sequence	This study	NCBI: OP954904
VK49 - isolate 16S amplicon sequence	This study	NCBI: OP959794
VK50 - isolate 16S amplicon sequence	This study	NCBI: OP959806
VK51 - isolate 16S amplicon sequence	This study	NCBI: OP967914

**Experimental models: Organisms/strains**		

Sorghum bicolor var. Shanqui Red	GRIN	PI 656025
Sorghum bicolor var. SRN39	Ethiopian Institute of Agricultural Research	PI 656027
Striga hermonthica	Abdelgabar Babiker	N/A

**Oligonucleotides**		

16S_V3-341F	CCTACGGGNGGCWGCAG	N/A
16S_V4-785R	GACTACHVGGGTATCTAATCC	N/A
ITS3_F	GCATCGATGAAGAACGCAGC	N/A
ITS4_R	TCCTCCGCTTATTGATATGC	N/A

**Software and algorithms**		

ImageJ	NIH, USA	https://ImageJ.nih.gov/ij
MassLynx™ version 4.1	Waters™	https://www.waters.com/waters/en_US/MassLynx-Mass-Spectrometry-Software/nav.htm?locale=-&cid=513662
BioTransformer 3.0	Djoumbou-Feunang et al.^25^	http://biotransformer.ca
DIRT version 1.1.	Das et al.^57^	N/A
FastQC	Babraham Bioinformatics	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
fastx-trimmer	FASTX-toolkit	http://hannonlab.cshl.edu/fastx_toolkit/index.html
STAR	Dobin et al.^64^	N/A
R edgeR package	Robinson et al.^65^	N/A
R Limma package	Ritchie et al.^66^	N/A
UPARSE	Edgar^70^	N/A
R phyloseq package v.1.26.1	McMurdie and Holmes^74^	N/A
R gjam package version2.6.2	Clark et al.^75^	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Siobhan Brady ().

#### Materials availability

Plant material and bacterial isolates will be available upon request and may require a completed materials transfer agreement, import permits and phytosanitary certificates.

#### Data and code availability

• Sorghum transcriptome sequences were deposited in NCBI GEO under the accession number GSE 216351. Amplicon sequences from microbiome profiling are available on ENA under the accession number PRJEB57848. Amplicon sequences of tested isolates are available in the NCBI under the following accession numbers: VK6: KX503329, VK14: KX503337, VK15: KX503338, VK46: KX503369, VK48: OP954904, VK49: OP959794, VK50: OP959806, VK51: OP967914.
• Raw data from the growth measurements, root system architecture analysis, ANOVA tables and p values for each statistical test can be found in Data S1. CPM values and lists of differentially expressed genes are presented in Data S2. Residual correlations from GJAM and ranks assigned to each microbial taxa are to be found in Data S3 and Data S4, respectively. Residual correlations and rank for the members of the microbial collection are presented in Data S5. An overview of bacterial taxa found at two weeks post-infection in (A) bulk soil, (B) rhizosphere, (C) soil plug-associated roots and three weeks post-infection in (D) bulk soil, (E) rhizosphere, (F) soil plug-associated roots, (G) sand-associated roots, predicted to influence Striga infection via each of identified mechanisms is presented in Data S6. Raw data and results of statistical analysis from the experiments with individual bacterial isolates can be found in Data S7.
• Data analysis scripts are publicly available at https://github.com/DorotaKawa/Striga-suppressive-soil. The script for generalized joint attribute modeling can be found at https://github.com/Leitemfa/GJAM-PROMISE.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Soil material

Soil was collected from the Clue Field in the Netherlands; 52° 03′ 37.91″ N and 5° 45′ 7.074″ E.^22^ Soil was dried and sieved through a 4 mm mesh and one batch of it was sterilized by gamma irradiation with a dose of 8kGy, at room temperature by Steris (the Netherlands). Description of the physiochemical properties of “natural” and “sterilized” soils were provided by Eurofins Agro (the Netherlands, Data S1).

#### Plant material and growth conditions – soil “plug” assay

Seed of *Striga hermonthica* were collected in Sudan and kindly donated by Abdelgabar Babiker, Seeds were sieved by a mesh of 200 ⎧m pores to remove remaining soil particles and flower debris. Seeds were then surface sterilized with 10% (v/v) bleach and 0.02% (v/v) Tween 20 on filter paper and placed on a Buchner funnel connected to a vacuum pump until all liquid was removed. Next, seeds were washed twice for 5 min in sterile water. Sterilized seeds were left to dry on the filter paper overnight in a laminar flow hood. Sterile seeds were mixed with sand containing around 16% (w/v) water and pre-conditioned for 10 days in a dark container in the greenhouse with temperature set to 26°C. As a negative control, sand without Striga seeds was treated in the same manner.

Seeds of *Sorghum bicolor* var. Shanqui Red (SQR) were obtained from GRIN (https://www.ars-grin.gov) and SRN39 seeds were kindly donated by the Ethiopian Institute of Agricultural Research. Seeds were surface sterilized by agitating in a solution containing 4% (v/v) sodium hypochlorite and 0.2% (v/v) Tween 20 for 45 min followed by three rounds of 30 s incubations in 70% (v/v) ethanol followed by washes with sterile water. Next, seeds were washed four times with sterile water. Sterilized seeds were germinated on a wet Whatman paper (grade 1) at 28°C for 48 h in the dark, followed by 48 h in light. Four-day-old seedlings with approximately the same radicle length were transferred to 50 mL tubes filled with “natural” or “sterilized” soil (referred hereafter as the soil plug) mixed with 5% sterile water (w/v). Seedlings were watered with sterile water every second day. After 10 days, seedlings together with the soil plug were transferred to 40 cm long cones (Greenhouse Megastore, USA, catalog number CN-SS-DP) that were autoclaved prior to transfer. The bottom layer of the cones was filled with 350 mL of filter sand (0.5–1.0 mm, filcom.nl/) and the upper layer was filled with 350 mL preconditioned sand without (control) or with Striga seeds (3000 germinable Striga seeds per cone). Plants were organized in a randomized manner in the greenhouse compartment with the temperature set to 28°C during the day (11 h) and 25 °C at night (13 h) with the 70% relative humidity and light intensity of 450⎧mol/m^2^/s. All measurements and sample collections were carried out at 14 and 21 days upon transfer to cones (referred to as two- or three-weeks post-infection; wpi). At day zero, seven and 14 (where day 0 is the day of the transfer to cones) plants were watered with 50 mL modified half-strength Hoagland solution containing 0.05 mM KH_2_PO_4_. On days one, four, 10, 13 and 17, plants were watered with 50 mL deionized sterile water.

### Method details

#### Striga infection quantification

Six individual plants of SQR were used per treatment (Striga-infected and control) at each time point (2,3 wpi). SRN39 was used as a negative control for Striga infection, and no Striga attachments were observed on SRN39 roots at any conditions (Figure S1E). Sorghum plants were gently removed from the cones. The remaining sand and soil plug from the cone was collected and carefully examined for detached Striga plants. Roots were then gently washed in water and inspected under a dissecting microscope for early stages of Striga attachment. Roots were dried with a paper towel and fresh weight was recorded. The infection level was expressed as the ratio of total Striga attachments (the sum of early Striga attachments and the number of Striga plants recovered from the sand) and fresh root weight of individual plants. Data were analyzed with a two-way ANOVA, where a linear model was specified as: trait value = Soil+Treatment+Soil:Treatment, where Treatment stands for Striga infection or its absence (control).

#### Exudate collection and profiling

Each cone was flushed with water to collect 1 L of the flow-through. 100 mL of exudate were purified using solid phase extraction (SPE) with C18 Discovery cartridges (bed wt. 500 mg, volume 6 mL, Merck). Cartridges were activated using 5 mL acetone and washed with 5 mL distilled water. One hundred mL of sample was loaded on the cartridge and the flow through was collected. The cartridge was further washed with 6 mL distilled water. Finally, compounds were eluted using 3 mL acetone. The acetone was evaporated using a SpeedVac (Scanvac, Labgene, Châtel-Saint-Denis, Switzerland). The semi-polar fraction of the exudates was reconstituted in 150 μL 25% (v/v) acetonitrile and filtered using a micropore filter (0.22 μm, 0.75 mL, Thermo scientific). The collected flow-through was freeze dried (Heto Powerdry LL1500, Thermo) and extracted with absolute methanol to remove the salts. The methanol was subsequently evaporated using a SpeedVac (Scanvac, Labgene, Châtel-Saint-Denis, Switzerland). The polar fraction of the exudates was reconstituted in 150 μL 25% (v/v) acetonitrile and filtered using a micropore filter (0.22 μm, 0.75 mL, Thermo Scientific).

Untargeted analysis was performed as described in Kawa et al., 2021.^23^ Briefly, 5 μL of root exudates (semi-polar and polar fraction) were injected on a Nexera UHPLC system (Shimadzu, Den Bosch, The Netherlands) coupled to a high-resolution quadrupole time-of-flight mass spectrometer (Q-TOF; maXis 4G, Bruker 194 Daltonics, Bruynvisweg 16/18). Compounds were separated on a C18 stationary phase column. Peak finding, peak integration and retention time correction were performed as in Kawa et al., 2021.^23^

Targeted phenolic analysis was performed on a Waters Acquity UPLC I-Class System (Waters, Milford, MA, USA) equipped with Binary solvent manager and Sample manager was employed as a chromatographic system coupled to a Xevo TQ-S tandem quadrupole mass spectrometer (Waters MS Technologies, Manchester, UK) with electrospray (ESI) ionization interface. Five μL of root exudates (semi-polar and polar fraction) were separated on an Acquity UPLC BEH C18 column (2.1 × 100 mm, 1.7 μm particle size, Waters, Milford, MA, USA) with 15 mM formic acid in both water (A) and acetonitrile (B). At a flow rate of 300 μL per min and a column temperature of 40°C, the following gradient was applied: 0 min, 5% B; 2 min, 5% B; 32 min, 18% B; 60 min, 24% B; 65 min, 100% B. The compounds were measured in the ESI ion source of the tandem mass analyzer operating in the same conditions as in.^56^ Mass data of phenolic compounds were acquired in multiple reaction monitoring (MRM) mode. The MassLynx software, version 4.1 (Waters), was used to control the instrument as well as to acquire and process MS data.

#### Prediction of microbial degradation products

The structures of five HIFs: DMBQ, syringic acid, vanillic acid, vanillin, acetosyringone were input in the web-based tool BioTransformer to predict their microbial degradation products (http://biotransformer.ca/).^25^ The first level predicted conversion compounds were used as an input for secondary conversion products. The exact masses of the degradation products were matched with the untargeted profiles of root exudates to retrieve potential candidates within a range of 25ppm error. Abundances of tested compounds in root exudates of plants grown in “natural” and “sterilized” soil (soil “plug” system) in the absence of Striga were compared with a Student’s t-test with a false discovery rate adjustment from multiple comparisons. The predicted conversion products of m/z larger than HIFs used as an input for the BioTransformer that were detected likely due to the presence of HIF active compounds with larger mass or is due to non-causal correlation with larger, non-HIF, metabolites that are degraded by microbes, or are products of microbial biosynthesis.

#### *In vitro* germination and haustorium formation assay

Two hundred mg of Striga seeds were surface sterilized in 2% sodium hypochlorite containing 0.02% Tween 20 for 5 min, and then washed 5 times with sterile MilliQ water. The sterilized Striga seeds were spread on sterile glass fiber filter papers (Whatman GF/A, Sigma-Aldrich) in petri dishes moistened with 3 mL sterile MilliQ and preconditioned for 6–8 days at 30°C. 0.1 ppm racGR24 (racemic mix of enantiomers GR24^5DS^ and GR24^ent−5DS^) and 100 mM DMBQ was used as positive control for Striga germination and haustorium formation, respectively. Stock of GR24rac was prepared in acetone and DMBQ was dissolved in methanol/water 50% (v/v). Dried, preconditioned Striga seeds were treated with 300 times-diluted root exudates from plants grown in the “natural” or “sterilized” soil, or GR24rac or DMBQ, and each of the solutions was further divided into 3 technical replicates. Striga seeds were incubated in the dark at 30°C for 2 days, when the number of germinated Striga and haustoria formed were counted. The Striga germination rate was calculated for each replicate using the formula: GR% = (Ngs/Nts) × 100, where Ngs is the number of germinated seeds per well and Nts is the total number of seeds per well. Haustorium formation was assessed by counting the number of germinated seeds that developed early stage haustoria (pre-haustoria). The haustorium formation rate (HFR%) was calculated for each replicate using the formula: HFR % = (NHs/Ngs) × 100, where NHs is the total number of haustorium per well and Ngs is the number of germinated seeds per well. Welch t-sample test was used to compare effects elicited by the exudates of plants grown in the “natural” and “sterilized” soil.

#### Root system architecture phenotyping

Data was collected 2 and 3 weeks post-infection (wpi), when plants were 4 and 5-weeks-old, respectively. Plant height was scored as the length from the sand surface to the bend of the highest leaf. Sorghum plants were removed from the cones and roots were cleaned from the sand and soil plug by gentle washes in water. Crown roots were separated from seminal roots and their fresh weight was separately scored. Roots were then placed in a transparent tray filled with water and scanned at 800dpi resolution with an Epson Perfection V700 scanner. Next, roots were dried with a paper towel, placed in paper bags, dried for 48 h in 65°C and weighed to determine their dry weight.

Root system architecture was analyzed with the DIRT (Digital Imaging of Root Traits) software v1.1.^57^ The total root network area and total network length (to simplify we refer to it as total root area and total root length) used skeleton methods^58^^,^^59^ as described in Kawa et al.^23^ Mean root network diameter was calculated as the ratio of network area over network length. The dataset was cleaned from extreme outliers by removing individuals with values outside the 3^rd^ quartile. All collected data were analyzed with a two-way ANOVA, where a linear model was specified as: trait value = Soil+Treatment+Soil:Treatment, where Treatment stands for infected or not infected (control) with Striga. The root system architecture data of SQR plants from sterilized soil in the absence of Striga were previously published in Kawa et al.^23^

#### Root cellular anatomy phenotyping

Sorghum plants (2 and 3 wpi) were gently taken from the cones and washed in water to remove remaining sand and soil. For each plant a 1.5 cm segment of root tissue was cut from the tip of a crown root, from the middle of a crown root and from the middle of a seminal root. For comparison of SQR root cellular anatomy at the seedling stage, sterilized seeds were placed in 25 cm long germination pouches (PhytoAb Inc., catalog number: CYG-38LG) filled with 50 mL of autoclaved water. Root tissue was harvested from 10-day-old seedlings. For each plant a segment of root tissue was cut from 7 cm distance from a root tip.

Root tissue was embedded in 5% (w/v) agar and fixed by a 10 min vacuum infiltration in FAA solution (50% ethanol 95%, 5% glacial acetic acid, 10% formalin, 35% water, all v/v) followed by overnight incubation in FAA and rehydration by 30 min incubations in a sequence of 70%, 50%, 30% and 10% (v/v) ethanol. Embedded tissue was stored in water at 4°C. Sections of 200–300 μm thickness were made with a Leica VT1000 vibrating microtome.

Suberin was stained with 0.01% (w/v) Fluorol Yellow 088 in lactic acid at room temperature, in the dark, for 30 min. Sections were rinsed three times for 5 min with water. Counter staining was done with 0.5% (w/v) aniline blue at room temperature for 30 min, followed by four 10-min washes with water. Sections were mounted on slides with 50% glycerol prior to microscopic examination. Sections were imaged with an LSM 700 laser scanning microscope (Carl Zeiss) with an excitation wavelength 488 nm and gain-optimized to the signal strength of the sample with the highest fluorol yellow signal. All images were taken with the same settings. Quantification of endodermal suberin was done by calculating the mean fluorescence of two representative endodermal cells per section in ImageJ. The mean for two cells per section was used for further analysis.

For the aerenchyma quantification, cross-sections were prepared from the exact same region of the exact same root as for suberin visualization and were stained for 5 min in 0.1% toluidine blue (w/v) followed by five brief washes with water. Brightfield images were taken with an Olympus AH-2. The proportion of aerenchyma was expressed as the percentage of the area of the root section. The number of cortex layers and the number of metaxylem vessels were scored manually. The data collected from the cones experiment were analyzed with a two-way ANOVA. For each genotype-time point data subsets a linear model was specified as: trait value = Soil+Treatment+Soil:Treatment, where Treatment stands for infected or a not infected (control) with Striga. The data from the experiment with seedlings were derived from two independent experiments, thus a mixed model was used with experimental batch (Exp) as an independent factor specified with the formula: lmer (trait ∼Genotype + (1|Exp)) with lme4 v.1.1–21 R package.

#### RNA-seq library preparation

Two and three weeks after Striga infection (corresponding to 4- and 5-week-old plants), root material was harvested 2 h after the light turned on. Each sorghum plant was gently removed from the cone and whole root system was cleaned from the remaining sand and soil by washing in water, dried with paper towel and snap frozen in liquid nitrogen (whole process took approximately 3 min per plant). Root tissue was ground with pestle in mortar, and RNA was extracted with RNaesy Plus Mini kit (Qiagen) with application of cell lysate on the QIAshredder columns (Qiagen) followed by the on-column Dnase I (Qiagen) treatment. Extracted RNA was precipitated with 3M NaOAc pH 5.2 (Thermo Scientific) in 100% ethanol and the pellet was washed with 70% (v/v) ethanol and dissolved in RNase-fee water. RNA-seq libraries were prepared with QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen) following manufacturer protocol. Four biological replicates and three technical replicates for each RNA sample were used.

Libraries were sequenced at the UC Davis DNA Technologies Core with Illumina HiSeq 4000 in SR100 mode.

#### Microbial community analysis

The “natural” and “sterilized” soil plugs were prepared and placed in cones filled with sand as described above, except no plant was transferred. The soil plugs and cones were placed in the same greenhouse compartment as cones with plants and were watered according to the same scheme. Fourteen days after transfer to cones, the soil plug was excavated from the sand for the DNA extraction. These samples were used to profile the microbiome communities of the bulk soil in the absence of the plant (Data shown in Figures 1A and 1B).

The microbiome communities in the bulk soil in the presence of a plant and those associated with sorghum roots, bulk soil, rhizosphere and root material were collected 14 and 21 days after transfer to cones as in^60^ with small modifications. First, soil not associated with roots was collected, shaken for 30 s in 35 mL sterile phosphate buffer, centrifuged at 3,000 rpm for 20 min. Collected pellets were frozen in liquid nitrogen and constituted “bulk soil” samples. Roots that grew in the soil plug were carefully separated from those that grew out of the soil plug and into the sand compartment. The excess of soil and sand was gently removed to leave a thin layer of 1–2 mm on the root surface. The roots were then shaken in 35 mL sterile phosphate buffer and transferred to a sterile Petri dish containing phosphate buffer to be thoroughly washed and to remove remaining soil/sand particles. The phosphate buffer was centrifuged at 3,000 rpm for 20 min, soil and sand pellets were frozen in liquid nitrogen and constitute a “rhizosphere soil” or “root-associated sand” samples. The fresh weight of washed roots was scored, and roots were immediately frozen in liquid nitrogen (and constituted “soil plug-associated roots” and “sand-associated roots” sub-categories).

DNA was extracted with MoBio PowerSoil DNA isolation kit (Qiagen, Germany) from approximately 300 mg of ground root material or 250 mg of soil/sand as recommended by the manufacturer. Prior to extraction from sand and soil, an additional centrifugation step was performed (10000 rpm at 4°C for 5 min). DNA concentrations were measured with a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, USA) and stored at −80°C for further analysis. The DNA yield from “root-associated sand” was not sufficient for sequencing, thus these samples were discarded from further analysis.

Microbial communities were characterized by sequencing amplicons of the 16S rRNA region V3-V4 (with primer set: 16S_V3-341F: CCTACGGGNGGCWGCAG, 16S_V4-785R: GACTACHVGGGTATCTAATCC) for the bacteria, and ITS3-ITS4 (with primer set: ITS3_F: GCATCGATGAAGAACGCAGC, ITS4_R: TCCTCCGCTTATTGATATGC) for fungi. The amplicons were sequenced with Illumina MiSeq by BaseClear (Leiden, Netherlands).

#### Haustorium formation and HIF quantification with individual bacterial isolates

A single bacterial colony was selected to inoculate minimal media (0.5% NaCl, 0.1% KH_2_PO_4_, 0.01% BactoTM Yeast-Extract, pH = 5.0) supplemented with 2mM N-acetylglucosamine. The cultures were grown for 24 h at 25°C with shaking (200 rpm). Overnight cultures were spun down at 8000 rpm for 5 min, and the collected cells were washed twice with 10mL sterile 0.9% NaCl. Cells were suspended in 0.9% NaCl and OD600 was adjusted to 0.15. Eighteen μL of bacterial suspension was added to 332 μL of the N-acetyloglucosamine media supplemented with 100 μM of syringic acid or 50 μM vanillic acid dissolved in methanol or an equivalent volume of methanol as a negative control (four biological replicates per isolate). After growth for another 24 h, 50 μL of the cell-free culture filtrate was applied to Striga seeds pre-germinated with 100 μL 1μM GR24. Striga seeds were surface sterilized with 0.5% sodium hypochlorite for 5 min, rinsed three times with sterile water and preconditioned at 28°C for 12 days in dark on a wet 13 mm disk GF/A filter paper (VWR, Whatman). After 48 h of Striga seed incubation with the cell-free culture filtrate at 28°C, Striga seeds were imaged. The percentage of seeds that developed haustorium from all germinated seeds was quantified with the ImageJ Cell Counter plug-in. For the experiment with multiple isolates, four replicates (an individual replicate consisted of 100 seeds on one filter paper disk) were used per treatment. For the second experiment, including only isolate VK46, four individual cell-free culture filtrates were used, each applied on four disks with Striga seeds. Prior to centrifugation, an aliquot of the liquid culture was used to measure the OD, to ensure an equal rate of bacterial growth in all treatments. Forty μL of each filtrate was collected at the time of application to Striga seeds (t_0,_ to ensure no HIF degradation during the incubation) and at the time of haustoria quantification t_24_) and concentrations of vanillic and syringic acid were quantified with LC-MS as described for the targeted analysis in the section exudate collection and profiling*.* The mock treatment was methanol. Statistical analyses were performed with a one-way ANOVA with a Tukey post-hoc test.

#### Sorghum inoculation with individual bacterial isolates

Individual isolates were cultured in a 1/10 dilution of tryptic soy broth (TSB, Difco) agar (1.5%, m/v) media containing 50 mg/L thiabendazole (Sigma) and incubated for 48 h at 26°C. A single colony was then used to inoculate liquid TSB media (1/10 media dilution) and incubated for 48 h at 26°C with shaking (200 rpm). Bacteria were harvested by centrifugation at 5000 rpm for 20 min and the resulting pellet was resuspended in sterile modified half-strength Hoagland solution (see methods for soil “plug” assay). In all the experiments individual isolates were applied to the sorghum variety Shanqui Red (SQR). An individual plant was inoculated with 10^7^ CFU/g sand in 5 mL of half-strength Hoagland media. The inoculum was applied to the root of a two-day-old sorghum seedling (pregerminated on wet Whatman paper for 48 h at 28°C) at the same time as seedling transplantation into a 50 mL tube filled with sand (moistened with 5 mL half-strength Hoagland media beforehand). Plants were watered every second day with 5 mL sterile water.

#### Aerenchyma quantification in the presence of individual isolates

To estimate the proportion of aerenchyma, we measured the porosity of the entire root system two weeks post inoculation following the protocol of.^61^ Roots were gently removed from the sand, washed in water, very gently dried with a paper towel and weighed in 25 mL pycnometers (Eisco Labs) were filled with water and weighted. The harvested root systems were placed in an individual pycnometer, refilled with water and weighed. Next, the pycnometers with roots were subjected to vacuum infiltration until the last air bubbles were seen, and their weight was scored. Root system porosity was calculated as: porosity = (P_v –_ P_*r*_*)/(*P_w_+ R-P_r_) where P_w_ is the weight of the pycnometer filled with water; P_r_ is the weight of the pycnometer filled with water and containing the root system; P_v_ is the weight of the pycnometer with a vacuum infiltrated root system and R is the root system weight at the moment of harvest. All tested isolates were first screened in two separate experiments with n = 6. Next, the isolates with the largest difference from the mock treatment were tested again with higher replication (n = 15).

#### Suberin quantification -– individual isolates assay

One week after bacterial inoculation, roots were gently collected from the sand, washed in water and 1–1.5 cm of root segments were cut from two regions: 3–4 and 6-7cm from the root tip of the primary root. Region 3–4 cm constitutes the “patchy” suberization zone in the mock-treated SQR root, while 6-7cm is the zone where the first onset of exodermis suberization is usually seen. Root tissue was embedded in agar, fixed in FAA, sectioned, and stained with fluorol yellow and imaged as described in the root cellular anatomy phenotyping section. To quantify the differences along the root’s longitudinal axis, we also quantified the proportion of suberized and non-suberized cells in the endodermis. Given the technical challenges with obtaining sections that can be visualized in one plane, we excluded the areas of sections that were not completely perpendicular to the root’s longitudinal axis. These regions were determined by following the changes in the background fluorescent signal from the vasculature. The regions with less fluorescence in the vasculature, and adjacent endodermal cells were excluded from the analysis and are depicted in Figure S8. We also determined the presence and absence of the suberized exodermis. Statistical analyses were done with a generalized linear model, for the proportion of plants with a fully suberized endodermis: glm(Fully_suberized ∼ Strain, family = binomial(link = "logit")), for the proportion of suberized cells: glm(cbind(`Number of Suberized`,`Number of Non Suberized`) ∼ Strain, family = quasibinomial(link = "logit")), followed by comparison of each isolate with mock treatment with emmeans with option type = "response" with emmeans R package 1.8.1–1. The proportion of plants with a suberized exodermis was tested with Fisher’s exact test between each isolate and mock. Sections from 10 to 15 individual plants per treatment were used.

### Quantification and statistical analysis

#### RNA-seq read processing and differential expression analysis

Quality control of obtained transcriptome sequences was performed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) before and after read processing. Three technical replicates of each library were pooled before read processing. Barcodes were removed from raw reads with fastx-trimmer (http://hannonlab.cshl.edu/fastx_toolkit/index.html) with parameters: -v -f 12 -Q33. A wrapper from Kraken Suite^62^ was used for adaptor trimming and quality filtering with options: -geom no-bc -tabu $tabu -3pa $seqAdapt -noqc -dust-suffix 6/ACTG -dust-suffix-late 6/ACTG -nnn-check 1/1 -qqq-check 35/10 -clean-length 30 -polya 5. Processed reads were mapped to the reference genome of *Sorghum bicolor* BTx623^63^ using STAR^64^ with options: --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignIntronMin 20 --alignIntronMax 10000 --outFilterMismatchNmax 5 --outSAMtype BAM SortedByCoordinate --quantMode TranscriptomeSAM GeneCounts.

Genes for which no raw reads were detected across all samples were removed. Counts per million (CPM) were calculated with the cpm() function from the edgeR package.^65^ 

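In the count data, 17638 genes at 2 wpi and 17603 at 3 wpi had CPM above 1 in at least 3 libraries of the time point and no count of 0 in any library of either time point. The paper's list of CPM values holds 16861 genes at 2 wpi and 16813 at 3 wpi, and the values of 1999 and 855 of them, from the start of each list, were used here. All of these listed genes met the CPM minimum, and 0 of them had a count of 0 in any library. Up to the last of them, 88 further genes at 2 wpi and 36 at 3 wpi met the CPM minimum without a count of 0 and were not listed.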

Only genes with a CPM >1 in at least three samples were used for further analysis. CPM values are listed in Data S1 and Dataset S2. 

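For the listed genes that were used here, the paper's CPM equalled the read counts divided by a single library size for each library, to within 0.0005%. This library size was 0.832 to 1.17 times the total count of the library at 2 wpi and 0.740 to 1.20 times at 3 wpi.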

Differentially expressed genes (DEGs) were determined with the R/Bioconductor limma package.^66^ CPM values were normalized with the voomWithQualityWeights() function with quantile normalization to account for different RNA inputs and library sizes. 

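At 2 wpi, the 10 most abundant genes took 12.8% to 17.1% of the counts in sterilized-soil libraries and 9.15% to 12.5% in natural-soil libraries. TMM factors, which correct library size for such differences, were 0.828 to 1.03 in sterilized-soil libraries and 1.014 to 1.18 in natural-soil libraries. With TMM, the median log2 fold change of all genes tested between the soils was 0.02 in the average over control and Striga-infected plants and 0.04 in control plants. With library size alone, it was 0.28 and 0.37. At 3 wpi, the TMM factors were 0.734 to 1.20 in sterilized-soil libraries and 0.735 to 1.16 in natural-soil libraries. The quality weights of limma were 0.539 to 1.98 at 2 wpi. At 3 wpi they were 0.265 to 3.11, lowest for sterilized control replicate 4 and highest for sterilized control replicate 3.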

Data from 4- and 5-week-old plants were analyzed separately. For each gene the linear model was defined as an interaction of the soil type (“natural” or “sterilized”) and treatment (control or infected with Striga) as: log(counts per million) of an individual gene ∼ Soil^∗^Treatment. Differentially expressed genes for each term of the linear model were selected based on a false discovery rate of <0.05. 

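For Striga treatment averaged over the soils, 0 genes were DEGs at 2 wpi by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and by limma, and 3 by DESeq2, while 1052 had an unadjusted p under 0.05 in edgeR. At 3 wpi, the same comparison gave 0 DEGs by edgeR and by limma, 2 by DESeq2 and 544 genes at an unadjusted p under 0.05 in edgeR. The soil by Striga term at 3 wpi gave 0 DEGs by edgeR, 8 by limma and 25 by DESeq2, and 722 genes at an unadjusted p under 0.05 in edgeR. With a term for library origin, there were 50.0 DEGs for Striga treatment and 539 for soil by Striga at 3 wpi. Without sterilized control replicate 4, 1 gene was a DEG for Striga treatment at 2 wpi in edgeR.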

Lists of differentially expressed genes for each term (soil, treatment, soil by treatment) are found in Data S1 and Dataset S2.

#### Gene orthology identification

A list of sorghum orthologs of Arabidopsis suberin biosynthetic genes was obtained from.^28^ To identify sorghum orthologs of ABCG transporter family proteins, a phylogenetic tree was generated as described in.^32^ Next, we created a list of 672 maize genes whose expression was shown to change during root aerenchyma formation as reported in.^67^^,^^68^^,^^69^ Sorghum orthologs of maize genes were obtained from www.maizegdb.org. In total 447 unique sorghum genes have been defined as orthologs of maize genes associated with aerenchyma formation Data S1 and Dataset S2. Enrichment of these genes among genes differentially expressed by soil type (2 wpi) was tested with Fisher’s Exact test.

#### Microbial community analysis

The 16S rRNA region V3-V4 amplicons were sequenced with Illumina MiSeq by BaseClear (Leiden, Netherlands). Raw sequence processing and quality control were performed with the UPARSE pipeline.^70^ In brief, reads were paired and trimmed for quality (maximal expected errors of 0.25, reads length >250 bp). Sequences were clustered into Operational Taxonomic Units (OTUs) at 97% of nucleotide identity, followed by chimera removal using UCHIME.^71^ Taxonomic assignments of representative OTUs were obtained using the RDP classifier^72^ against the Silva Database.^73^ Sequences affiliated with chloroplasts were removed.

Analysis of microbial communities of “natural” and “sterilized” bulk soil without sorghum planted was performed with R phyloseq package v.1.26.1.^74^ Data was transformed with RLE normalization and rescaled to median sample count. Alpha diversity of each sample was calculated with estimate_richness function with “measures” set to “Shannon”. Significance of the difference between bulk “sterilized” and “natural” soil was determined with a Student’s t-test.

#### Identification of microbial candidates associated with reduced Striga infection

Statistical analyses were conducted in R v4.0.1 using different packages. To identify microbial taxonomic units associated with reduced Striga infection via the identified host traits, generalized joint attribute modeling was used (gjam package version2.6.2^75^). This modeling estimates the effects of soil sterilization and Striga infection on microbial communities (bacteria and fungi) within individual microbiome sub-categories (bulk soil, rhizosphere, soil plug-associated roots and sand-associated roots) and the number of Striga attachments and traits associated with Striga suppression (aerenchyma content, endodermal suberization, abundances of syringic acid and vanillic acid). The model analysis returns regression coefficients from the effect of the different treatments and quantified the increase or decrease in the microbial relative abundance and the changes in the other variables. Model diagnosis evaluated using Markov Chain Monte Carlo (MCMC) to check when the estimated coefficients reached a stable value (after 10,000 simulations). Since the experiment consisted of a two-way factorial design, regression coefficients were compared against the following hypotheses: H1 - within each soil type (“natural” or “sterilized”) there is a difference between the Striga treatments (infected vs. control); H2 - within each Striga treatments there is a difference between soil types. The model was applied for individual traits for each time point, at which they were found to be affected by the soil type, but not Striga infection, thus for 2 wpi: Striga attachments, aerenchyma content, abundances of: syringic acid, vanillic acid and; for 3 wpi: Striga attachments, aerenchyma content, endodermal suberization).

As a joint model, gjam also allows the extraction of residual correlations to investigate the relationship between the soil microbiome, Striga infection and associated traits.^76^ The residual correlations measure how strongly two different variables are associated regardless of the influence of the treatment, which is therefore used to seek potential biotic interactions.^77^ In our study, residual correlations were calculated per each microbial sub-categories and are listed in Data S3.

Residual correlations calculated for individual microbial sub-category for each trait were filtered as follows: negative correlations for the number of Striga attachments and HIF abundance (vanillic acid, syringic acid), while positive correlations were kept for suberin content and aerenchyma proportion for further analysis. We first ranked the taxa based on their correlation for each trait across microbial sub-categories. Then, to identify taxa potentially reducing Striga attachment number via each of identified mechanisms, ranking was done for each sub-category separately. Ranks for Striga attachment number and HIF levels were assigned so that the taxa with the lowest correlation received the highest rank value. Ranks for aerenchyma proportion and suberin content were assigned so that the taxa with the highest correlation received the highest rank value. Taxonomic membership was summarized for the top 100 bacterial taxa. The difference in the number of taxa that were summarized is due to less fungal taxa present in the Clue Field soil as compared to bacterial taxa.

Next a sum of ranks for Striga attachments number with a rank for each of: vanillic acid, syringic acid, suberin content, aerenchyma proportion, was calculated. The combined ranking was calculated as the rank of this sum. Individual and listed ranks calculated per each microbial sub-category are presented in Data S4. Taxonomic membership was summarized with a cut-off of residual correlation −0.2 for Striga attachments, syringic acid and vanillic acid levels and 0.2 for aerenchyma proportion and suberin content.

From the collection of bacterial strains isolated from the Clue Field soil by,^31^ we selected isolates belonging to genera whose residual correlation was higher than 0.2 for suberin content and aerenchyma proportion and lower than −0.2 for Striga attachment number and HIFs abundance. By this we selected as candidates for reduction of Striga suppression via: i) promotion of aerenchyma formation: *Arthrobacter*, *Aeromicrobium*, *Bradyrizobium*, *Nocardia*, *Mesorhizobium*, *Paenibacillus*, *Phenylobacterium*, *Pseudomonas*; ii) degradation of vanillic and syringic acid: *Arthrobacter*, *Aeromicrobium*, *Pseudomonas* ii) induction of suberin deposition: *Arthrobacter*, *Aeromicrobium*, *Bradyrizobium*, *Nocardia*, *Mesorhizobium*, *Paenibacillus*. From the isolates we were able to re-grow and confirm their taxonomic identity by re-sequencing 16S rRNA (with primer set FQ 5′-AGAGTTTGATCCTGGCTCAG-3′ and REV 5′-GGTTACCTTGTTACGACTT-3′), four Pseudomonas, and four Arthrobacter isolates were used for *in vitro* tests of HIF degradation and inoculation of sorghum plants. Residual correlations derived from the generalized joint attribute modeling and ranks calculated for each genera in the collection can be found in Data S5.

# Supplementary material for: The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of Striga infection
**Source:** Cell Rep. 2024 Mar 26;43(4):113971. doi: 10.1016/j.celrep.2024.113971
**Supplement:** Document S1. Figures S1–S8

## **Supplemental information**

### **The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of Striga infection**

**Dorota Kawa, Benjamin Thiombiano, Mahdere Z. Shimels, Tamera Taylor, Aimee Walmsley, Hannah E. Vahldick, Dominika Rybka, Marcio F.A. Leite, Zayan Musa, Alexander Bucksch, Francisco Dini-Andreote, Mario Schilder, Alexander J. Chen, Jiregna Daksa, Desalegn W. Etalo, Taye Tessema, Eiko E. Kuramae, Jos M. Raaijmakers, Harro Bouwmeester, and Siobhan M. Brady**

## Supplementary Figures

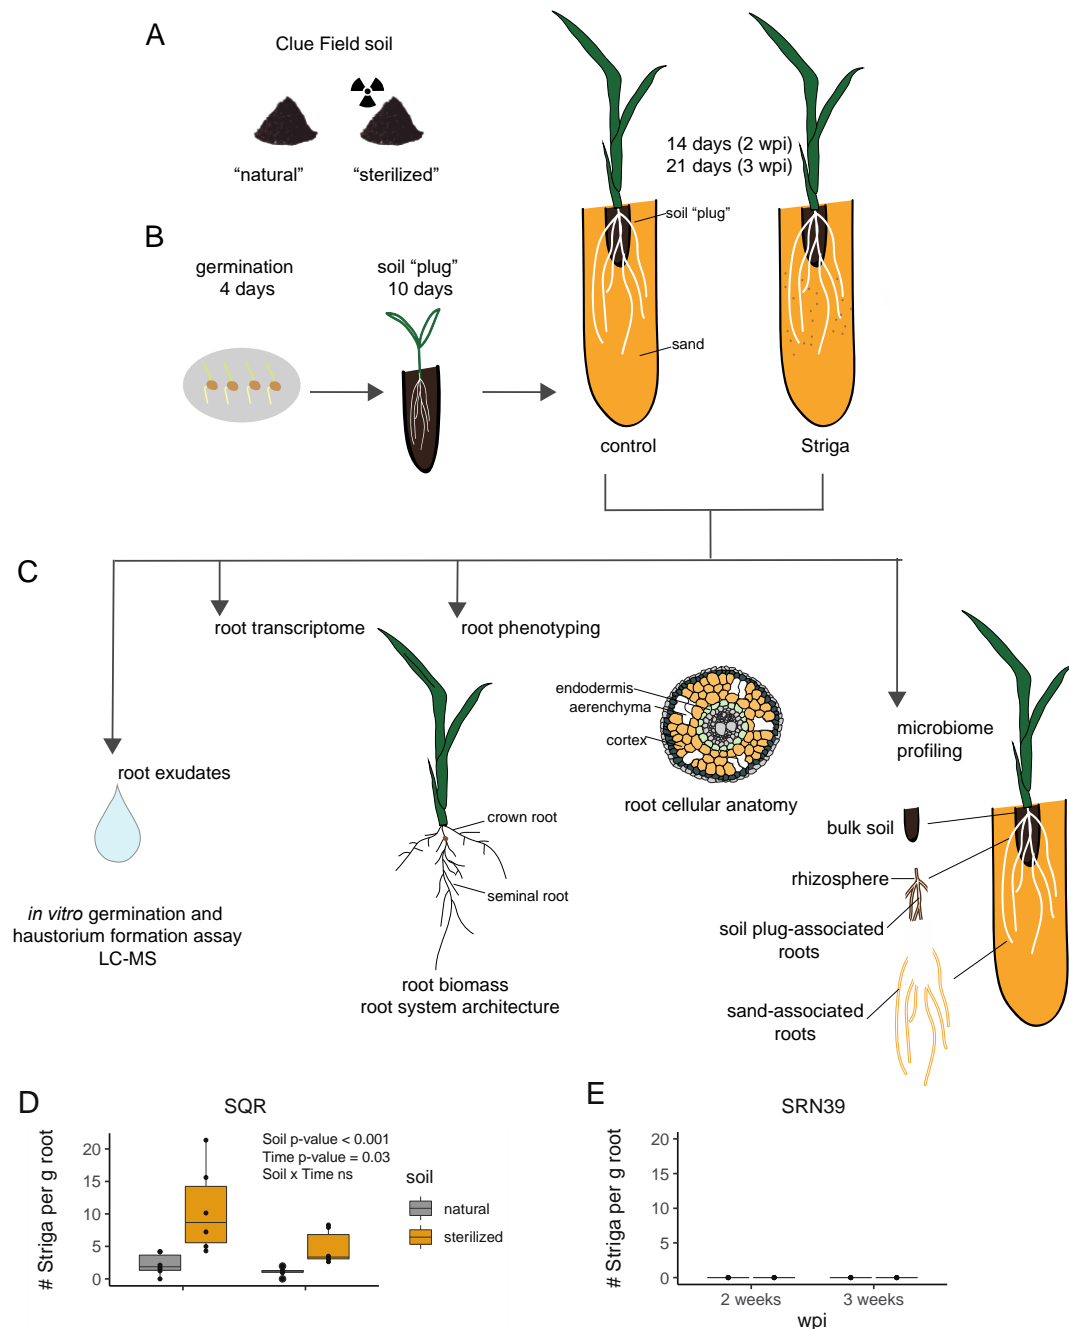

**Supplementary Figure 1. Visual description of the methodology used to investigate the mechanisms of *Striga* infection suppression by soil microbiome.** (A) Two batches of Clue Field soil were tested: "natural" and "sterilized", the latter subjected to gamma-irradiation. (B) Sorghum seedlings were germinated and grown for 4 days on moistened filter paper and then (B) transferred to a soil "plug" for 10 days. The seedling, together with the soil "plug" was then transferred to conical tubes filled with sand (control) or sand mixed with *Striga* seeds. (C) Root tissue and root exudates were collected two and three weeks post-infection (wpi). The root exudates were used for the *in vitro* germination and haustorium formation assay and metabolite analyses. Root phenotyping included quantification of root system architecture and cellular anatomy. Root transcriptomes were profiled with RNAseq. Microbiome profiles were obtained from bulk soil, rhizosphere, soil plug-associated roots (root system part in contact with soil "plug") and sand-associated roots (the root system that was in contact with sand). (D) Number of *Striga* attachments per gram of fresh root weight of *Striga* susceptible variety Shanqui Red (SQR) and (E) *Striga* resistant SRN39 at two and three weeks post-infection (wpi) in natural and sterilized soil. Significance of the differences was assessed with a two-way ANOVA (n=6).

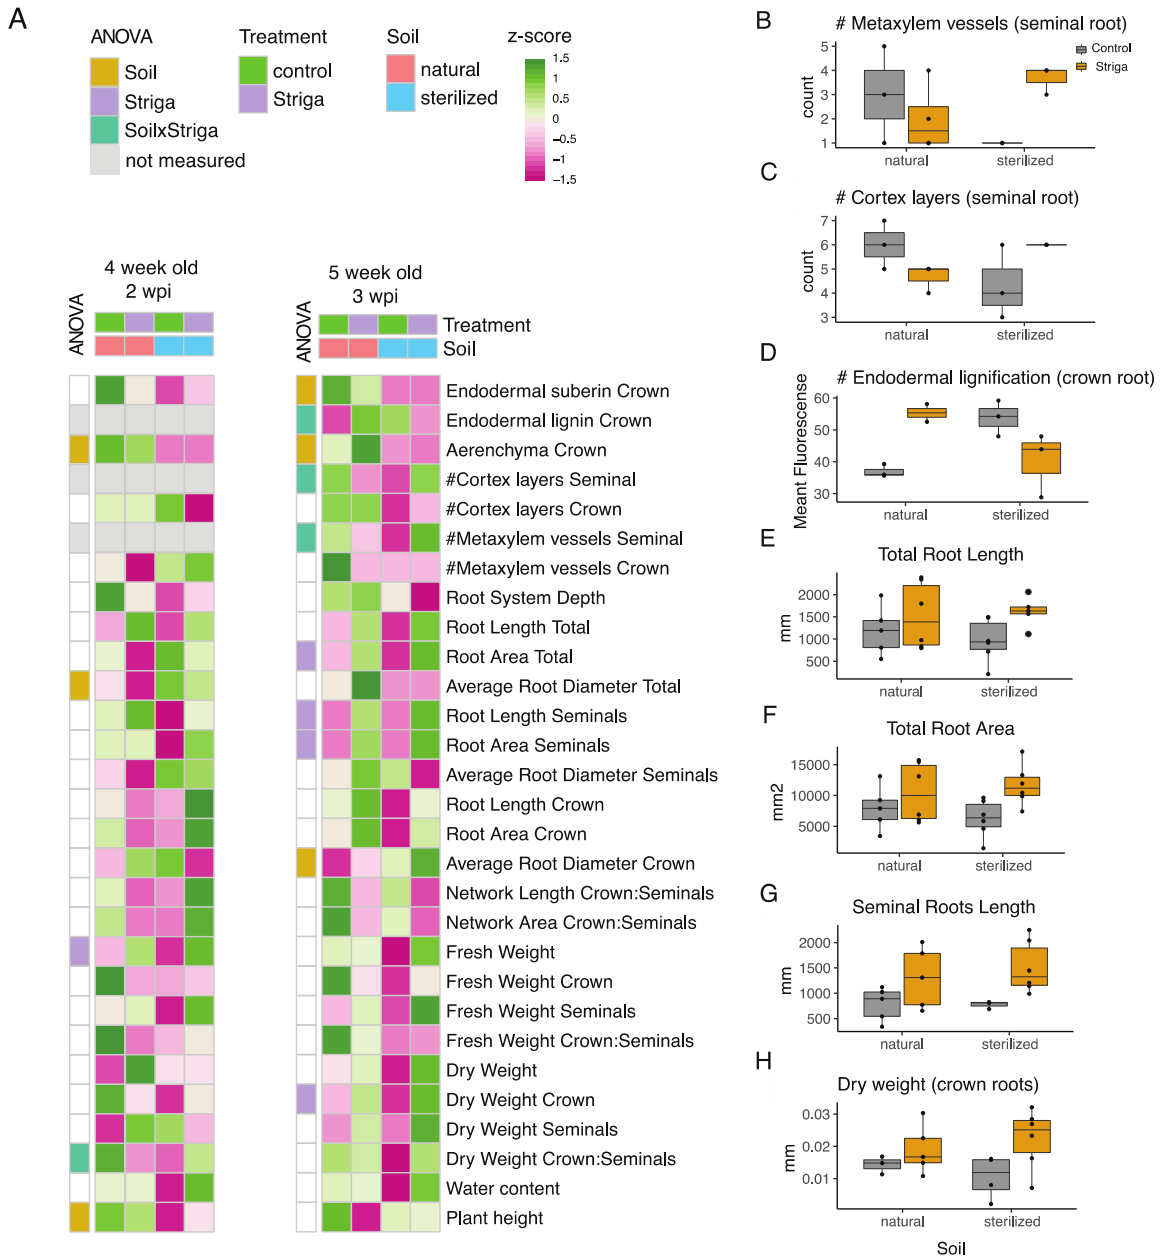

**Supplementary Figure 2. Phenotypic characterization of root cellular anatomy, root system architecture and root biomass of Shanqui Red (SQR).** (A) Heatmap presents values of each trait scaled across conditions tested. The left panel of each heatmap indicates whether the trait was significantly affected by soil, Striga, and soil by Striga interaction (as identified by a two-way ANOVA). (B) The number of metaxylem vessels and (C) cortex layers in seminal roots, (D) endodermal lignification of crown roots, (E) Length and (F) area of total root system, (G) length of seminal roots and (H) dry biomass of crown roots. Data in B-H are from five-week-old plants (three weeks post-infection). The boxplots denote data spanning from the 25th to the 75th percentile and are centered to the data median. Dots represent individual values.

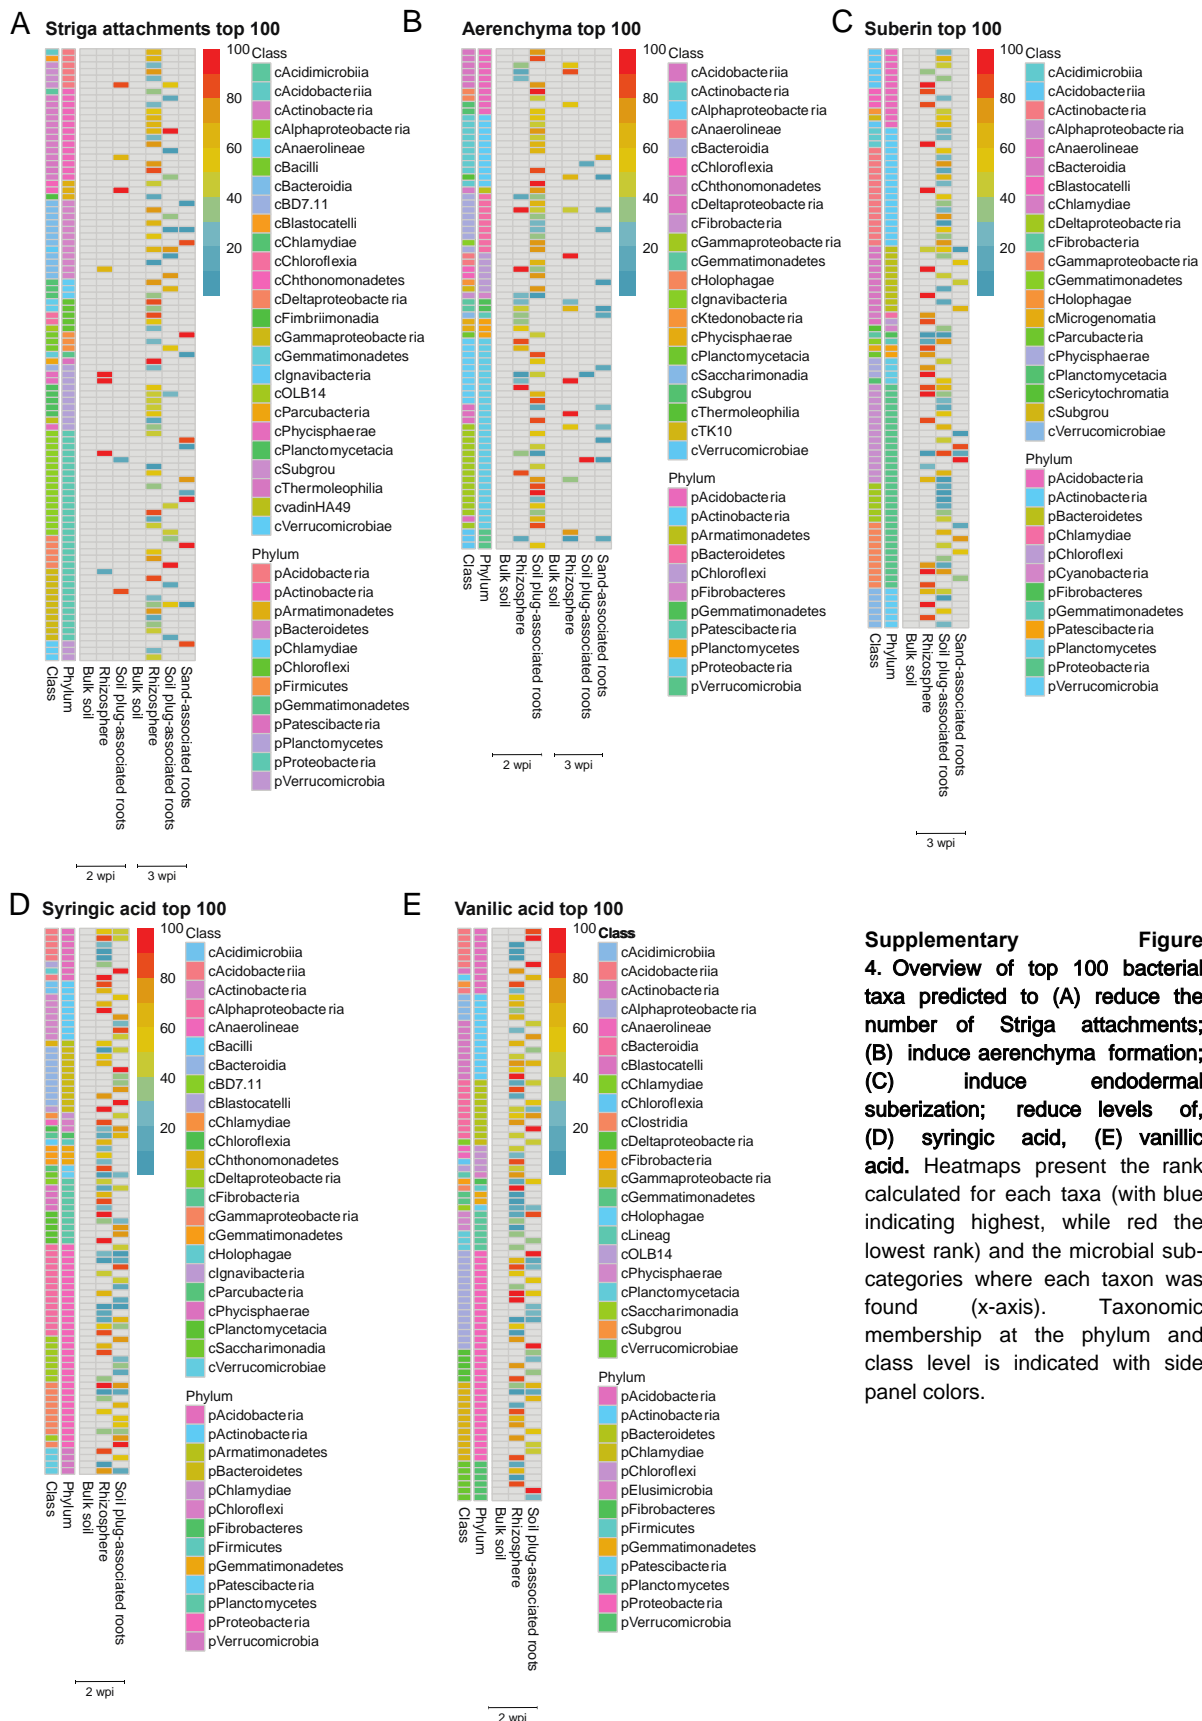

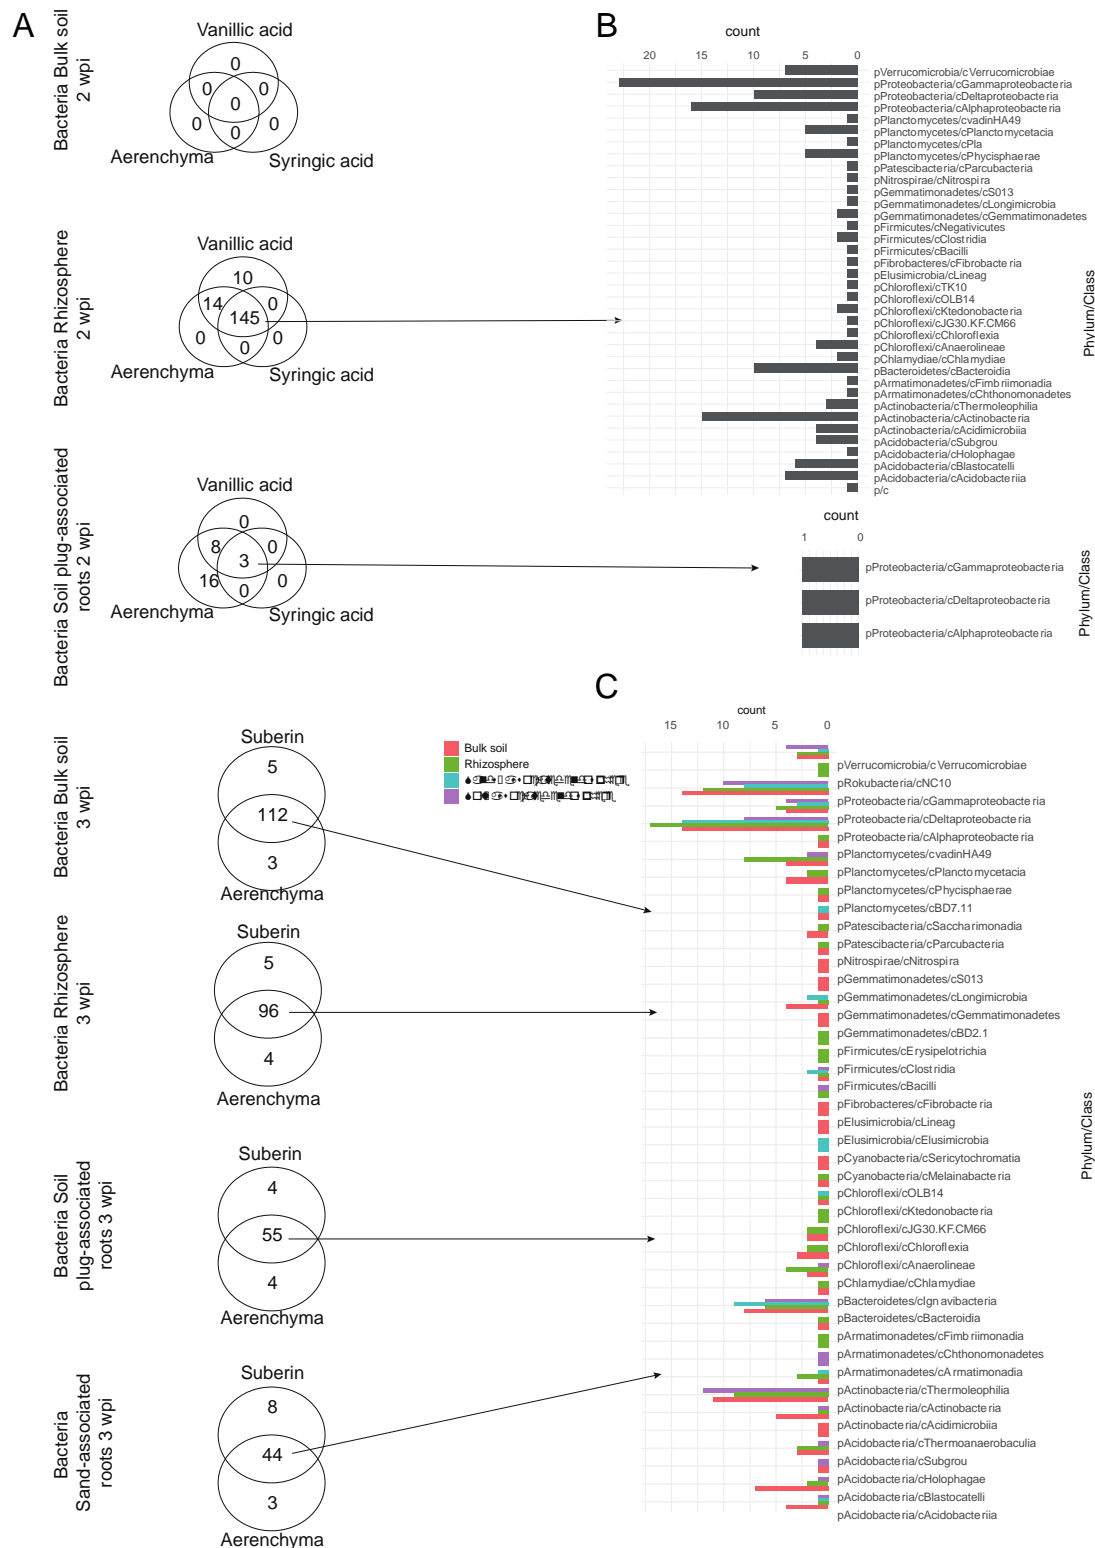

**Supplementary Figure 5. Overlap of the number of bacterial taxa predicted to reduce Striga infection via each mechanism of action.** (A) Number of bacteria found to reduce Striga infection via each of the mechanisms with the cut-off of residual correlation -0.2 for Striga attachments, syringic acid and vanillic acid levels and 0.2 for aerenchyma proportion and suberin content. Phylogenetic membership of taxa inducing (B) all four modes of Striga suppression in the rhizosphere two weeks post-infection and inducing suberin content and aerenchyma formation across microbial sub-categories three weeks post-infection.

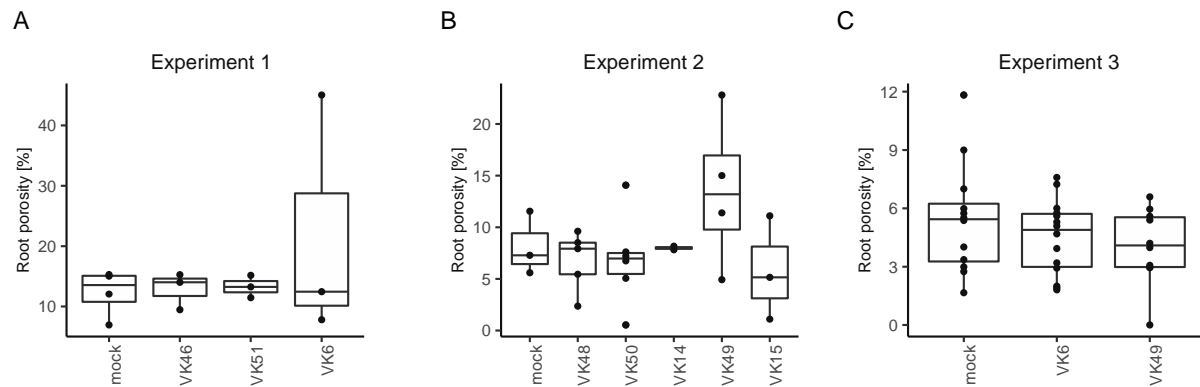

**Supplementary Figure 6.** Root porosity as a proxy for aerenchyma content of the whole root system (expressed as a proportion of the volume of the whole root system) of plants inoculated with (A) *Pseudomonas* 1987, 2039 and 2050, (B) *Arthrobacter* VK48, VK14, VK49, VK49 and *Pseudomonas* VK50,  $n = 6$ . (C) Isolates VK6 and VK49 were retested with  $n = 15$ . One-way ANOVA was used to determine the effect of the inoculation. No significant differences were detected.

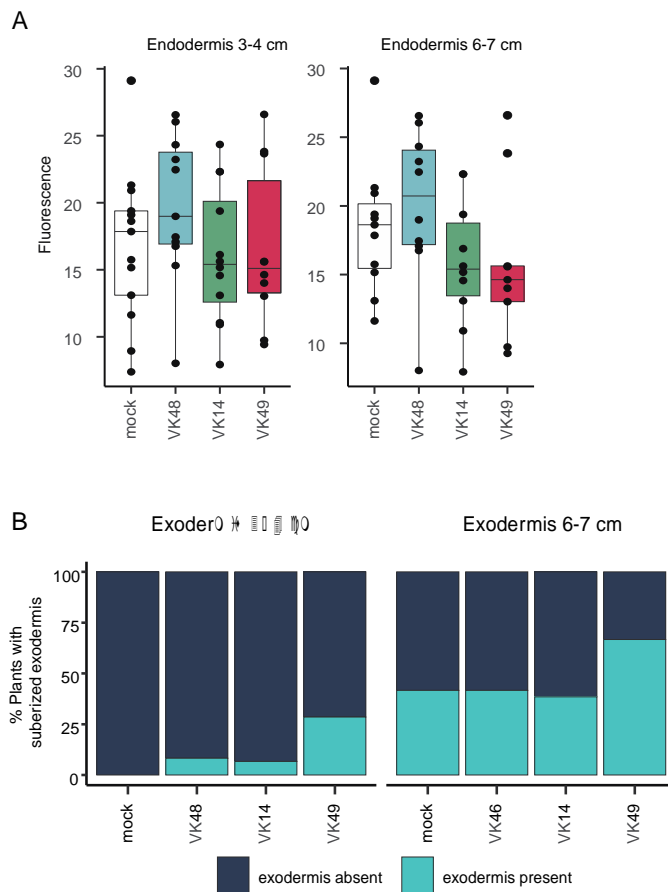

**Supplementary Figure 7.** Suberin content in the main root endodermis (A) of plants inoculated with *Arthrobacter* strains VK48, VK 2073 and VK 2105. Suberin was stained with fluorol yellow and quantified with mean intensity of pixel. One-way ANOVA was used to determine the effect of the inoculation. No significant differences were detected. B) Percentage of plants with a suberized or non-suberized exodermis in the root region 3-4 cm and 6-7 cm from the root tip, upon inoculation with *Arthrobacter* strains VK 1979, VK 2073 and VK 2105. No significant differences were detected as per Fisher exact test.

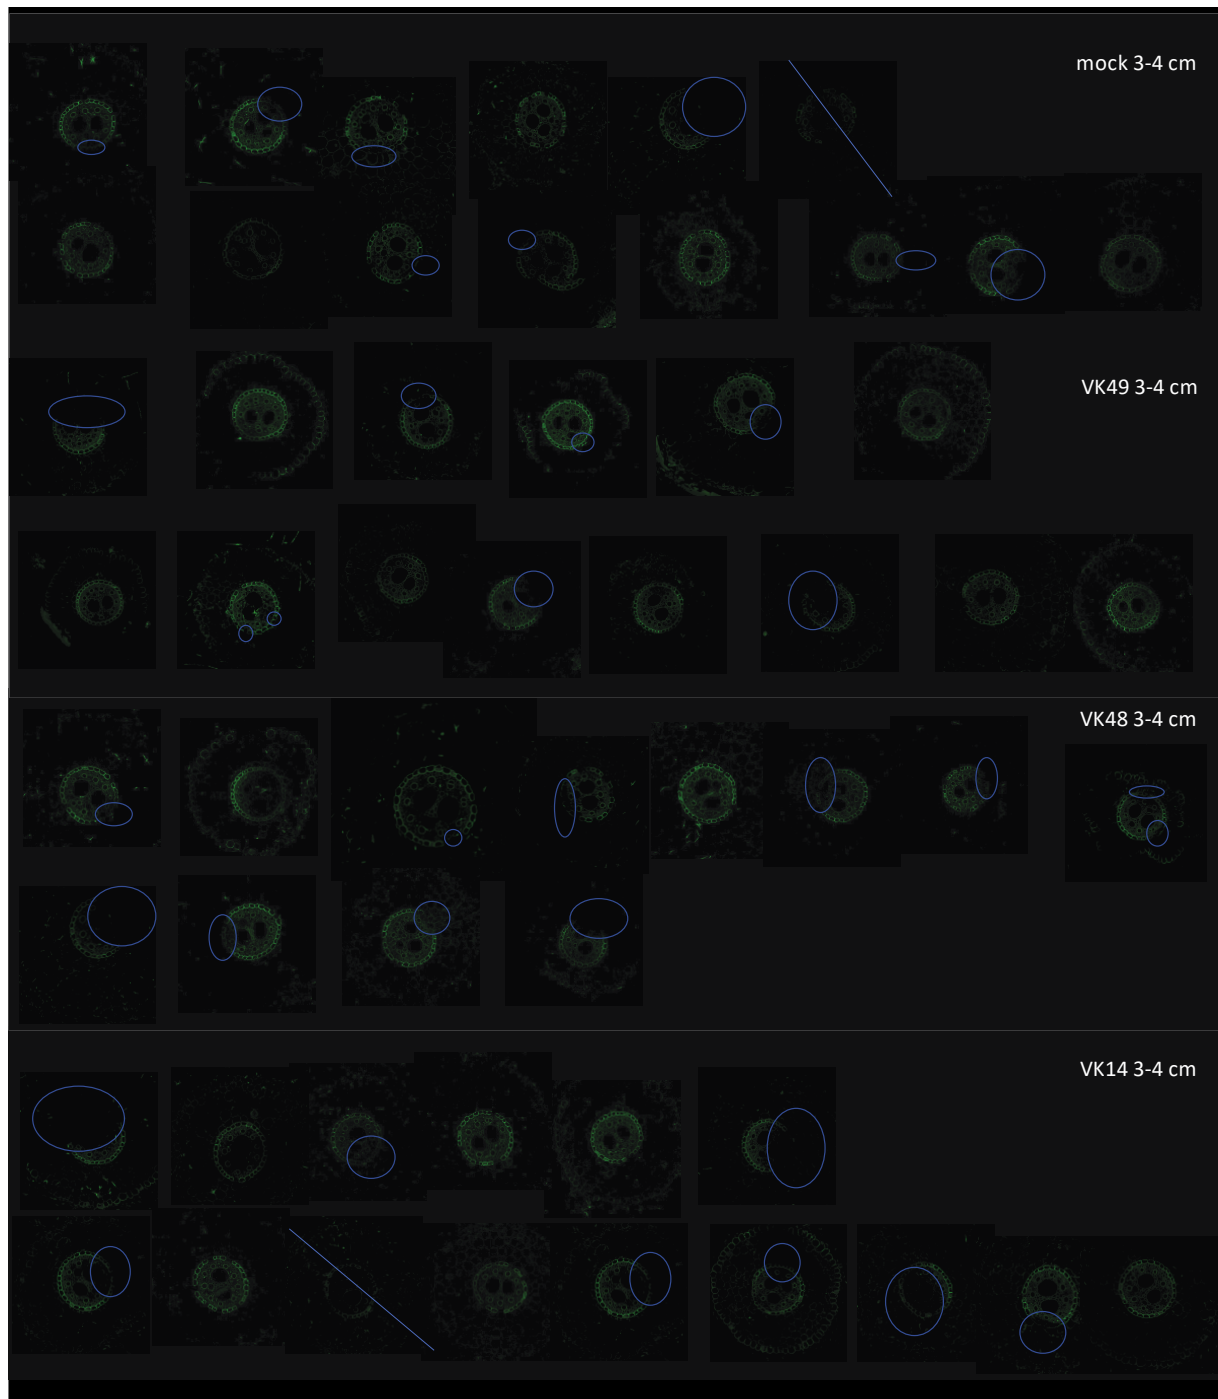

**Supplementary Figure 8. Raw images used for quantification of the proportion of suberized cells in endodermis.** Blue circle denotes regions that were excluded from the analysis (see Methods).

# Supplementary material for: The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of Striga infection
**Source:** Cell Rep. 2024 Mar 26;43(4):113971. doi: 10.1016/j.celrep.2024.113971
**Supplement:** Data S6. An overview of bacterial taxa found at two and three weeks post-infection in microbial sub-categories tested, predicted to influence Striga infection via each of identified mechanisms

A

Bacteria Bulk soil 2 wpi

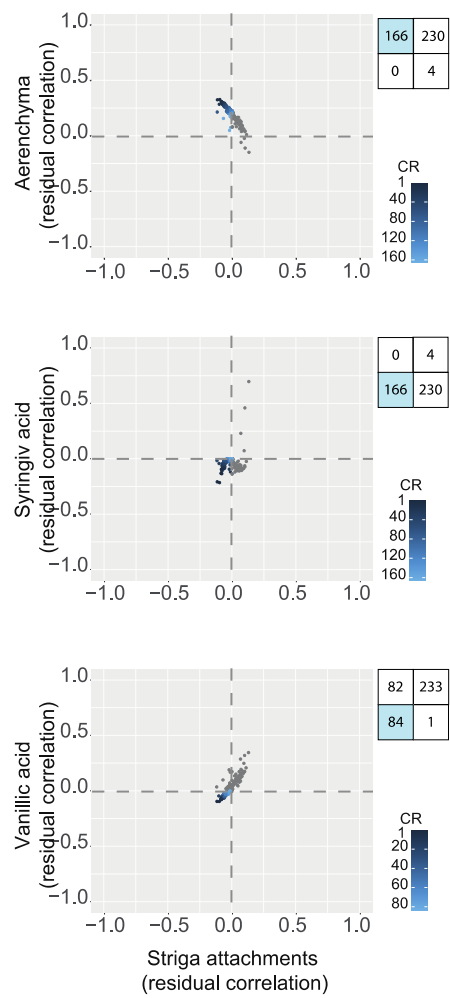

B Bacteria Rhizosphere 2 wpi

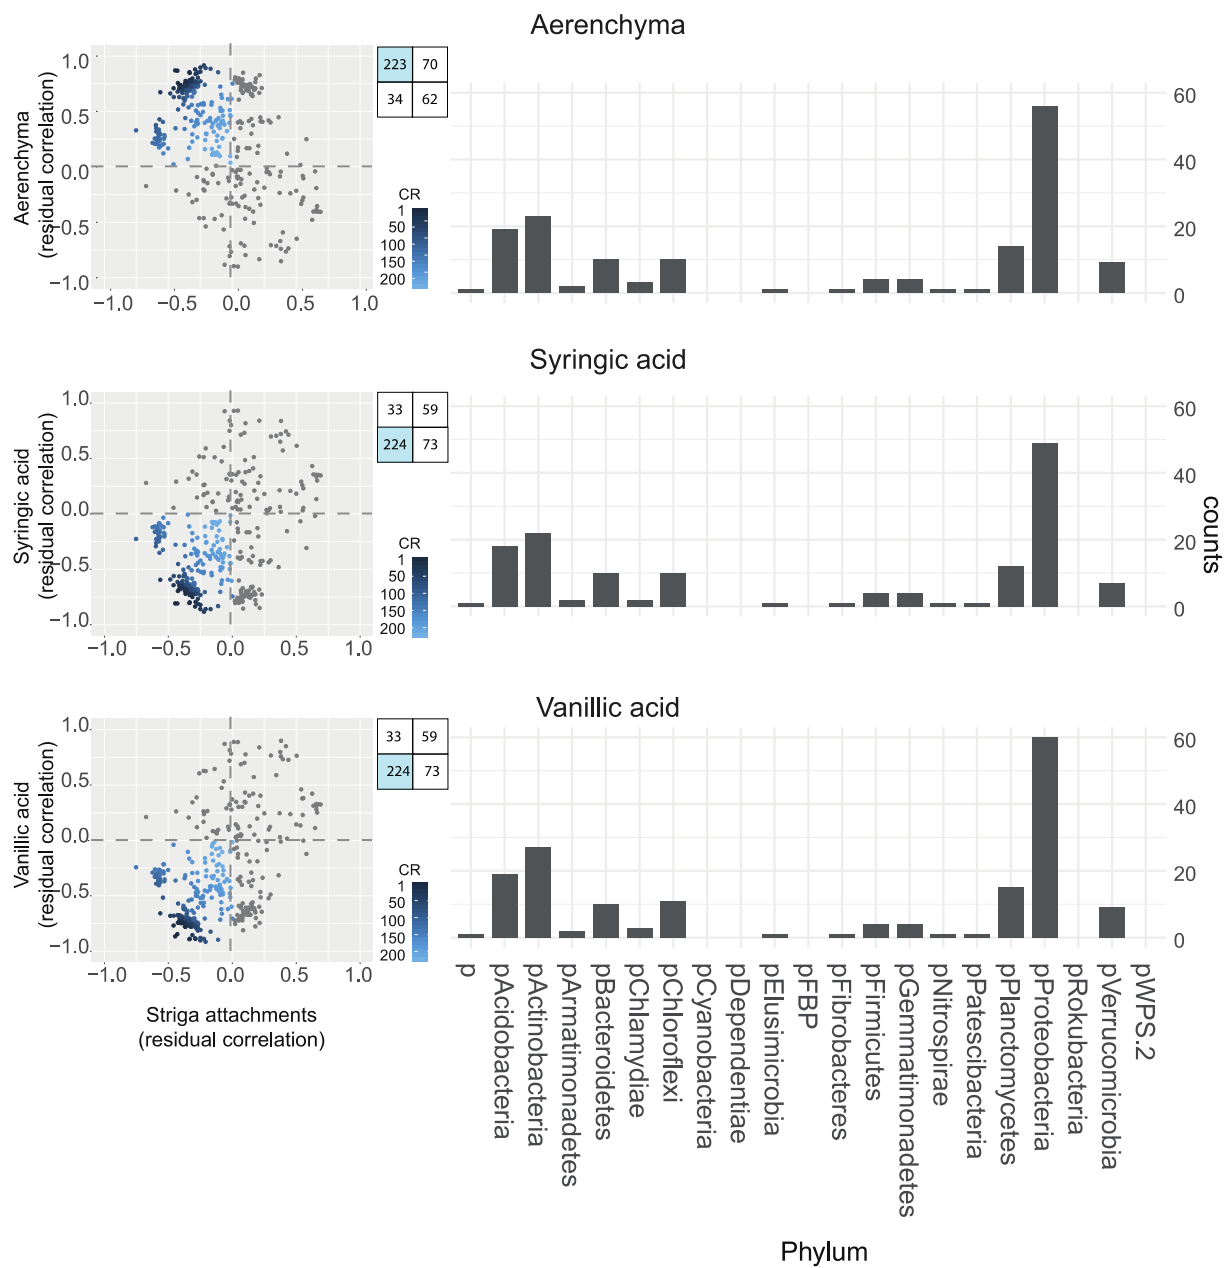

C Bacteria Soil plug-associated roots 2 wpi

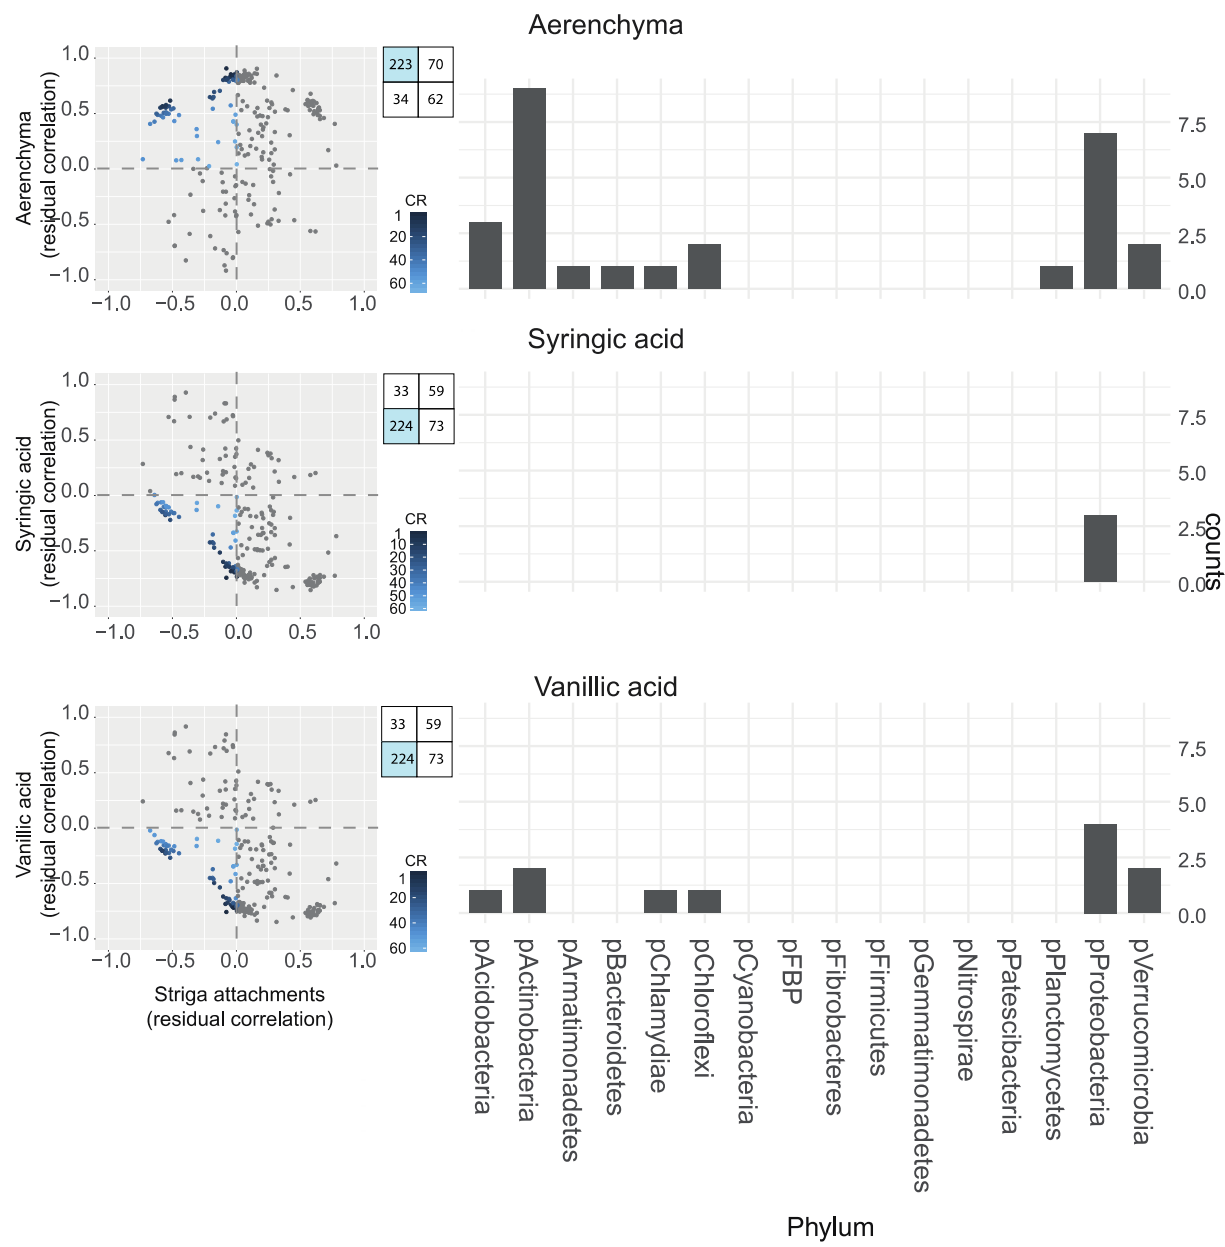

D

Bacteria Bulk soil 3 wpi

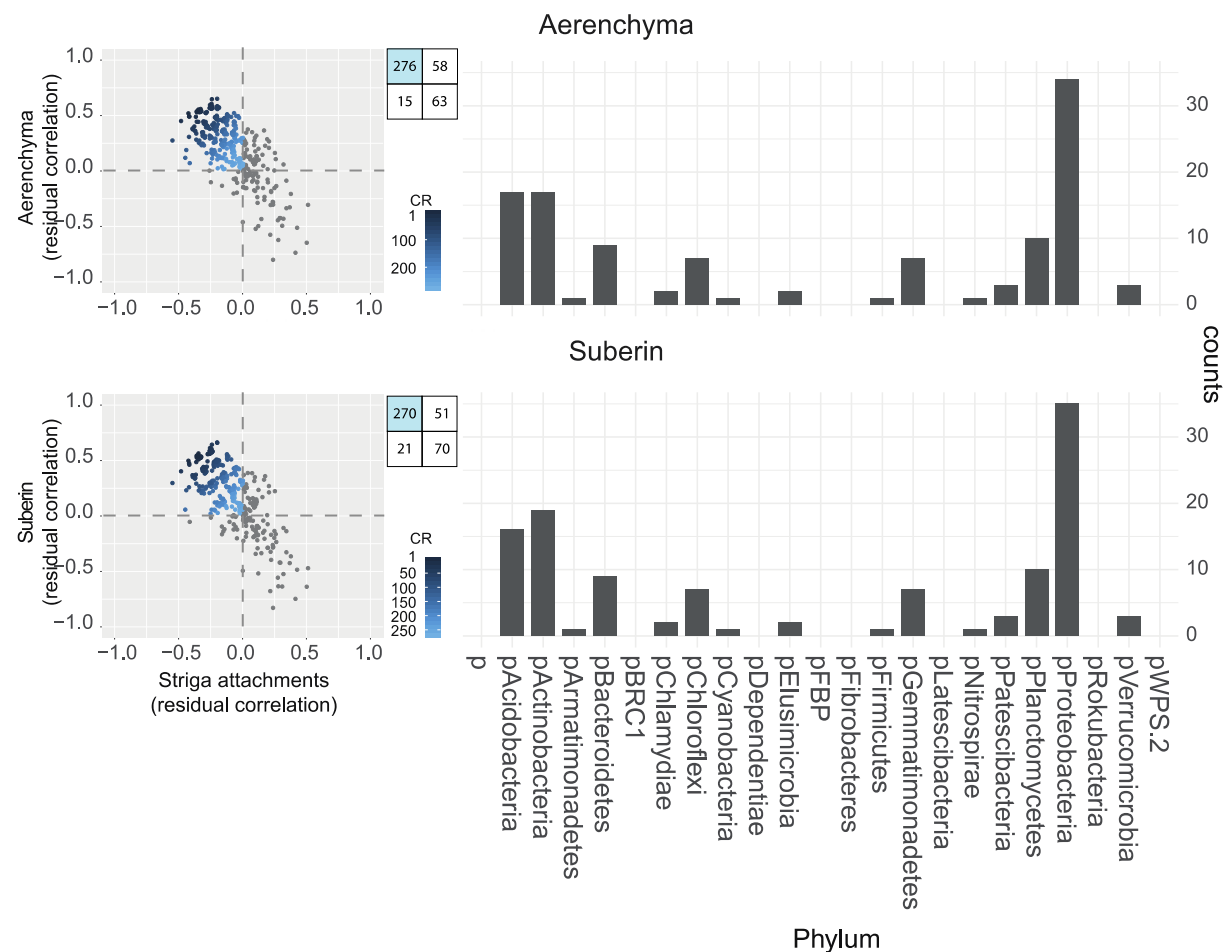

E Bacteria Rhizosphere 3 wpi

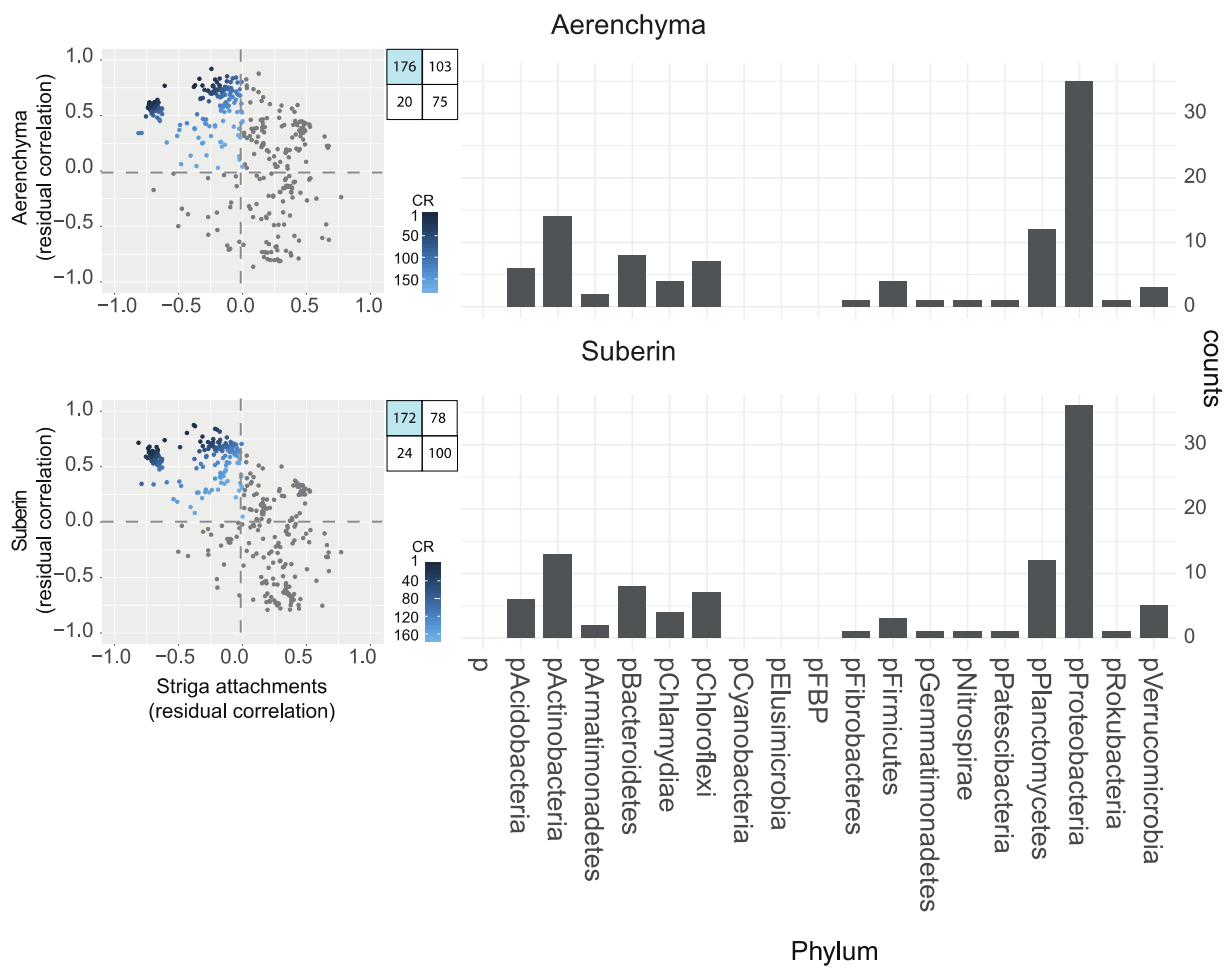

F Bacteria Soil-plug associated roots 3 wpi

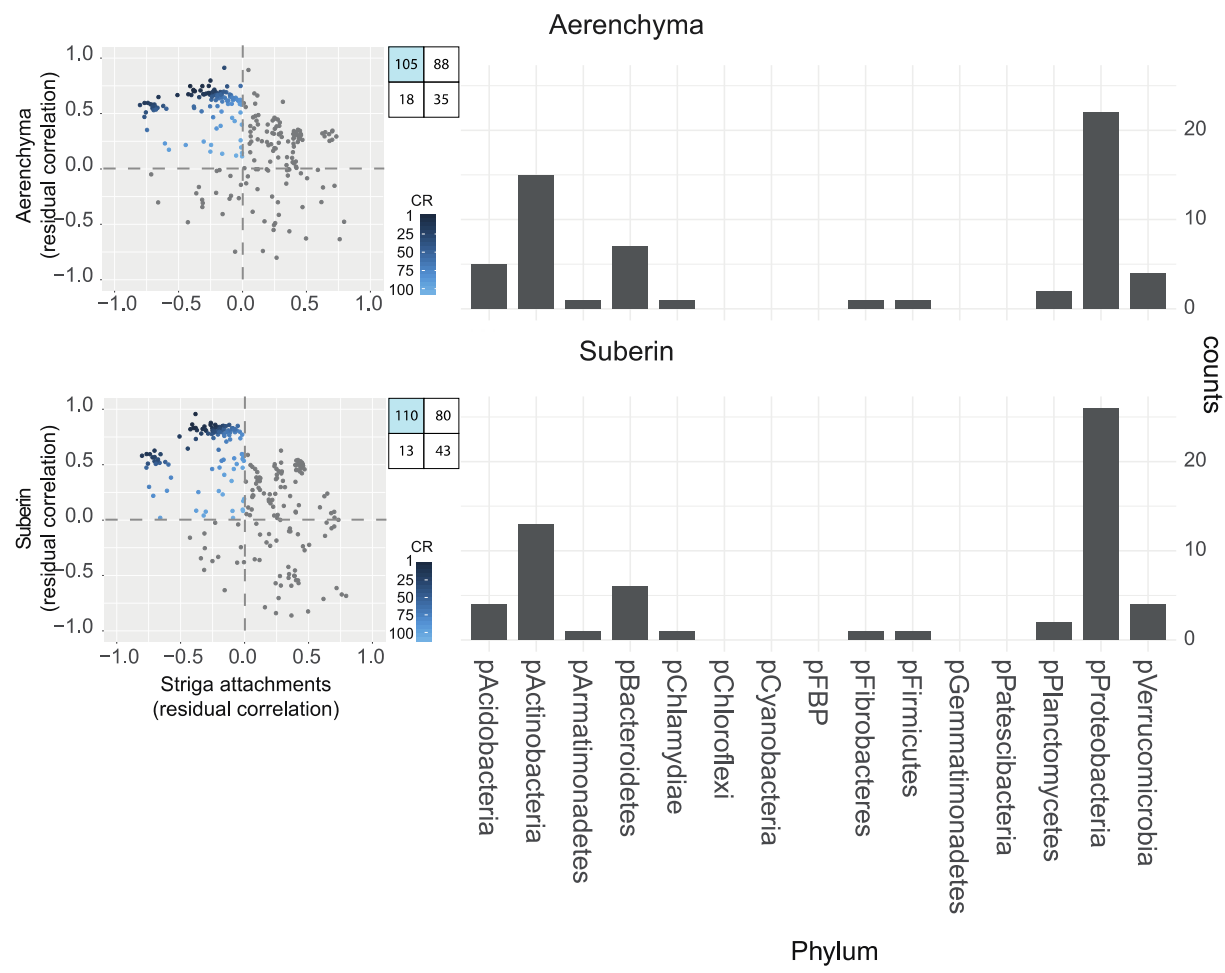

G

## Bacteria Sand-associated roots 3 wpi

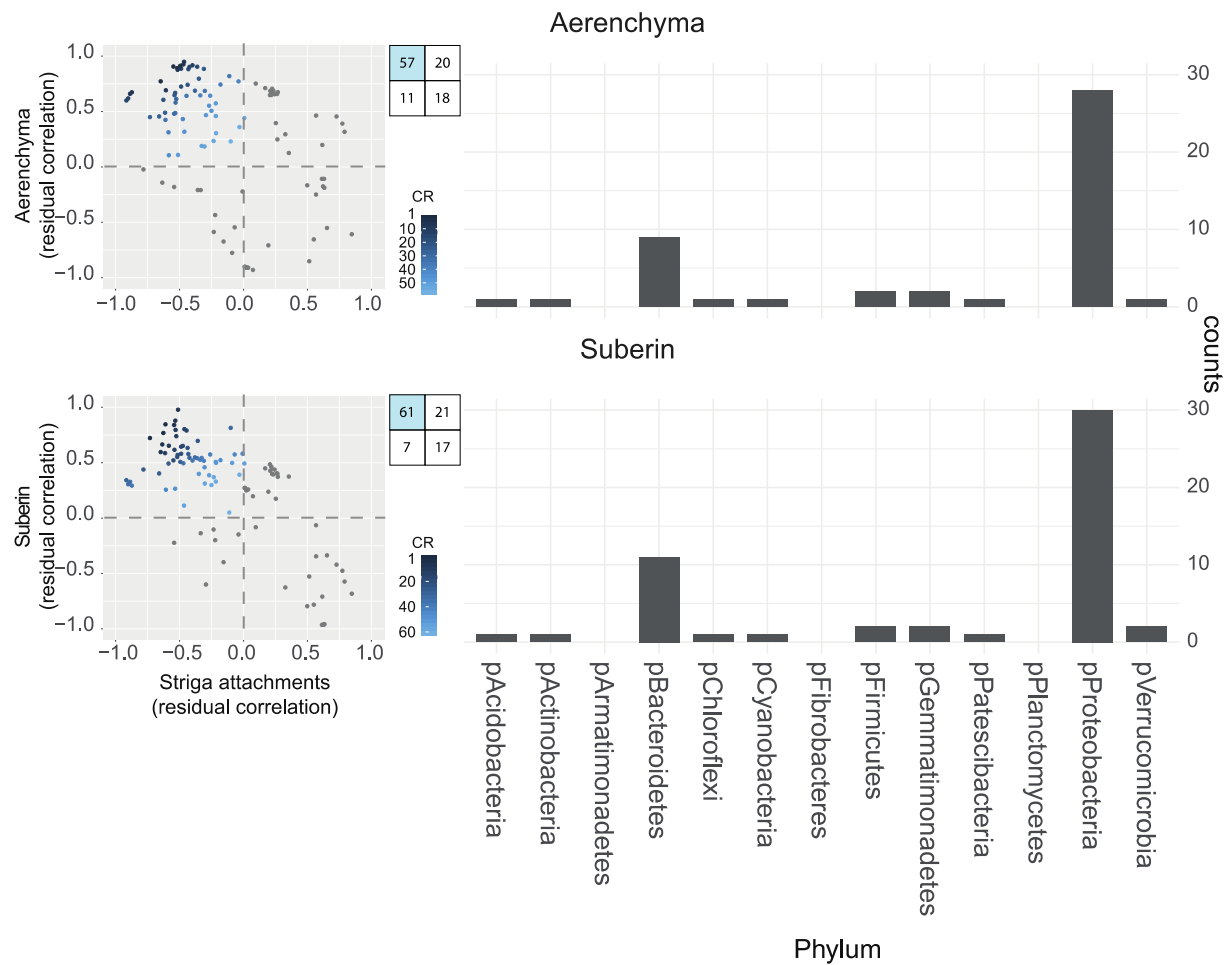

**Supplementary Dataset 6.** Overview of bacterial taxa found at two weeks post-infection in (A) bulk soil, (B) rhizosphere, (C) soil plug-associated roots and three weeks post-infection in (D) bulk soil, (E) rhizosphere, (F) soil plug-associated roots, (G) sand-associated roots, predicted to influence *Striga* infection via each of identified mechanisms (see Methods). Left panel: each dot represents individual bacterial taxon and its residual correlation found for *Striga* attachment (x-axis) and one of the identified mechanisms (y-axis). The four-square inset indicates number of taxa found to be: (i) negatively correlated with *Striga* attachment number and positively with each mechanism (left, upper square), (ii) positively correlated with *Striga* attachment number and positively with each mechanism (right, upper square), (iii) negatively correlated with *Striga* attachment number and negatively with each mechanism (left, lower square), (iv) positively correlated with *Striga* attachment number and negatively with each mechanism (right, upper square). The blue shading in the four-square inset indicates the number of taxa which were used for combined ranking and which represent taxa predicted to reduce *Striga* infection given the trait under study. Within the residual correlation plots, the intensity of blue represents their combined rank value (CR). Right panel: Number of bacteria from each phylum found to reduce *Striga* infection via each of the mechanisms with the cut-off of residual correlation -0.2 for *Striga* attachments, syringic acid and vanillic acid levels and 0.2 for aerenchyma proportion and suberin content. No bacteria passed the threshold in bulk soil 2wpi (A).

# Supplementary material for: The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of Striga infection
**Source:** Cell Rep. 2024 Mar 26;43(4):113971. doi: 10.1016/j.celrep.2024.113971
**Supplement:** Document S2. Article plus supplemental information

# The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of *Striga* infection

## Graphical abstract

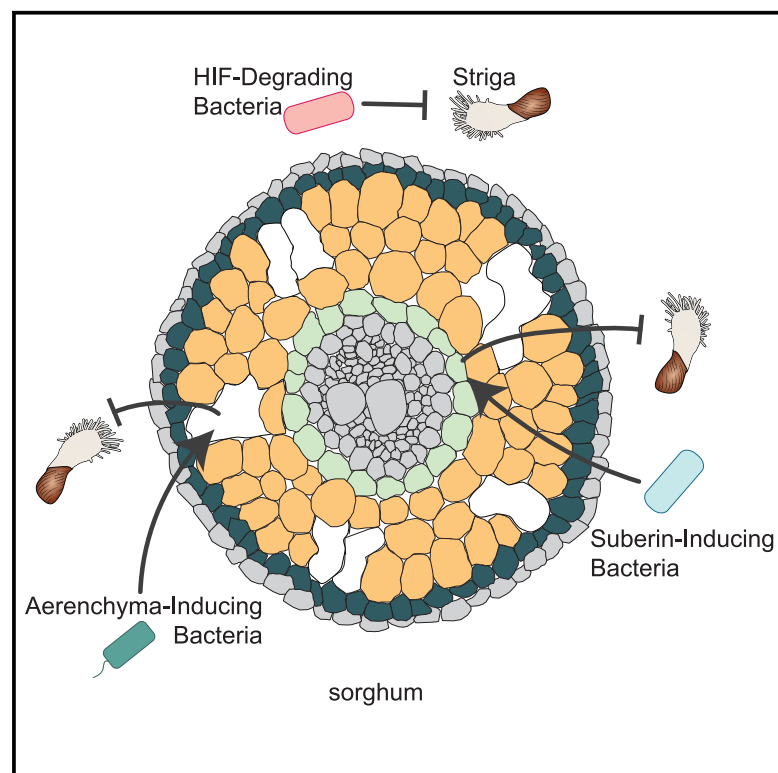

## Authors

Dorota Kawa, Benjamin Thiombiano, Mahdere Z. Shimels, ..., Jos M. Raaijmakers, Harro Bouwmeester, Siobhan M. Brady

## In brief

The soil microbiome protects sorghum, and likely other crops, from infection with the root parasite *Striga hermonthica*. Kawa et al. show that soil-borne bacteria modify sorghum root development and root exudate content, likely preventing *Striga* from penetrating sorghum. This study provides a framework for developing microbial-based solutions for *Striga* infestation.

## Highlights

- The soil microbiome hinders *Striga* parasitism of sorghum roots
- A *Striga*-suppressive microbiome tweaks root exudate, aerenchyma, and suberin content
- *Pseudomonas* strain VK46 reduces haustorium formation by degrading syringic acid
- *Arthrobacter* strain VK49 increases sorghum endodermal suberization

## Article

# The soil microbiome modulates the sorghum root metabolome and cellular traits with a concomitant reduction of *Striga* infection

Dorota Kawa,<sup>1,2,3,\*</sup> Benjamin Thiombiano,<sup>4</sup> Mahdere Z. Shimels,<sup>5</sup> Tamera Taylor,<sup>1,6</sup> Aimee Walmsley,<sup>4</sup> Hannah E. Vahldick,<sup>1</sup> Dominika Rybka,<sup>5</sup> Marcio F.A. Leite,<sup>5</sup> Zayan Musa,<sup>1</sup> Alexander Bucksch,<sup>7,8,9</sup> Francisco Dini-Andreote,<sup>5,10,11</sup> Mario Schilder,<sup>4</sup> Alexander J. Chen,<sup>1</sup> Jiregna Daksa,<sup>1</sup> Desalegn W. Etalo,<sup>5,14</sup> Taye Tessema,<sup>12</sup> Eiko E. Kuramae,<sup>5,13</sup> Jos M. Raaijmakers,<sup>5</sup> Harro Bouwmeester,<sup>4</sup> and Siobhan M. Brady<sup>1,15,\*</sup>

<https://doi.org/10.1016/j.celrep.2024.113971>

## SUMMARY

*Sorghum bicolor* is among the most important cereals globally and a staple crop for smallholder farmers in sub-Saharan Africa. Approximately 20% of sorghum yield is lost annually in Africa due to infestation with the root parasitic weed *Striga hermonthica*. Existing *Striga* management strategies are not singularly effective and integrated approaches are needed. Here, we demonstrate the functional potential of the soil microbiome to suppress *Striga* infection in sorghum. We associate this suppression with microbiome-mediated induction of root endodermal suberization and aerenchyma formation and with depletion of haustorium-inducing factors, compounds required for the initial stages of *Striga* infection. We further identify specific bacterial taxa that trigger the observed *Striga*-suppressive traits. Collectively, our study describes the importance of the soil microbiome in the early stages of root infection by *Striga* and pinpoints mechanisms of *Striga* suppression. These findings open avenues to broaden the effectiveness of integrated *Striga* management practices.

## INTRODUCTION

*Sorghum bicolor* is one of the most important cereal crops in the world as a source of food, feed, fiber, and fuel. Its ability to withstand drought and soil aridity makes it a preferred crop in sub-Saharan Africa and earned it the name “the camel of crops.”<sup>1</sup> Despite its outstanding resilience to abiotic stresses, approximately 20% of sorghum yield is lost annually due to infestation with the root parasitic weed *Striga hermonthica*.<sup>2</sup> *Striga hermonthica* infects not only sorghum but also many other crop species including rice, pearl millet, and maize. An individual *Striga* plant can produce thousands of tiny, easy-to-spread seeds, and its seedbank can remain dormant in soil for up to 20 years.<sup>3</sup> *Striga* is thus widespread in sub-Saharan Africa, and its occur-

rence has been reported in at least 32 African countries.<sup>4,5</sup> It is estimated that its annual cereal production losses amount to more than 6 million tons of grain annually.<sup>5</sup> These yield losses often lead to field abandonment and food insecurity, which particularly affects smallholder farmers in sub-Saharan Africa.

The *Striga* life cycle is tightly connected to its host root chemistry. Upon phosphorus deprivation, host roots exude strigolactones, carotenoid-derived compounds that serve as a signal to recruit arbuscular mycorrhizal fungi. *Striga* has hijacked this strigolactone signal and germinates only upon its perception.<sup>6–8</sup> Germinated *Striga* perceives other exudate compounds that act as haustorium-inducing factors (HIFs).<sup>9</sup> Haustorium development allows *Striga* to penetrate the host root tissue to reach its vasculature.<sup>10</sup> Further establishment of a *Striga* xylem-host

xylem connection is known as the “essence of the parasitism.”<sup>11</sup> Through this xylem-xylem connection, *Striga* deprives its host plant of nutrients, water, and macromolecules, leading to adverse effects on plant growth and yield.<sup>12</sup>

Currently, major practices of *Striga* management involve chemical control, “push-pull” methods, crop rotation, and breeding for *Striga*-resistant host plant varieties. Low germination stimulant (LGS1) genotypes exuding strigolactone variants with reduced capacity to induce *Striga* seed germination have been used to develop varieties with pre-attachment resistance.<sup>13</sup> Post-attachment resistance, where formation of physical barriers in root tissue prevents *Striga* from reaching the host vasculature, has been found in few sorghum landraces.<sup>14</sup> Despite these efforts, each management strategy has only partial *Striga* mitigation efficiency.<sup>15</sup> Moreover, these measures are often not available to smallholder farmers in sub-Saharan countries, where the most common solution is manual weed removal. Thus, there is a need for new and effective methods that can be integrated into current agricultural practices. Microbial-based solutions leveraging the soil suppressiveness phenomenon can meet these criteria.

Suppressiveness of soils to root diseases has been studied for bacterial, fungal, and oomycete pathogens. In most cases, the suppressiveness is microbial in nature, as it can be eliminated by sterilization or pasteurization of the soil and can be transplanted to non-suppressive soils.<sup>16</sup> In the disease-suppressive soils, despite the presence of a virulent pathogen, disease symptoms are less severe or do not occur at all, or the pathogen is able to initially cause a disease that later declines in severity.<sup>17</sup> Thus far, the mechanisms of disease suppressiveness are best understood in the case of fungal root pathogens.<sup>17,18</sup> Little fundamental knowledge is available on the functional potential of the soil microbiome to interfere in the infection cycle of *Striga* and other plant parasitic weeds.

Masteling et al. proposed several potential mechanisms by which microbes can suppress parasitic plant infection.<sup>19</sup> Microbes can interfere directly with the parasite’s life cycle either through their pathogenic effect on parasite seeds or by reduction of parasite seed germination and haustorium formation. The latter can occur via disruption of the biosynthesis or degradation of strigolactones and HIFs.<sup>19</sup> Microbes could also act indirectly by affecting either the host plant itself or its environment. Microbes could enhance host nutrient acquisition and as a result reduce strigolactone exudation and, subsequently, parasite seed germination. Alternatively, microbes could induce changes in root system or cellular architecture, providing an avoidance mechanism or creating physical barriers, respectively. Lastly, microbes could also induce local or systemic resistance in the host plant.<sup>19</sup>

To date, several mechanisms by which microbes directly influence the *Striga* life cycle have been described including suppression of *Striga* seed germination by strains of *Pseudomonas*<sup>20</sup> and infection of *Striga* by *Fusarium oxysporum* f.sp. *strigae*.<sup>21</sup> Following these studies, a *Fusarium*-based inoculant has been developed and integrated into agricultural practices in Kenya, resulting in an increase in maize yield in *Striga*-infested fields.<sup>21</sup> Thus far, indirect effects of the soil microbiome on *Striga* infection of sorghum have not been investigated and mechanistically resolved.

Here, we provide a proof of concept for the potential suppressive effects soil-borne microbes can have on the early stages of *Striga* infection. We identify a soil whose microbiome reduces *Striga* infection in sorghum and use it as a discovery tool to identify the modes of action of microbiome-based *Striga* suppression, with a focus on host root chemistry and root cellular traits. We show that in the presence of the microbiome, sorghum HIFs are degraded in this soil with a concomitant adverse effect on haustorium formation. Moreover, in the presence of the soil microbiome, we observed changes in root cellular anatomy including cortical aerenchyma formation and endodermal suberin deposition. We further identify specific soil bacterial taxa associated with *Striga* suppression and which operate by inducing changes in root cellular traits or by degrading specific HIFs. Our data reveal that specific soil bacteria can induce changes in host roots associated with protection against *Striga*. Our findings provide a foundation to harness the protective effects of microbes in integrated *Striga* management practices.

## RESULTS

### The soil microbiome impedes the post-germination stages of *Striga* infection

To explore the existence of soil suppressiveness to *Striga*, we selected a soil from the Netherlands referred to as the “Clue Field” soil.<sup>22</sup> Despite its origin from an area where sorghum is not cultivated, the Clue Field soil has been previously used for soil and sorghum rhizosphere microbiome studies, as well as for sorghum root phenotyping.<sup>22,23</sup> We gamma irradiated a batch of this soil for the purpose of sterilization and ensured that gamma sterilization did not affect the physico-chemical properties of the soil (Data S1). We profiled the soil microbiome composition by sequencing 16S rRNA gene (bacteria) and internal transcribed spacer region (fungi) amplicons from the DNA extracted from bulk non-irradiated and gamma-irradiated soil. The alpha diversity of the bacterial composition of the non-irradiated soil was higher than that of the gamma-irradiated soil (Figure 1A), while fungal composition was comparable between the two soils (Figure 1B). The gamma-irradiated soil will herein be referred to as “sterilized” soil and the non-irradiated soil as “natural” soil.

To test the effect of the soil microbiome on *Striga* infection in sorghum, we grew seedlings of *Striga*-susceptible Shanqui Red (SQR) for 10 days in 50 mL of either natural or sterilized soil to allow for microbial colonization of their roots (Figure S1). The 10-day-old seedlings, along with the soil “plug,” were transferred to larger pots with sand (control) or sand mixed with pre-conditioned *Striga hermonthica* seeds. The number of *Striga* attachments to sorghum roots were counted at 2 and 3 weeks post-infection, which corresponds to 4- and 5-week-old plants, respectively. We observed significantly fewer *Striga* attachments on SQR roots grown in the natural soil as opposed to the sterilized soil 2 and 3 weeks post-infection (Figure 1C; Data S1). This observation suggests that the natural soil contains microbial taxa that suppress *Striga* infection.

Next, we asked at which stage of the *Striga* life cycle this suppression occurs. We set out to determine whether the functional outcome of the chemical signals governing *Striga* seed germination (host-derived strigolactones) and haustorium formation

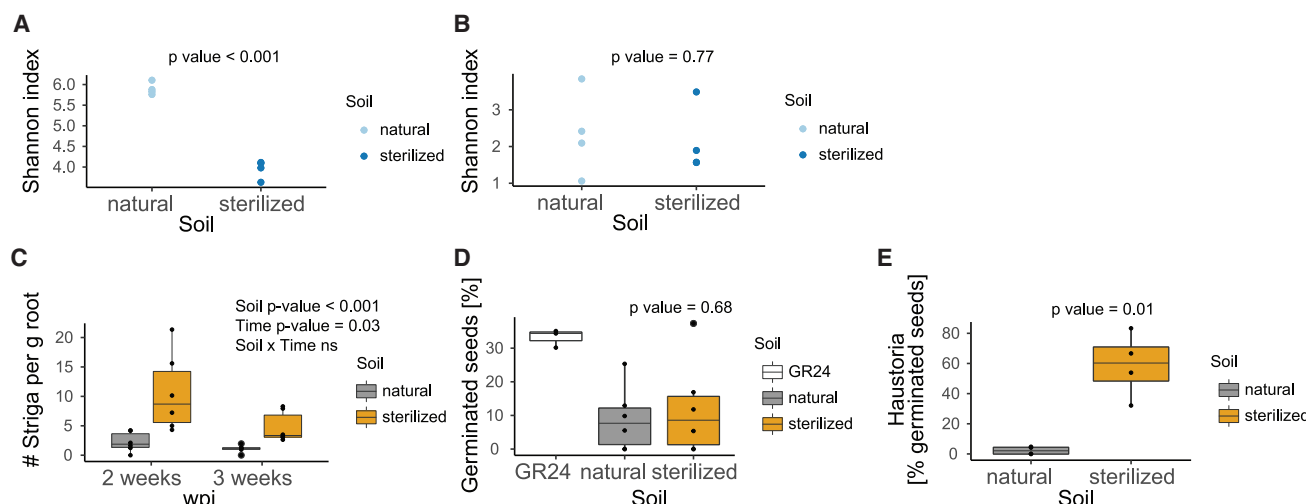

**Figure 1. The soil microbiome suppresses Striga infection in sorghum**

(A and B) Alpha diversity of (A) bacterial and (B) fungal communities of the field-collected soil (“natural”) and its gamma-irradiated counterpart (“sterilized”). Significance of the differences was determined with a Welch t test ( $n = 4$ ). (C) Number of Striga attachments per gram of fresh root weight of the Striga-susceptible variety Shanqui Red (SQR) at 2 and 3 weeks post-infection (wpi) in natural and sterilized soil. The significance of the differences was assessed with a two-way ANOVA ( $n = 6$ ). (D and E) *In vitro* (D) germination and (E) haustorium formation of Striga seeds exposed to root exudates collected from 4-week-old sorghum plants grown in natural and sterilized soil. The synthetic strigolactone, GR24, was used as a positive control for germination assay. Significance of the differences was assessed with a Welch t test (exudates from six plants per soil were used with three technical replicates per exudate). Boxplots in (A)–(E) denote the span from the 25th to 75th percentile and are centered to the data median.

(host-derived HIFs)<sup>7,24</sup> is dependent on the soil microbial complement. To this end, we collected root exudates from 4-week-old SQR plants grown in the natural and sterilized soils in the absence of Striga and applied them to Striga seeds in an *in vitro* assay. We observed no difference in the germination percentage between seeds treated with sorghum root exudates from natural and sterilized soil (Figure 1D). However, we noted a difference in the percentage of Striga seeds that formed early stages of haustoria. More than 60% of the Striga seeds exposed to the exudates from the sterilized soil developed haustoria, whereas few haustoria were formed in the presence of the exudates of plants grown in the natural soil (Figure 1E). Together, these results suggest that members of the natural soil microbiome reduce Striga infection of the susceptible sorghum cultivar at the post-germination stage of the parasite’s life cycle by interfering with haustorium initiation by host-derived cues, the HIFs.

### The microbiome reduces the levels of haustorium-inducing factors in the sorghum rhizosphere

The low level of haustorium initiation by the root exudates from plants grown in the natural soil suggests that the microbial component of this soil affects the abundance of the HIFs. To test this hypothesis, we measured the levels of known HIFs in the exudates of SQR plants grown in the natural and sterilized soil both in the absence and presence of Striga. Using a two-way ANOVA, the differential abundance of detected HIFs and their dependence on the soil microbiome, as well as Striga infection and their interaction, was determined. We detected five previously characterized HIFs<sup>24</sup> with differential abundance in our

treatments—acetosyringone, DMBQ (2,6-dimethoxybenzoquinone), syringic acid, vanillic acid, and vanillin. Of these differentially abundant HIFs, syringic acid and vanillic acid levels were lower in exudates collected from natural soil compared to sterilized soil both in the absence and presence of Striga at 2 weeks post-infection (Figures 2A and 2B). Lower levels of DMBQ and acetosyringone were detected in the exudates of plants grown in natural soil but only in the absence of Striga (Figures 2C–2E).

Given the reduction of haustorium formation of Striga seeds exposed to exudates from sorghum plants grown in natural soil (Figure 1E) and the reduced levels of several HIFs in the exudates of plants 2 weeks post-infection (Figures 2A–2D), we hypothesized that microbes present in the natural soil degrade HIFs. To test this hypothesis, we used the BioTransformer database<sup>25</sup> to predict the products of potential microbial conversion of these HIFs (DMBQ, syringic acid, vanillic acid, vanillin, acetosyringone). In total, 74 compounds were predicted as potential HIF break-down products (Data S1). In the untargeted metabolite profiles of root exudates from 4-week-old plants grown in natural or sterilized soil, we identified 82 features predicted to be HIF conversion products. Among these 82 features, the abundance of 26 compounds differed significantly between exudates of sorghum plants grown in the natural or sterilized soils (adjusted p value < 0.05, log<sub>2</sub> fold change > 1 or < −1). The majority (73%) of these compounds accumulated to higher levels in exudates from plants grown in natural than in sterilized soil (Figure 2F). This indicates that in the presence of the soil microbiome from the natural soil, the putative HIF conversion products were more prevalent than the HIFs themselves. Collectively, these results suggest that degradation of HIFs by members of the

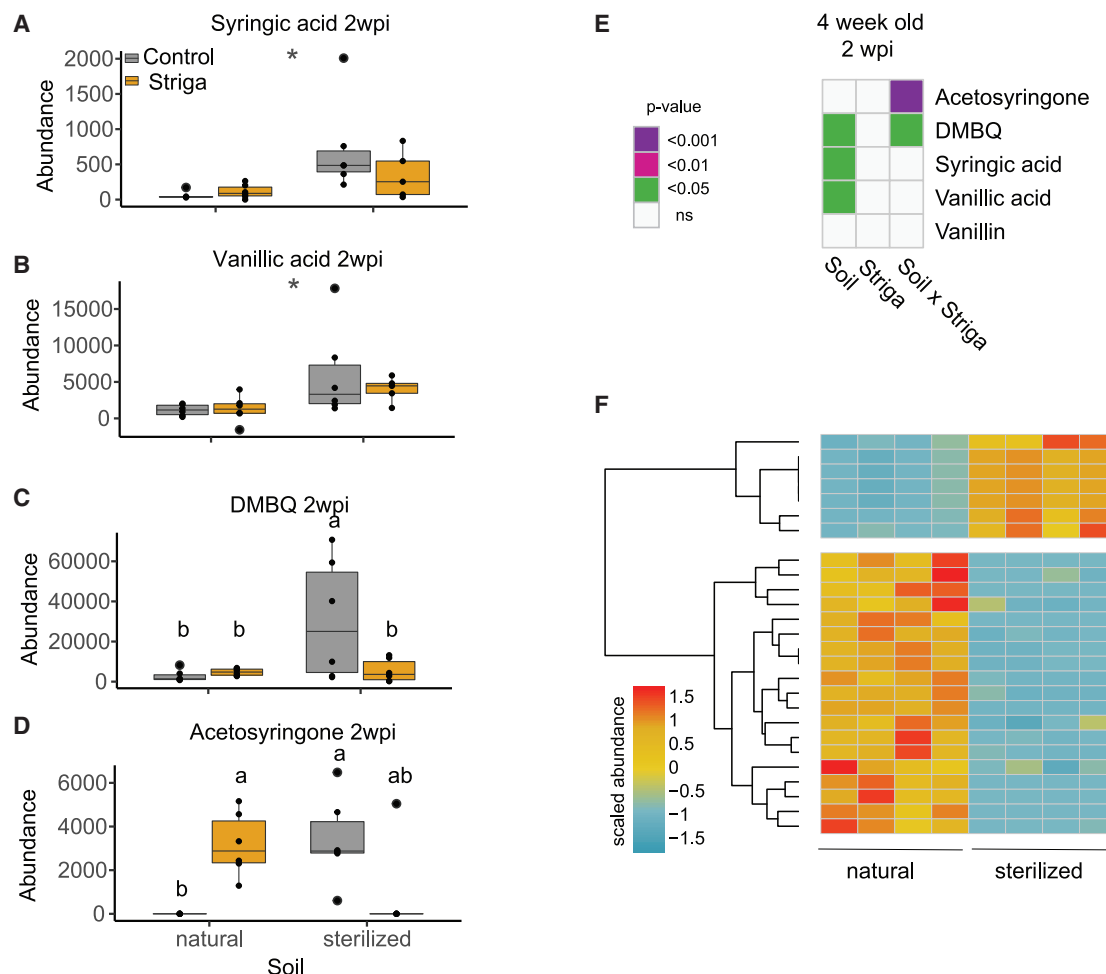

**Figure 2. The soil microbiome influences haustorium-inducing factor (HIF) abundance in root exudates**

(A–D) Relative abundance (measured as a peak area) of (A) syringic acid, (B) vanillic acid, (C) DMBQ, and (D) acetosyringone at 2 weeks post-infection (wpi). Asterisks denote the significance of the soil impact, while different letters show the significance of the differences between groups for traits, where a soil-by-Striga interaction effect was detected (Tukey post hoc test). Boxplots denote the span from the 25th to 75th percentile and are centered to the data median.

(E) Heatmap presenting the impact of the soil microbiome, Striga infection, and their interaction on the abundance of HIFs in root exudates as determined using a two-way ANOVA. Data are presented are from 2 wpi with Striga, which corresponds to 4-week-old sorghum plants. Purple, pink, and green colors denote the significant impact of the soil, Striga, and their interaction. White squares indicate the lack of a significant effect ( $n = 6$ ).

(F) Abundance of features identified with untargeted metabolite profiling corresponding to potential HIF conversion products in root exudates collected from 4-week-old plants grown in the natural and sterilized Clue Field soil ( $n = 4$ ). Values presented are the area under the associated peak scaled to the mean across all samples. The heatmap presents values for 26 compounds whose abundances differed significantly between exudates of plants grown in the two soils (adjusted  $p$  value  $< 0.05$ ,  $\log_2$  fold change  $> 1$  or  $< -1$ ).

microbiome is likely associated with the reduction of Striga infection of sorghum plants grown in the natural soil.

### The soil microbiome modifies root cellular anatomy and corresponding transcriptional programs

Despite the ability of the soil microbiome to inhibit haustorium initiation, we still observed several Striga attachments on the roots of plants grown in natural soil (Figure 1C). Thus, we next assessed whether the microbiome complement of this soil elicits additional changes in host root morphology that could influence Striga attachment and penetration. We conducted a detailed characterization of root system architecture (RSA) and cellular anatomy to determine if any root traits are influenced by the soil microbiome,

Striga infection, or their interaction. To separate the influence of the microbiome from Striga, we used a two-way ANOVA as previously conducted for the HIF analysis. The RSA data of SQR plants grown in sterilized soil in the absence of Striga was previously published in Kawa et al.<sup>23</sup> Similar to HIF abundance in the root exudates, the soil microbiome affected the root traits in a manner independent of Striga infection (linear model term: soil) as well as in a more complex manner dependent on Striga infection (linear model term: soil x Striga) (Figure 3A). As with HIF abundance, for subsequent experiments, we considered only those traits that the microbiome changed independently of Striga.

The RSA of the mature sorghum plant consists of seminal and crown roots; thus, each trait was quantified separately

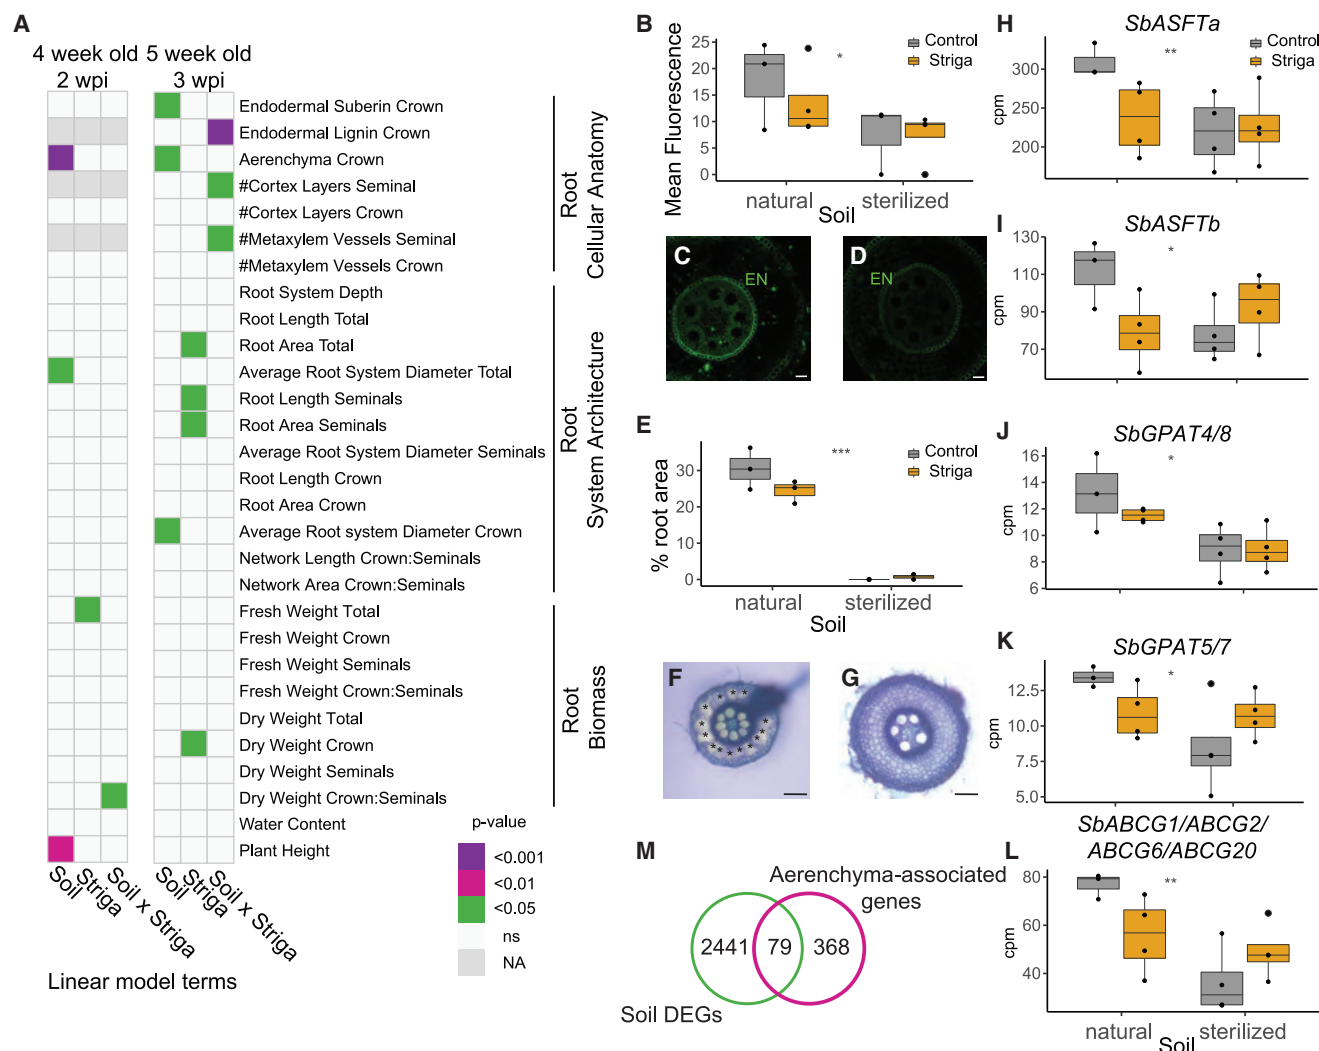

**Figure 3. The soil microbiome induces changes in root system architecture and cellular anatomy**

(A) Heatmap presenting the impact of the soil microbiome (Soil), Striga infection (Striga), and their interaction (Soil x Striga) on root cellular anatomy, root system architecture, and root biomass as determined by a two-way ANOVA. Data presented are from sorghum at 2 and 3 weeks post-infection (wpi) with Striga, which correspond to 4- and 5-week-old sorghum plants, respectively. Purple, pink, and green colors denote the significance threshold associated with the impact of the soil, Striga, and their interaction on a given trait. White squares indicate a lack of significant effect, while NA denotes that the trait was not tested at a given time point. The number of biological replicates tested for each trait is listed in [Data S1](#).

(B–G) The suberin content (as measured by mean fluorol yellow pixel intensity) in the endodermis of sorghum crown roots 3 wpi with Striga (B–D) and aerenchyma proportion in the cortex of sorghum crown roots 3 wpi with Striga (E–G) grown on natural (C and F) and sterilized (D and G) soil. Aerenchyma area is expressed as a proportion of the whole root cross-section area. Asterisks in (F) indicate aerenchyma. Root cross-sections in (F) and (G) were stained with toluidine blue. Scale bar: 50  $\mu$ m. Cross-sections in (F)–(G) were prepared from the exact same region of the exact same root as for suberin visualization.

(H–L) Expression of suberin biosynthetic genes (H) *SbASFTa*, (I) *SbASFTb*, (J) *SbGPAT4/8*, (K) *SbGPAT5/7*, and (L) *SbABCG1/ABCG2/ABCG6/ABCG20*. Expression of these genes was found to be regulated by the Clue Field soil microbiome (\*adjusted p value < 0.05, \*\*adjusted p value < 0.01).

Gray asterisks indicate the (B and E) p value or the (H–K) adjusted p value for the term Soil by a two-way ANOVA: \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

(M) Enrichment of sorghum orthologs of maize genes associated with root aerenchyma formation among the genes found to be regulated by the Clue Field soil microbiome ( $p = 0.008$ ; Fisher's exact test).

Boxplots (B and E and H–L) denote the span from the 25th to 75th percentile and are centered to the data median. Dots represent individual values.

for crown and seminal roots, as well as for the entire root system (Figure S1). The soil microbiome had only a marginal effect on RSA and affected only the average diameter of the whole root system (at 2 weeks post-infection) or of the crown roots (at 3 weeks post-infection) (Figure 3A). Although the goal of these experiments was to decipher the influence of the

soil microbiome on Striga infection from the perspective of the host, we also observed a significant impact of Striga on RSA. The effect of Striga on RSA was more pronounced at 3 weeks post-infection. Here, the total length and area of the root system and seminal root length were greater in plants infected with Striga when compared to non-infected plants

regardless of the soil type (Figures 3A, S2A, S2E, and S2F). We also observed a higher dry biomass of crown roots in plants 3 weeks post-infection as compared to its non-infected control (Figures 3A, S2A, and S2H).

The soil microbiome primarily influenced root cellular anatomy traits (Figure 3A). More endodermal suberization was observed in crown roots of 5-week-old plants in natural soil independent of *Striga* infection status (Figures 3B–3D). Additionally, more aerenchyma formed in crown roots of 4- and 5-week-old plants grown in natural soil, as compared to the sterilized soil, independent of *Striga* infection status (Figures 3E–3G). Similar to aceto-syringone and vanillin levels, several root anatomy traits varied in a complex way dependent on the interaction of the soil microbiome and *Striga* infection, including the number of cortex layers and metaxylem vessels in seminal roots and lignification of the endodermis in crown roots (Figures 3A and S2A–S2D).

Our data suggest that the microbial component of the natural soil promotes endodermal suberin deposition and aerenchyma formation concomitant with suppression of *Striga* infection. To determine the potential molecular mechanisms that underly these changes, we conducted transcriptome profiling of the sorghum root systems at both 2 and 3 weeks post-infection and in the presence and absence of *Striga*. Indeed, the transcripts of several sorghum orthologs of suberin biosynthetic genes or putative transporters—*Sobic.003G368100* (*SbASFTa*) and *Sobic.005G122800* (*SbASFTb*),<sup>26,27</sup> *Sobic.004G010300* (*SbGPAT4/8*),<sup>28</sup> *Sobic.009G16200* (*SbGPAT5/7*),<sup>29</sup> and *Sobic.001G413700* (*SbABCG1/SbABCG2/ABCG6/ABCG20a*) (Figure S3)<sup>30</sup>—were upregulated in natural soil compared to sterilized soil in the presence and absence of *Striga* (Figures 3H–3L). Sorghum orthologs of maize genes previously reported as associated with aerenchyma formation were also enriched among the genes upregulated in the natural versus sterilized soil ( $p = 0.008$  per Fisher's exact test, Figure 3M). These transcriptome data align with the observed microbiome-mediated changes of host root cellular anatomy, which in turn is correlated with reduced *Striga* infection.

### Identification of soil-borne microbial taxa associated with *Striga* suppression

To identify microbial taxa associated with reduced *Striga* infection observed in the natural soil, we amplicon sequenced the bacterial communities from the following sub-categories: (1) the bulk soil, (2) sorghum rhizosphere (soil directly surrounding the root system), (3) roots growing in the soil plug (referred to as “soil-plug-associated roots”), and (4) roots growing into the sand (referred to as “sand-associated roots”), all from sorghum plants grown with or without *Striga* (Figure S1). We used covariance in bacterial taxa abundance across conditions (natural and sterilized soil in combination with the presence and absence of *Striga* across two time points of infection) to determine their potential link with *Striga* infection suppression via the three identified mechanisms in a generalized joint attribute modeling (GJAM) approach. The outputs of these models were mined to identify taxa whose relative abundance was negatively correlated with the number of *Striga* attachments and either negatively correlated with the abundance of HIFs with reduced levels in the natural soil compared to the sterilized

soil (vanillic acid, syringic acid) or positively correlated with suberin levels in the endodermis and aerenchyma proportion (Data S3).

Considering the negligible effect of gamma irradiation on the soil fungal community composition (Figure 1B), we first asked in which sub-category the bacterial taxa predicted to induce each of these host-root-related traits reside. We thus identified the most associated bacterial taxa (by the magnitude of residual correlation) for a given trait present in at least one sub-category (see STAR Methods). The majority of the top 100 bacterial taxa predicted to reduce *Striga* infection were found in the rhizosphere 3 weeks post-infection (Figure S4A). The top 100 bacterial taxa associated with a reduction in HIF levels were found in both the rhizosphere and the soil-plug-associated roots, while those predicted to induce aerenchyma formation and suberization resided in the soil-plug-associated roots (Figures S4B–S4E). Across all the sub-categories, no unique bacterial taxa were linked to each of the studied traits. For each of the five traits (*Striga* attachment, aerenchyma, suberin, syringic acid, and vanillic acid) across all the sub-categories, the top-ranking bacterial taxa belonged to the Gammaproteobacteria, Deltaproteobacteria, Alphaproteobacteria, Bacteroidia, and Actinobacteria (Figure S4).

Given the diverse activities of bacteria, we next set out to identify specific bacterial taxa that were linked to changes in root cellular anatomy or HIF degradation as well as to the reduction of *Striga* infection. We thus created a combined rank (see STAR Methods) that summarizes the potential of a given taxa to reduce *Striga* infection via one of the identified mechanisms (Data S5). For each soil-/root-associated sub-category (described above), we identified taxa positively associated with root cellular anatomy trait (suberin, aerenchyma) and for which the same taxa were negatively associated with *Striga* infection. In the case of HIFs, the taxa would be negatively associated with syringic or vanillic acid levels, and the same taxa would be negatively associated with *Striga* infection. The majority of putative *Striga*-suppressive bacteria, regardless of the trait to which they were associated, belonged to the Actinobacteria and Proteobacteria (Figure S5).

Most bacterial taxa whose abundance positively correlated with suberin or aerenchyma content negatively correlated with the number of *Striga* attachments; in other words, more bacteria-induced aerenchyma/suberin coincided with less *Striga* attachments (Data S6). Conversely, the majority of bacterial taxa negatively correlated with suberin and aerenchyma were positively correlated with *Striga* infection. The majority of bacterial taxa associated with an increase in aerenchyma formation at 3 weeks post-infection were also associated with suberin induction (Figure S5). Bacterial taxa of interest for further studies with the purpose of reducing *Striga* infection may be those that are associated with multiple mechanisms (Figure S5).

### Specific bacterial isolates prevent haustoria formation and induce suberization

A collection of bacterial strains from 35 genera has previously been established from the Clue Field soil.<sup>31</sup> From this collection, we prioritized bacterial isolates that matched, based on their taxonomic delineation and 16S amplicon sequence similarities, with

the candidates (based on the combined ranking) identified by GJAM analysis. More specifically, we selected four *Pseudomonas* (VK46, VK51, VK6, VK50) and four *Arthrobacter* isolates (VK48, VK14, VK49, VK15) originating from the Clue Field soil and taxonomically matching the operational taxonomic units identified in the GJAM analysis to determine if these isolates were able to induce changes in the root-related traits associated with *Striga* suppression (HIF abundance, suberization, and aerenchyma content). We first tested three *Pseudomonas* strains that were associated with HIF degradation for their ability to affect haustoria formation (Data S7). Only 2% of germinated *Striga* seeds developed haustoria when treated with a cell-free filtrate of syringic acid exposed for 24 h to the *Pseudomonas* isolate VK46, as opposed to 70% haustorium induction elicited in the mock control (syringic acid exposed to the media with no isolate) (Figure 4A). However, *Pseudomonas* isolate VK46 did not reduce haustoria formation in the presence of vanillic acid (Figure 4B). The two remaining *Pseudomonas* isolates tested, VK6 and VK50, did not reduce haustorium induction in the presence of either vanillic acid or syringic acid (Figures 4A and 4B). To test whether the reduced haustorium formation is a result of HIF degradation induced by VK46, we measured the levels of syringic and vanillic acid after 24 h incubation with VK46 ( $t_0$ ) and 48 h after application of culture filtrate on *Striga* seed ( $t_{48}$ ). The same levels of syringic and vanillic acid were detected in mock (sterile) filtrates at  $t_0$  and  $t_{48}$  after application to *Striga* seeds, which corresponded to the same levels of haustoria induction (Figures 4C–4F). In the presence of VK46, both syringic and vanillic acid were not detected (Figures 4E and 4F). However, degradation of only syringic acid was accompanied by reduced haustorium formation (Figure 4C). Degradation of vanillic acid resulted in a similar level of haustoria formed to that observed in the mock (Figure 4D). *Pseudomonas*, together with *Arthrobacter*, was also predicted by GJAM to reduce *Striga* infection via induction of aerenchyma (Data S7). None of the four *Pseudomonas* and none of the four *Arthrobacter* isolates we tested reproducibly induced aerenchyma formation (Figure S6).

*Arthrobacter* was the only genus associated (based on GJAM) with an increase in suberin content and *Striga* resistance for which isolates were available in the Clue Field bacterial collection (Data S7). In plant roots, suberin deposition occurs in three stages. In the first stage, there is an absence of suberin within the root meristem, followed by a “patchy” zone and a fully suberized zone in differentiated root.<sup>28,32</sup> Typically, suberin in roots is quantified by measuring its levels in a few representative cells from the cross-section (quantitative suberization) or by measuring the proportion of the non-suberized, patchy, and fully suberized zones within the root length (developmental suberization).<sup>28,32</sup> The latter is challenging for sorghum due to the high level of autofluorescence signal from its roots interfering with the suberin signal from fluorol yellow stain. We thus quantified the proportion of suberized cells within the endodermis in a radial cross-section and the proportion of plants with a fully suberized endodermis in a radial cross-section within the transition region between fully and patchy suberized zones (3–4 cm from the primary root tip; see STAR Methods). We additionally quantified the effect of microbial inoculation on suberization of the exodermis by quantifying the number of plants that developed a suberized exodermis.

Out of three tested *Arthrobacter* isolates (VK48, VK14, VK49), none induced quantitative differences in the fully differentiated endodermis (6–7 cm from the root tip) or in the transition region between fully suberized and patchy zones (3–4 cm from the root tip; Figure S7A). However, in plants inoculated with the *Arthrobacter* isolate VK49, significantly more suberized cells were found within 3–4 cm from the root tip than in the region that constituted a patchy suberization zone in non-inoculated plants (Figure 4G). Moreover, more plants developed a fully suberized endodermis when inoculated with *Arthrobacter* VK49 isolate than in non-inoculated plants (Figure 4H). Nearly 80% of the sorghum plants inoculated with *Arthrobacter* isolate VK49 developed a fully suberized endodermis, as opposed to 20% observed for the mock treatment (Figure 4H). This increase in suberization extended to the root exodermis with a slightly precocious deposition of suberin in the exodermis (Figure S7B). Collectively, these results provide proof of concept that microbiome analyses can lead to the isolation of individual bacterial strains that can perturb both the timing of suberin deposition as well as the number of suberized cells within the endodermal or exodermal cell files.

## DISCUSSION

Here, we report that the microbiome of a field soil contributes to suppression of *Striga* infection of sorghum roots via disruption of host-parasite signaling and modulation of host root anatomy. Root exudates from sorghum grown in the *Striga*-suppressive soil did not affect *Striga* seed germination or strigolactone levels but did significantly reduce haustorium formation, a phenotype that was associated with reduced levels of four key HIFs (syringic acid, vanillic acid, DMBQ, acetosyringone) (Figures 1 and 2). These results indicate that host-parasite signaling was disrupted at the level of haustoria formation via HIF degradation. Furthermore, more aerenchyma and endodermal suberin was detected in roots of sorghum grown in the presence of the soil microbiome (Figure 3). These structural changes in root cellular anatomy likely affect the ability of *Striga* to penetrate the root. It is not known if progression of *Striga* through the root tissue requires a touch or mechanical stimulus from adjacent host tissue, but air-filled gaps in the cortex could likely disrupt this. Aerenchyma have also been associated with drought tolerance due to reduced metabolic and energy requirements.<sup>33</sup> An alternative hypothesis is that the parasitic plant may similarly sense a lack of metabolic activity and not continue with parasitization. A suberized endodermis can act as a physical barrier to *Striga*, preventing it from reaching the xylem. Physical barriers, consisting of lignin, callose, phenolic compounds, or silica, can provide partial resistance in several host species and to several parasite species.<sup>14,34–41</sup> These barriers can be innate or induced upon infection with a parasitic plant.<sup>42</sup> Establishment of sorghum lines with constitutive suberin and aerenchyma production could provide support for these hypotheses. Despite prior reports that RSA is associated with *Striga* resistance,<sup>43–45</sup> we observed no effect of the soil microbiome on RSA traits measured here (Figure 3A).

To begin to validate the role of specific microbial taxa in HIF degradation and induction of suberization and aerenchyma, we

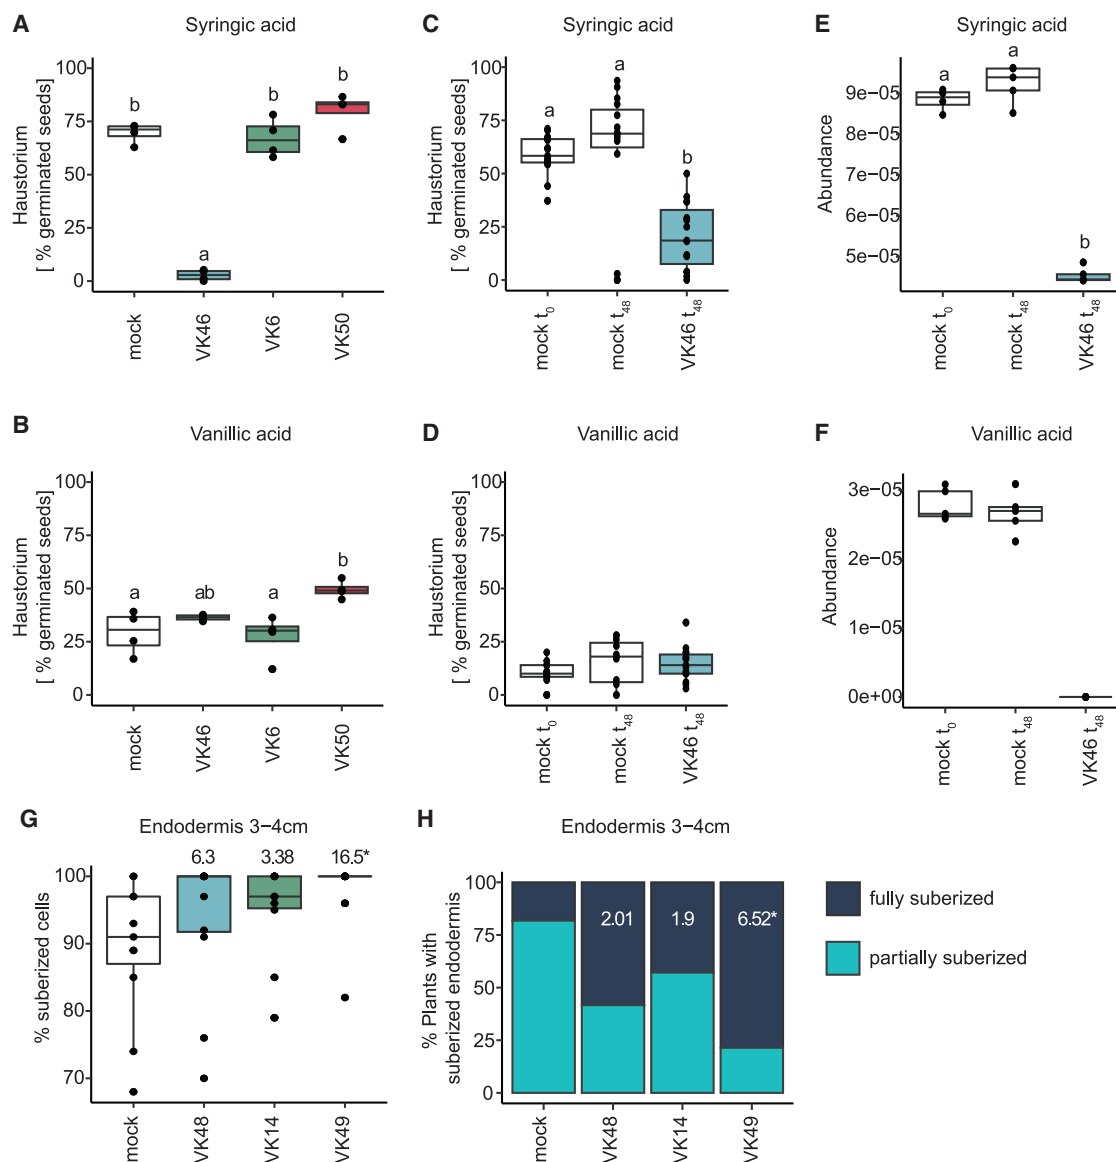

**Figure 4. Individual bacterial isolates reduce haustorium formation and endodermal suberization**

(A and B) Percentage of germinated *Striga* seeds that developed haustorium in the presence of (A) 100  $\mu$ M syringic acid and (B) 50  $\mu$ M vanillic acid incubated with *Pseudomonas* isolates VK46, VK6, and VK50. Sterile medium used to grow the bacteria was used as a mock treatment.

(C–F) The effect of VK46 on (C and D) haustorium formation and (E and F) HIF levels after incubation with (C and E) 100  $\mu$ M syringic acid and (D and F) 50  $\mu$ M vanillic acid. Measurements were made at the time of application to the *Striga* seeds and after 48 h of incubation. Statistical differences were tested with a one-way ANOVA and Tukey post hoc test. Letters denote significant differences between treatments.

(G and H) Percentage of suberized cells in the endodermis (G) and percentage of plants with a fully and partially suberized endodermis (H) within 3–4 cm from the root tip upon inoculation with *Arthrobacter* isolates VK48, VK14, and VK49. Numbers in (G) and (H) denote odds ratio, and asterisks denote significant difference between plants inoculated with each isolate and the mock-treated plants determined by the least squares method. Boxplots (A–G) denote the span from the 25th to 75th percentile and are centered to the data median.

tested a small number of bacterial isolates prioritized by GJAM analyses. It should be emphasized that the selection of the bacterial taxa was based on 16S amplicon sequence similarity, with only a minor 16S amplicon fragment as the template in the sequence alignment. In other words, our selection of the isolates was limited, as it does not cover the full 16S sequence and, more importantly, does not use other taxonomic and functional markers of these

bacterial taxa. Nevertheless, we did show that some of the prioritized bacterial isolates were able to degrade specific HIFs or to induce suberization (Figure 4). These results provide proof of concept, at least in part, that specific bacterial taxa of the soil microbiome can mediate post-germination (haustorium formation) and post-attachment resistance, preventing *Striga* from penetrating through the root to establish a vascular connection.

The potential of specific microbial species to degrade phenolic compounds, including vanillic and syringic acid, has been previously reported.<sup>46,47</sup> While it was mostly studied in the context of lignin degradation, here, we show that this activity can also be leveraged to reduce *Striga* parasitism. *Pseudomonas* isolate VK46 was isolated from the soil with reduced HIFs within root exudates and inhibited haustorium formation in the presence of syringic, but not vanillic, acid (Figures 4A and 4B). Such selectivity toward some phenolic compounds among distinct microbes has been reported previously.<sup>48</sup>

Some pathogens reduce suberization of the endodermis that otherwise blocks their entry to plant vasculature.<sup>49</sup> Several commensal bacteria can lower suberin content in *Arabidopsis*.<sup>50</sup> This negative effect of microbes on *Arabidopsis* suberization contrasts with our observations in sorghum, where multiple microbial taxa were associated positively with endodermal suberin content (Data S5). These inter-species discrepancies could be caused by the presence of the exodermis in sorghum—an additional cell type where suberin can be deposited. Moreover, sorghum might assemble microbial communities different from those in *Arabidopsis*. Out of 41 endophytes tested in *Arabidopsis*, the majority reduced the fully suberized root zone, but six isolates promoted early endodermal suberization.<sup>50</sup> This suggests that some overlap in suberin-inducing bacterial function might exist between sorghum and *Arabidopsis*.

Increased suberization could alternatively result from microbes affecting the nutritional status of the plant (indirect effect) or by microbes promoting the production of suberin precursors by the plant (direct effect). The latter has been observed in sorghum grown under drought (thus, conditions promoting suberin deposition in roots),<sup>51</sup> where increased production of glycerol-3-phosphate coincides with enrichment of monoderm bacteria, like Actinobacteria.<sup>52</sup> It has been hypothesized that since monoderms use glycerol-3-phosphate to assemble their cell walls, they might induce its production in sorghum roots.<sup>53</sup> It is thus plausible that plants can also use this glycerol-3-phosphate as a substrate for suberin biosynthesis. Indeed, we observed Actinobacteria in our top-ranked 100 taxa associated with suberization as well as upregulation of two glycerol phosphate transferases genes (*SbGPAT4/8* and *SbGPAT5/7*) in sorghum roots exposed to natural soil (Figures 3J and 3K).

To the best of our knowledge, microbe-mediated induction of aerenchyma has not been reported. Ethylene induces aerenchyma formation,<sup>54</sup> and several ethylene-related genes were regulated by the *Striga*-suppressive soil microbiome (Figure 3M; Data S2). Microbes have been shown to interfere with plant ethylene signaling, and both ethylene-producing and ethylene-degrading bacterial strains have been found.<sup>55</sup> A reasonable hypothesis, therefore, is that ethylene-inducing microbes may induce aerenchyma that then restricts *Striga* entry into the root vasculature.

The known modes of pre- and post-attachment resistance in host species usually provide only partial protection. Likewise, each of the isolates identified here on their own would likely provide little or limited protection against *Striga*. Combining microbes in a consortium (also referred to as synthetic communities) that could induce multiple traits could provide a higher level of resistance. These microbial consortia should be assem-

bled based on the extensive metagenomic sequencing and targeted identification and isolation of their members from the soils native to areas of their application. Bacterial taxa can then be used to prioritize the selection of microbial isolates from collections established from *Striga*-infested local soils in a targeted screen for resistance-associated phenotypes (HIF degradation, increase in aerenchyma and suberin content). Functional markers associated with (1) the potential to degrade syringic acid or (2) upregulation of genes associated with the increase in aerenchyma content and suberization will further facilitate the targeted screens. While the host genotype dependency of these identified mechanisms and their robustness to environmental conditions typical to areas where sorghum is grown still need to be addressed, this work lays the foundation for designing a multi-member microbial consortium that suppresses haustorium formation and induces diverse structural barriers in roots to collectively reduce *Striga* parasitism.

### Limitations of the study

Our work identifies three modes of microbiome-based alteration of Sorghum host traits associated with suppression of *Striga* infection: degradation of HIFs, changes to root endodermal suberin, and induction of aerenchyma. Bacterial isolate VK46 degraded syringic and vanillic acid in an *in vitro* assay. Sorghum root exudates contain additional HIFs; thus, the efficiency of VK46 would likely need to be combined with other HIF-degrading isolates to reduce *Striga* infection *in planta*. While the microbiome-induced promotion of aerenchyma and endodermal suberization coincides with *Striga* infection suppression, we still lack genetic resources to ultimately prove that suberin forms a physical barrier to *Striga* and that the presence of aerenchyma limits parasite penetration through the root tissue. Furthermore, our selection of candidate bacterial taxa for functional validation was constrained because it did not encompass the entire 16S sequence and did not incorporate other taxonomic and functional markers associated with these bacterial taxa.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
  - Soil material
  - Plant material and growth conditions – soil “plug” assay
- METHOD DETAILS
  - *Striga* infection quantification
  - Exudate collection and profiling
  - Prediction of microbial degradation products
  - *In vitro* germination and haustorium formation assay

- Root system architecture phenotyping
- Root cellular anatomy phenotyping
- RNA-seq library preparation
- Microbial community analysis
- Haustorium formation and HIF quantification with individual bacterial isolates
- Sorghum inoculation with individual bacterial isolates
- Aerenchyma quantification in the presence of individual isolates
- Suberin quantification — individual isolates assay
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - RNA-seq read processing and differential expression analysis
  - Gene orthology identification
  - Microbial community analysis
  - Identification of microbial candidates associated with reduced Striga infection

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2024.113971>.

## ACKNOWLEDGMENTS

We would like to thank Ludek Tikovsky and Harold Lemereis for their assistance in the greenhouse, Angelica Guercio for help with quantification of root cellular anatomy, and Daniel Runcie for the advice on the statistical analyses. We are grateful to Wim van der Putten and Viola Kurm for providing the bacterial isolates from Clue Field soil. D.K., B.T., M.Z.S., T. Taylor, A.W., H.E.V., F.D.-A., M.Z., J.D., T. Tessema, E.E.K., J.M.R., H.B., and S.M.B. gratefully acknowledge support from the Bill and Melinda Gates Foundation (Seattle, WA, USA) via grant OPP1082853 “RSM Systems Biology for Sorghum.” S.M.B. was partially funded by an HHMI Faculty Scholar grant and IOS-1856749 and IOS-211980. A.B. was in part supported by the USDOE ARPA-E ROOTS Award no. DE-AR0000821 by the NSF CAREER Award no. 1845760. Any opinions, findings, and conclusions or recommendations expressed in this material are those of the author(s) and do not necessarily reflect those of the National Science Foundation.

## AUTHOR CONTRIBUTIONS

Conceptualization, D.K., B.T., M.Z.S., J.M.R., H.B., and S.M.B.; data curation, D.K.; formal analysis, D.K., B.T., M.F.A.L., and A.B.; funding acquisition, J.M.R., H.B., and S.M.B.; investigation, D.K., B.T., M.S., T. Taylor, A.W., H.E.V., D.R., Z.M., F.D.-A., M.S., A.J.C., J.D., and S.M.B.; methodology, D.K., B.T., M.Z.S., M.F.A.L., and A.B.; project administration, E.E.K., J.M.R., H.B., and S.M.B.; software, D.K., M.F.A.L., and A.B.; supervision, D.K., B.T., E.E.K., J.M.R., H.B., and S.M.B.; resources, T. Tessema and J.M.R.; validation, D.K., B.T., and M.Z.S.; visualization, D.K.; writing – original draft, D.K. and S.M.B.

## DECLARATION OF INTERESTS

A patent application relating to this work has been filed.

Received: January 26, 2023

Revised: January 17, 2024

Accepted: February 29, 2024

Published: March 26, 2024

## REFERENCES

1. Harris-Shultz, K.R., Hayes, C.M., and Knoll, J.E. (2019). Mapping QTLs and Identification of Genes Associated with Drought Resistance in Sorghum. *Methods Mol. Biol.* 1931, 11–40. [https://doi.org/10.1007/978-1-4939-9039-9\\_2](https://doi.org/10.1007/978-1-4939-9039-9_2).
2. Gurney, A.L., Press, M.C., and Scholes, J.D. (1999). Infection time and density influence the response of sorghum to the parasitic angiosperm *Striga hermonthica*. *New Phytol.* 143, 573–580. <https://doi.org/10.1046/j.1469-8137.1999.00467.x>.
3. Runo, S., and Kuria, E.K. (2018). Habits of a highly successful cereal killer, *Striga*. *PLoS Pathog.* 14, e1006731. <https://doi.org/10.1371/journal.ppat.1006731>.
4. De Groot, H., Wangare, L., Kanampiu, F., Odendo, M., Diallo, A., Karaya, H., and Friesen, D. (2008). The potential of a herbicide resistant maize technology for *Striga* control in Africa. *Agr Syst* 97, 83–94. <https://doi.org/10.1016/j.agsy.2007.12.003>.
5. Rodenburg, J., Demont, M., Zwart, S.J., and Bastiaans, L. (2016). Parasitic weed incidence and related economic losses in rice in Africa. *Agric. Ecosyst. Environ.* 235, 306–317. <https://doi.org/10.1016/j.agee.2016.10.020>.
6. Akiyama, K., Matsuzaki, K.I., and Hayashi, H. (2005). Plant sesquiterpenes induce hyphal branching in arbuscular mycorrhizal fungi. *Nature* 435, 824–827. <https://doi.org/10.1038/nature03608>.
7. Bouwmeester, H., Li, C., Thiombiano, B., Rahimi, M., and Dong, L. (2021). Adaptation of the parasitic plant lifecycle: germination is controlled by essential host signaling molecules. *Plant Physiol.* 185, 1292–1308. <https://doi.org/10.1093/plphys/kiaa066>.
8. Awad, A.A., Sato, D., Kusumoto, D., Kamioka, H., Takeuchi, Y., and Yoneyama, K. (2006). Characterization of strigolactones, germination stimulants for the root parasitic plants *Striga* and *Orobancha*, produced by maize, millet and sorghum. *Plant Growth Regul.* 48, 221–227. <https://doi.org/10.1007/s10725-006-0009-3>.
9. Bandaranayake, P.C.G., Filappova, T., Tomilov, A., Tomilova, N.B., Jamison-McClung, D., Ngo, Q., Inoue, K., and Yoder, J.I. (2010). A single-electron reducing quinone oxidoreductase is necessary to induce haustorium development in the root parasitic plant *Triphysaria*. *Plant Cell* 22, 1404–1419. <https://doi.org/10.1105/tpc.110.074831>.
10. Yoshida, S., Cui, S., Ichihashi, Y., and Shirasu, K. (2016). The Haustorium, a Specialized Invasive Organ in Parasitic Plants. *Annu. Rev. Plant Biol.* 67, 643–667. <https://doi.org/10.1146/annurev-arplant-043015-111702>.
11. Kuijt, J. (1969). *The Biology of Parasitic Flowering Plants* (University of California Press).
12. GRAVES, J.D., PRESS, M.C., and STEWART, G.R. (1989). A carbon balance model of the sorghum-*Striga hermonthica* host-parasite association. *Plant Cell Environ.* 12, 101–107. <https://doi.org/10.1111/j.1365-3040.1989.tb01921.x>.
13. Gobena, D., Shimels, M., Rich, P.J., Ruyter-Spira, C., Bouwmeester, H., Kanuganti, S., Mengiste, T., and Ejeta, G. (2017). Mutation in sorghum LOW GERMINATION STIMULANT 1 alters strigolactones and causes *Striga* resistance. *Proc. Natl. Acad. Sci. USA* 114, 4471–4476. <https://doi.org/10.1073/pnas.1618965114>.
14. Mbuvi, D.A., Masiga, C.W., Kuria, E., Masanga, J., Wamalwa, M., Mohamed, A., Odeny, D.A., Hamza, N., Timko, M.P., and Runo, S. (2017). Novel Sources of Witchweed (*Striga*) Resistance from Wild Sorghum Accessions. *Front. Plant Sci.* 8, 116. <https://doi.org/10.3389/fpls.2017.00116>.
15. Goldwasser, Y., and Rodenburg, J. (2013). Integrated Agronomic Management of Parasitic Weed Seed Banks. In *Parasitic Orobanchaceae*, D.M. Joel, J. Gressel, and L.J. Musselman, eds. (Springer Berlin Heidelberg), pp. 393–413. [https://doi.org/10.1007/978-3-642-38146-1\\_22](https://doi.org/10.1007/978-3-642-38146-1_22).
16. Raaijmakers, J.M., and Mazzola, M. (2016). ECOLOGY. Soil immune responses. *Science* 352, 1392–1393. <https://doi.org/10.1126/science.aaf3252>.

17. Weller, D.M., Raaijmakers, J.M., Gardener, B.B.M., and Thomashow, L.S. (2002). Microbial populations responsible for specific soil suppressiveness to plant pathogens. *Annu. Rev. Phytopathol.* 40, 309–348. <https://doi.org/10.1146/annurev.phyto.40.030402.110010>.
18. Gómez Expósito, R., de Bruijn, I., Postma, J., and Raaijmakers, J.M. (2017). Current Insights into the Role of Rhizosphere Bacteria in Disease Suppressive Soils. *Front. Microbiol.* 8, 2529. <https://doi.org/10.3389/fmicb.2017.02529>.
19. Masteling, R., Lombard, L., de Boer, W., Raaijmakers, J.M., and Dini-Andreote, F. (2019). Harnessing the microbiome to control plant parasitic weeds. *Curr. Opin. Microbiol.* 49, 26–33. <https://doi.org/10.1016/j.mib.2019.09.006>.
20. Ahonsi, M.O., Berner, D.K., Emechebe, A.M., and Lagoke, S.T. (2002). Selection of rhizobacterial strains for suppression of germination of *Striga hermonthica* (Del.) Benth. seeds. *Biol. Control* 24, 143–152. [https://doi.org/10.1016/S1049-9644\(02\)00019-1](https://doi.org/10.1016/S1049-9644(02)00019-1).
21. Nzioki, H.S., Oyosi, F., Morris, C.E., Kaya, E., Pilgeram, A.L., Baker, C.S., and Sands, D.C. (2016). *Striga* Biocontrol on a Toothpick: A Readily Deployable and Inexpensive Method for Smallholder Farmers. *Front. Plant Sci.* 7, 1121. <https://doi.org/10.3389/fpls.2016.01121>.
22. Schlemper, T.R., Leite, M.F.A., Lucheta, A.R., Shimels, M., Bouwmeester, H.J., van Veen, J.A., and Kuramae, E.E. (2017). Rhizobacterial community structure differences among sorghum cultivars in different growth stages and soils. *FEMS Microbiol. Ecol.* 93. <https://doi.org/10.1093/femsec/fix096>.
23. Kawa, D., Taylor, T., Thiombiano, B., Musa, Z., Vahldick, H.E., Walmsley, A., Bucksch, A., Bouwmeester, H., and Brady, S.M. (2021). Characterization of growth and development of sorghum genotypes with differential susceptibility to *Striga hermonthica*. *J. Exp. Bot.* 72, 7970–7983. <https://doi.org/10.1093/jxb/erab380>.
24. Cui, S., Wada, S., Tobimatsu, Y., Takeda, Y., Saucet, S.B., Takano, T., Umezawa, T., Shirasu, K., and Yoshida, S. (2018). Host lignin composition affects haustorium induction in the parasitic plants *Phtheirospermum japonicum* and *Striga hermonthica*. *New Phytol.* 218, 710–723. <https://doi.org/10.1111/nph.15033>.
25. Djoumbou-Feunang, Y., Fiamoncin, J., Gil-de-la-Fuente, A., Greiner, R., Manach, C., and Wishart, D.S. (2019). BioTransformer: a comprehensive computational tool for small molecule metabolism prediction and metabolite identification. *J. Cheminform.* 11, 2. <https://doi.org/10.1186/s13321-018-0324-5>.
26. Gou, J.Y., Yu, X.H., and Liu, C.J. (2009). A hydroxycinnamoyltransferase responsible for synthesizing suberin aromatics in *Arabidopsis*. *Proc. Natl. Acad. Sci. USA* 106, 18855–18860. <https://doi.org/10.1073/pnas.0905555106>.
27. Molina, I., Li-Beisson, Y., Beisson, F., Ohlrogge, J.B., and Pollard, M. (2009). Identification of an *Arabidopsis* feruloyl-coenzyme A transferase required for suberin synthesis. *Plant Physiol.* 151, 1317–1328. <https://doi.org/10.1104/pp.109.144907>.
28. Cantó-Pastor, A., Kajala, K., Shaar-Moshe, L., Manzano, C., Timilsena, P., De Bellis, D., Gray, S., Holbein, J., Yang, H., Mohammad, S., et al. (2024). A suberized exodermis is required for tomato drought tolerance. *Nat. Plants* 10, 118–130. <https://doi.org/10.1038/s41477-023-01567-x>.
29. Beisson, F., Li, Y., Bonaventure, G., Pollard, M., and Ohlrogge, J.B. (2007). The acyltransferase GPAT5 is required for the synthesis of suberin in seed coat and root of *Arabidopsis*. *Plant Cell* 19, 351–368. <https://doi.org/10.1105/tpc.106.048033>.
30. Yadav, V., Molina, I., Ranathunge, K., Castillo, I.Q., Rothstein, S.J., and Reed, J.W. (2014). ABCG transporters are required for suberin and pollen wall extracellular barriers in *Arabidopsis*. *Plant Cell* 26, 3569–3588. <https://doi.org/10.1105/tpc.114.129049>.
31. Kurm, V., van der Putten, W.H., and Hol, W.H.G. (2019). Cultivation-success of rare soil bacteria is not influenced by incubation time and growth medium. *PLoS One* 14, e0210073. <https://doi.org/10.1371/journal.pone.0210073>.
32. Kajala, K., Gouran, M., Shaar-Moshe, L., Mason, G.A., Rodriguez-Medina, J., Kawa, D., Pauluzzi, G., Reynoso, M., Canto-Pastor, A., Manzano, C., et al. (2021). Innovation, conservation, and repurposing of gene function in root cell type development. *Cell* 184, 3333–3348.e19. <https://doi.org/10.1016/j.cell.2021.04.024>.
33. Zhu, J., Brown, K.M., and Lynch, J.P. (2010). Root cortical aerenchyma improves the drought tolerance of maize (*Zea mays* L.). *Plant Cell Environ.* 33, 740–749. <https://doi.org/10.1111/j.1365-3040.2009.02099.x>.
34. Maiti, R.K., Ramaiah, K.V., Bisen, S.S., and Chidley, V.L. (1984). A Comparative Study of the Haustorial Development of *Striga asiatica* (L.) Kuntze on Sorghum Cultivars. *Ann. Bot.* 54, 447–457. <https://doi.org/10.1093/oxfordjournals.aob.a086816>.
35. Rubiales, D., Pérez-de-Luque, A., Joel, D.M., Alcántara, C., and Sillero, J.C. (2003). Characterization of Resistance in Chickpea to Crenate Broomrape (*Orobanche crenata*). *Weed Science* 51, 702–707. <https://doi.org/10.1614/P2002-151>.
36. Gurney, A.L., Slate, J., Press, M.C., and Scholes, J.D. (2006). A novel form of resistance in rice to the angiosperm parasite *Striga hermonthica*. *New Phytol.* 169, 199–208. <https://doi.org/10.1111/j.1469-8137.2005.01560.x>.
37. Pérez-de-Luque, A., Lozano, M.D., Cubero, J.I., González-Melendi, P., Riusueño, M.C., and Rubiales, D. (2006). Mucilage production during the incompatible interaction between *Orobanche crenata* and *Vicia sativa*. *J. Exp. Bot.* 57, 931–942. <https://doi.org/10.1093/jxb/erj078>.
38. Yoshida, S., and Shirasu, K. (2009). Multiple layers of incompatibility to the parasitic witchweed, *Striga hermonthica*. *New Phytol.* 183, 180–189. <https://doi.org/10.1111/j.1469-8137.2009.02840.x>.
39. Cissoko, M., Boissard, A., Rodenburg, J., Press, M.C., and Scholes, J.D. (2011). New Rice for Africa (NERICA) cultivars exhibit different levels of post-attachment resistance against the parasitic weeds *Striga hermonthica* and *Striga asiatica*. *New Phytol.* 192, 952–963. <https://doi.org/10.1111/j.1469-8137.2011.03846.x>.
40. Mutuku, J.M., Cui, S., Hori, C., Takeda, Y., Tobimatsu, Y., Nakabayashi, R., Mori, T., Saito, K., Demura, T., Umezawa, T., et al. (2019). The Structural Integrity of Lignin Is Crucial for Resistance against *Striga hermonthica* Parasitism in Rice. *Plant Physiol.* 179, 1796–1809. <https://doi.org/10.1104/pp.18.01133>.
41. Mutinda, S.M., Masanga, J., Mutuku, J.M., Runo, S., and Alakonya, A. (2018). KSTP 94, an Open-pollinated Maize Variety Has Postattachment Resistance to Purple Witchweed (*Striga hermonthica*). *Weed Sci.* 66, 525–529. <https://doi.org/10.1017/wsc.2018.24>.
42. Kawa, D., and Brady, S.M. (2022). Root cell types as an interface for biotic interactions. *Trends Plant Sci.* 27, 1173–1186. <https://doi.org/10.1016/j.tplants.2022.06.003>.
43. Cherif-Ari, O., Housley, T.L., and Ejeta, G. (1990). Sorghum root length density and the potential for avoiding striga parasitism. *Plant Soil* 121, 67–72. <https://doi.org/10.1007/bf00013098>.
44. Abate, M., Hussien, T., Bayu, W., Reda, F., and Vurro, M. (2017). Diversity in root traits of sorghum genotypes in response to *Striga hermonthica* infestation. *Weed Res.* 57, 303–313. <https://doi.org/10.1111/wre.12262>.
45. Burrige, J.D., Schneider, H.M., Huynh, B.L., Roberts, P.A., Bucksch, A., and Lynch, J.P. (2017). Genome-wide association mapping and agronomic impact of cowpea root architecture. *Theor. Appl. Genet.* 130, 419–431. <https://doi.org/10.1007/s00122-016-2823-y>.
46. Wang, J., Liang, J., and Gao, S. (2018). Biodegradation of Lignin Monomers Vanillin, p-Coumaric, and Syringic Acid by the Bacterial Strain, *Sphingobacterium* sp. HY-H. *Curr. Microbiol.* 75, 1156–1164. <https://doi.org/10.1007/s00284-018-1504-2>.
47. Oshlag, J.Z., Ma, Y., Morse, K., Burger, B.T., Lemke, R.A., Karlen, S.D., Myers, K.S., Donohue, T.J., and Noguera, D.R. (2020). Anaerobic Degradation of Syringic Acid by an Adapted Strain of *Rhodospseudomonas palustris*. *Appl. Environ. Microbiol.* 86, e01888-19. <https://doi.org/10.1128/AEM.01888-19>.

48. Margesin, R., Volgger, G., Wagner, A.O., Zhang, D., and Poyntner, C. (2021). Biodegradation of lignin monomers and bioconversion of ferulic acid to vanillic acid by *Paraburkholderia aromaticivorans* AR20-38 isolated from Alpine forest soil. *Appl. Microbiol. Biotechnol.* *105*, 2967–2977. <https://doi.org/10.1007/s00253-021-11215-z>.
49. Fröschel, C., Komorek, J., Attard, A., Marsell, A., Lopez-Arboleda, W.A., Le Berre, J., Wolf, E., Geldner, N., Waller, F., Korte, A., and Dröge-Laser, W. (2021). Plant roots employ cell-layer-specific programs to respond to pathogenic and beneficial microbes. *Cell Host Microbe* *29*, 299–310.e7. <https://doi.org/10.1016/j.chom.2020.11.014>.
50. Salas-González, I., Rey, G., Flis, P., Custódio, V., Gopaulchan, D., Bakhoum, N., Dew, T.P., Suresh, K., Franke, R.B., Dangl, J.L., et al. (2021). Coordination between microbiota and root endodermis supports plant mineral nutrient homeostasis. *Science* *371*, eabd0695. <https://doi.org/10.1126/science.abd0695>.
51. Baxter, I., Hosmani, P.S., Rus, A., Lahner, B., Borevitz, J.O., Muthukumar, B., Mickelbart, M.V., Schreiber, L., Franke, R.B., and Salt, D.E. (2009). Root suberin forms an extracellular barrier that affects water relations and mineral nutrition in *Arabidopsis*. *PLoS Genet.* *5*, e1000492. <https://doi.org/10.1371/journal.pgen.1000492>.
52. Xu, L., Naylor, D., Dong, Z., Simmons, T., Pierroz, G., Hixson, K.K., Kim, Y.M., Zink, E.M., Engbrecht, K.M., Wang, Y., et al. (2018). Drought delays development of the sorghum root microbiome and enriches for monoderm bacteria. *Proc. Natl. Acad. Sci. USA* *115*, E4284–E4293. <https://doi.org/10.1073/pnas.1717308115>.
53. Xu, L., and Coleman-Derr, D. (2019). Causes and consequences of a conserved bacterial root microbiome response to drought stress. *Curr. Opin. Microbiol.* *49*, 1–6. <https://doi.org/10.1016/j.mib.2019.07.003>.
54. Yamauchi, T., Shimamura, S., Nakazono, M., and Mochizuki, T. (2013). Aerenchyma formation in crop species: A review. *Field Crops Res.* *152*, 8–16. <https://doi.org/10.1016/j.fcr.2012.12.008>.
55. Ravanbakhsh, M., Sasidharan, R., Voesenek, L.A.C.J., Kowalchuk, G.A., and Jousset, A. (2018). Microbial modulation of plant ethylene signaling: ecological and evolutionary consequences. *Microbiome* *6*, 52. <https://doi.org/10.1186/s40168-018-0436-1>.
56. Floková, K., Shimels, M., Andreo Jimenez, B., Bardaro, N., Strnad, M., Novák, O., and Bouwmeester, H.J. (2020). An improved strategy to analyse strigolactones in complex sample matrices using UHPLC-MS/MS. *Plant Methods* *16*, 125. <https://doi.org/10.1186/s13007-020-00669-3>.
57. Das, A., Schneider, H., Burridge, J., Ascanio, A.K.M., Wojciechowski, T., Topp, C.N., Lynch, J.P., Weitz, J.S., and Bucksch, A. (2015). Digital imaging of root traits (DIRT): a high-throughput computing and collaboration platform for field-based root phenomics. *Plant Methods* *11*, 51. <https://doi.org/10.1186/s13007-015-0093-3>.
58. Bucksch, A. (2014). A practical introduction to skeletons for the plant sciences. *Appl. Plant Sci.* *2*, apps.1400005. <https://doi.org/10.3732/apps.1400005>.
59. Bucksch, A., Burridge, J., York, L.M., Das, A., Nord, E., Weitz, J.S., and Lynch, J.P. (2014). Image-based high-throughput field phenotyping of crop roots. *Plant Physiol.* *166*, 470–486. <https://doi.org/10.1104/pp.114.243519>.
60. Lundberg, D.S., Lebeis, S.L., Paredes, S.H., Yourstone, S., Gehring, J., Malfatti, S., Tremblay, J., Engelbrektson, A., Kunin, V., Del Rio, T.G., et al. (2012). Defining the core *Arabidopsis thaliana* root microbiome. *Nature* *488*, 86–90. <https://doi.org/10.1038/nature11237>.
61. Van Noordwijk, M., and Brouwer, G. (1988). Quantification of air-filled root porosity: A comparison of two methods. *Plant Soil* *111*, 255–258.
62. Davis, M.P.A., van Dongen, S., Abreu-Goodger, C., Bartonicek, N., and Enright, A.J. (2013). Kraken: a set of tools for quality control and analysis of high-throughput sequence data. *Methods* *63*, 41–49. <https://doi.org/10.1016/j.jmeth.2013.06.027>.
63. McCormick, R.F., Truong, S.K., Sreedasyam, A., Jenkins, J., Shu, S., Sims, D., Kennedy, M., Amirebrahimi, M., Weers, B.D., McKinley, B., et al. (2018). The *Sorghum bicolor* reference genome: improved assembly, gene annotations, a transcriptome atlas, and signatures of genome organization. *Plant J.* *93*, 338–354. <https://doi.org/10.1111/tpj.13781>.
64. Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* *29*, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.
65. Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* *26*, 139–140. <https://doi.org/10.1093/bioinformatics/btp616>.
66. Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W., and Smyth, G.K. (2015). limma powers differential expression analyses for RNA-seq and microarray studies. *Nucleic Acids Res.* *43*, e47. <https://doi.org/10.1093/nar/gkv007>.
67. Rajhi, I., Yamauchi, T., Takahashi, H., Nishiuchi, S., Shiono, K., Watanabe, R., Mliki, A., Nagamura, Y., Tsutsumi, N., Nishizawa, N.K., and Nakazono, M. (2011). Identification of genes expressed in maize root cortical cells during lysigenous aerenchyma formation using laser microdissection and microarray analyses. *New Phytol.* *190*, 351–368. <https://doi.org/10.1111/j.1469-8137.2010.03535.x>.
68. Takahashi, H., Yamauchi, T., Rajhi, I., Nishizawa, N.K., and Nakazono, M. (2015). Transcript profiles in cortical cells of maize primary root during ethylene-induced lysigenous aerenchyma formation under aerobic conditions. *Ann. Bot.* *115*, 879–894. <https://doi.org/10.1093/aob/mcv018>.
69. Arora, K., Panda, K.K., Mittal, S., Mallikarjuna, M.G., Rao, A.R., Dash, P.K., and Thirunavukkarasu, N. (2017). RNAseq revealed the important gene pathways controlling adaptive mechanisms under waterlogged stress in maize. *Sci. Rep.* *7*, 10950. <https://doi.org/10.1038/s41598-017-10561-1>.
70. Edgar, R.C. (2013). UPARSE: highly accurate OTU sequences from microbial amplicon reads. *Nat. Methods* *10*, 996–998. <https://doi.org/10.1038/nmeth.2604>.
71. Edgar, R.C., Haas, B.J., Clemente, J.C., Quince, C., and Knight, R. (2011). UCHIME improves sensitivity and speed of chimera detection. *Bioinformatics* *27*, 2194–2200. <https://doi.org/10.1093/bioinformatics/btr381>.
72. Wang, Q., Garrity, G.M., Tiedje, J.M., and Cole, J.R. (2007). Naive Bayesian classifier for rapid assignment of rRNA sequences into the new bacterial taxonomy. *Appl. Environ. Microbiol.* *73*, 5261–5267. <https://doi.org/10.1128/AEM.00062-07>.
73. Quast, C., Pruesse, E., Yilmaz, P., Gerken, J., Schweer, T., Yarza, P., Peplies, J., and Glöckner, F.O. (2013). The SILVA ribosomal RNA gene database project: improved data processing and web-based tools. *Nucleic Acids Res.* *41*, D590–D596. <https://doi.org/10.1093/nar/gks1219>.
74. McMurdie, P.J., and Holmes, S. (2013). phyloseq: an R package for reproducible interactive analysis and graphics of microbiome census data. *PLoS One* *8*, e61217. <https://doi.org/10.1371/journal.pone.0061217>.
75. Clark, J.S., Nemergut, D., Seyedsarollah, B., Turner, P.J., and Zhang, S. (2017). Generalized joint attribute modeling for biodiversity analysis: median-zero, multivariate, multifarious data. *Ecol. Monogr.* *87*, 34–56. <https://doi.org/10.1002/ecm.1241>.
76. Leite, M.F., and Kuramae, E.E. (2020). You must choose, but choose wisely: Model-based approaches for microbial community analysis. *Soil Biol. Biochem.* *151*, 108042. <https://doi.org/10.1016/j.soilbio.2020.108042>.
77. Pollock, L.J., Tingley, R., Morris, W.K., Golding, N., O'Hara, R.B., Parris, K.M., Vesk, P.A., McCarthy, M.A., and McPherson, J. (2014). Understanding co-occurrence by modelling species simultaneously with a Joint Species Distribution Model (JSDM). *Methods Ecol. Evol.* *5*, 397–406. <https://doi.org/10.1111/2041-210X.12180>.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**RESOURCE AVAILABILITY**

**Materials availability**

Plant material and bacterial isolates will be available upon request and may require a completed materials transfer agreement, import permits and phytosanitary certificates.

**Data and code availability**

- Sorghum transcriptome sequences were deposited in NCBI GEO under the accession number GSE 216351. Amplicon sequences from microbiome profiling are available on ENA under the accession number PRJEB57848. Amplicon sequences of tested isolates are available in the NCBI under the following accession numbers: VK6: KX503329, VK14: KX503337, VK15: KX503338, VK46: KX503369, VK48: OP954904, VK49: OP959794, VK50: OP959806, VK51: OP967914.
- Raw data from the growth measurements, root system architecture analysis, ANOVA tables and p values for each statistical test can be found in [Data S1](#). CPM values and lists of differentially expressed genes are presented in [Data S2](#). Residual correlations from GJAM and ranks assigned to each microbial taxa are to be found in [Data S3](#) and [Data S4](#), respectively. Residual correlations and rank for the members of the microbial collection are presented in [Data S5](#). An overview of bacterial taxa found at two weeks post-infection in (A) bulk soil, (B) rhizosphere, (C) soil plug-associated roots and three weeks post-infection in (D) bulk soil, (E) rhizosphere, (F) soil plug-associated roots, (G) sand-associated roots, predicted to influence *Striga* infection via each of identified mechanisms is presented in [Data S6](#). Raw data and results of statistical analysis from the experiments with individual bacterial isolates can be found in [Data S7](#).
- Data analysis scripts are publicly available at <https://github.com/DorotaKawa/Striga-suppressive-soil>. The script for generalized joint attribute modeling can be found at <https://github.com/Leitemfa/GJAM-PROMISE>.

**EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**

**Soil material**

Soil was collected from the Clue Field in the Netherlands; 52° 03' 37.91" N and 5° 45' 7.074" E.<sup>22</sup> Soil was dried and sieved through a 4 mm mesh and one batch of it was sterilized by gamma irradiation with a dose of 8kGy, at room temperature by Steris (the Netherlands). Description of the physiochemical properties of "natural" and "sterilized" soils were provided by Eurofins Agro (the Netherlands, [Data S1](#)).

**Plant material and growth conditions – soil "plug" assay**

Seed of *Striga hermonthica* were collected in Sudan and kindly donated by Abdelgabar Babiker. Seeds were sieved by a mesh of 200  $\mu$ m pores to remove remaining soil particles and flower debris. Seeds were then surface sterilized with 10% (v/v) bleach and 0.02% (v/v) Tween 20 on filter paper and placed on a Buchner funnel connected to a vacuum pump until all liquid was removed. Next, seeds were washed twice for 5 min in sterile water. Sterilized seeds were left to dry on the filter paper overnight in a laminar flow hood. Sterile

How the deposited data were processed for this re-analysis (not part of the article)

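Root transcriptomes of the sorghum variety Shanqui Red were measured in natural and in sterilized soil, with Striga and without it (control), at 2 and 3 weeks post-infection (wpi). Each group had 4 libraries, apart from 3 for control plants in natural soil at 2 wpi, and the 31 libraries were all used. The authors made QuantSeq 3′ libraries, pooled 3 technical replicates of each before read processing, trimmed barcodes, adaptors and poly(A) stretches, mapped the reads with STAR to the Sorghum bicolor BTx623 reference, and counted reads per gene. The count data hold these counts without normalization, as whole numbers for 34129 gene IDs. They give no gene names, descriptions or positions, and 0 of the IDs match the reference table at hand. The sets of ethylene-related, phosphate starvation and strigolactone genes that were to be tested by their descriptions are therefore void, and no check of gene length, GC content or paralogs was made. Apart from the 5 genes that the paper names, at most 2 IDs that rose and 2 that fell are printed. All 4 control libraries of sterilized soil at 2 wpi, and replicates 1 to 3 of them at 3 wpi, are marked as reanalyzed from an earlier series.

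Total counts per library were 5461678 to 17304929 at 2 wpi (median 9126407) and 9466709 to 14711846 at 3 wpi (median 11768295). At 3 reads, the floor used where a group had no read, limits cover counting error only, because reads without molecular identifiers are not independent molecules. Genes with CPM above 1 in at least 3 libraries of the time point were kept, as in the paper, and the test of the change between the time points used genes with CPM above 1 in at least 3 of the 31 libraries. Counts were analyzed in R 4.3.3 with edgeR 4.0.16, by TMM normalization, robust quasi-likelihood fits on the group means, and Benjamini-Hochberg adjustment over all genes tested, with DEGs at an FDR below 0.05 and no fold threshold. The paper used limma with quality weights and quantile normalization, and the coding of its soil and treatment factors is not named in its text. Soil effects were therefore tested in control plants, in Striga-infected plants and as their average, together with the soil by Striga term, the Striga effect averaged over the soils, and the change of the averaged soil effect between the time points in a fit of all libraries. The CPM printed are TMM-normalized. The SE printed with edgeR values is the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. The 5 suberin genes were also adjusted over the list alone and compared by exact permutation tests of their CPM. The tests of these comparisons, the rule for genes to name and all alternatives apart from a pair of filters were set before the data were examined. The genes to name were those of the paper and, among DEGs whose CPM in all natural-soil libraries lay beyond those in all sterilized-soil libraries, the ones with the largest rise and fall. The ID of SbGPAT5/7 is printed 1 digit short in the paper, and the ID with a final 0 added was taken as its match by a rule set beforehand, 1 of 23 IDs of the count data that are 1 inserted digit away.

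The alternatives were limma 3.58.1 with quality weights and quantile normalization, DESeq2 1.42.0, RLE normalization, library size alone, no filter on low counts, CPM above 5 in at least 3 libraries, an FDR below 0.01, a term for the replicate number, all 31 libraries in one fit, only the 2 groups compared, a term for library origin at 3 wpi, and each library left out in turn. Filters that drop genes with a count of 0 in any library, with edgeR and with limma, were added after seeing the data. Replicate numbers did not clearly pair libraries across groups. Correlations of same-numbered libraries after removing group means were -0.326 to 0.290 at 2 wpi and -0.153 to 0.390 at 3 wpi. They exceeded 0.1 in 5 of 21 and 11 of 24 pairs. Their median was 0.0070 at 2 wpi, against 0.0056 for libraries of different number, and 0.0835 at 3 wpi, against -0.0171. A weak pairing at 3 wpi is therefore not excluded. Replicates of a group differed by more than counting error in all 45 pairs, with 10.4 to 184 as chi-square per gene. No library was therefore a copy of another of its group, and this check did not cover pairs across groups. The fits were tested on simulated counts in which 200.0 genes, drawn from those with a mean CPM above 5, had a log2 fold change of 1. Recovery of genes with lower CPM was not tested, and each gene had the same dispersion in all libraries. In the averaged soil effect, edgeR recovered 91% of them at 2 wpi and 69% at 3 wpi. Within control plants it recovered 52% and 15.5%, and within Striga-infected plants 60.0% and 23%. Of the genes called in these simulations, 1.96% to 11.4% were false by edgeR, 2.19% to 7.41% by limma and 7.41% to 18.7% by DESeq2. Other splits of the libraries were refitted, all of them where there were at most 100 and otherwise 100 drawn with a fixed seed. Permutations of libraries for correlations numbered 100000.0, and 1000.0 random lists of genes were drawn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

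The genes in the paper's supplementary lists of DEGs and of orthologs, and the reads themselves, were not used here. Of the list of DEGs at 3 wpi, only the number of rows was used. Of the paper's CPM lists, the values of 1999 genes at 2 wpi and 855 at 3 wpi were compared with the counts.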

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

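The tests of the 29 genes against 1 library, against scaling, against the libraries of 3 wpi alone and for reads of soil organisms, and of a mislabeled sterilized Striga replicate 4, were chosen only after the result was seen.

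At 2 wpi, the difference between the soil effects of control and Striga-infected plants was tested as the soil by Striga term. It gave 3378 genes at an unadjusted p under 0.05. Over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of them, limma 613 and DESeq2 553. In edgeR, 380.0 genes were called without sterilized control replicate 2, 342 without sterilized Striga replicate 3, and at most 1 without any other library. Of 100 splits that regroup control and Striga libraries within each soil, only 1, the real one, gave as many genes at an unadjusted p under 0.05. This is the smallest share that 100 splits allow, and alone it does not exclude chance. The next split gave 3297 such genes and 38 DEGs, and 6 of the other splits gave any DEG where the real one gave 0. By the count of DEGs, the real split does not stand out. The 2702 genes of Striga-infected plants at an unadjusted p under 0.05 were reached by 1 of 35 splits of their libraries, the smallest share that these libraries allow, and the next split gave 2139. These shares were not adjusted for the 11 results tested in this way. For the 1936 soil DEGs of control plants, chance cannot be excluded, since 2 of 35 splits gave as many. The other of them, with sterilized control replicates 1, 3 and 4 on one side, gave 2187.

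The tables argue against several causes of the many soil DEGs in control plants and the 0 (limma 154, DESeq2 328, 2702 at an unadjusted p under 0.05 in edgeR) in Striga-infected plants at 2 wpi. Without natural Striga replicate 3, the library with the fewest reads, Striga-infected plants had 7 DEGs. Depth was not lower in Striga-infected plants, whose median total count was 1.06 times that of control plants (9507965 against 8949535). A shift that the reanalyzed control libraries share at both time points would make the differences of control from Striga libraries in sterilized soil correlate between 2 and 3 wpi. Across 18041 genes, which are not independent replicates, this correlation was -0.243, against 0.0859 in natural soil. Library origin as the whole cause stays open, because all control libraries of sterilized soil at 2 wpi come from the earlier series. Of the DEGs of control plants, 71.2% had the same direction in Striga-infected plants, where all libraries are of this series, and 15 of 70 splits of those libraries, counted in both directions, gave as high a share. A weaker soil effect in Striga-infected plants, the biological explanation that the design names, also stays open. The variance of the soil log2 fold changes beyond their errors was 0.263 in control and 0.146 in Striga-infected plants, and 13 of 100 regroupings gave a difference as large (0.117), which with 3 or 4 libraries per group neither shows nor excludes it. Library origin and Striga infection may therefore each contribute.

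At 3 wpi, 29 genes, none of them among the 5 suberin genes that the paper names, were higher in natural soil. Whether they are among its orthologs associated with aerenchyma was not examined, since that list was not used here. Their summed CPM was 7.73 to 500.5 in natural-soil libraries and 3.84 to 6.63 in the sterilized-soil libraries that serve as their control. Of 100 splits of the libraries, 1, the real one, gave as many DEGs, and the others gave at most 1. This argues against chance for this count, although the share was not adjusted for the 11 results tested in this way. Chance cannot be excluded for the 634 genes at an unadjusted p under 0.05, which 60.0 of the other 99 splits reached. A single library is argued against, because 24 of the 29 genes were called without natural control replicate 1, and scaling, because 28 were called with library size alone. A difference present only in the libraries of 3 wpi is argued against, because the 27 of them that were tested at 2 wpi were all called there in the same direction. The calls depend on the tool: limma called 0 genes and DESeq2 50.0, and 26 of the 29 genes have a count of 0 in at least 1 of the 31 libraries. Within groups of natural soil, the genes rose and fell together. Their mean pairwise correlation after removing group means was 0.887 at 2 wpi (27 genes, 7 libraries), where 0 of 1000 random lists of similar expression came as high and the upper end of their 95% range was 0.0796. At 3 wpi it was 0.834 (29 genes, 8 libraries; upper end for random lists 0.104). This is consistent with a shared driver that varies between plants in natural soil, such as the degree of colonization by a microbe, which was not measured in these libraries. Reads of soil organisms that align to these genes could give the same pattern and cannot be told apart from it here, since the reads and the sequences of the genes were not used. Gene length, GC content and paralogs could not be examined, because the IDs match no annotation used here.

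In the 7 groups of 4 libraries, 9 measures were searched for a library far from the others: total count, genes detected, share of the 10 most abundant genes, summed CPM of the 29 genes and CPM of each of the 5 suberin genes. Of the 63 combinations of group and measure, 5 had such a library, all of them among the 28 without the suberin genes. Chance gives about 1 in 20 of them. At 2 wpi, sterilized control replicate 1 had 65.0 summed CPM of the 29 genes, against 7.36 to 8.24 in the other 3 libraries of its group. A mislabeled library of natural soil is argued against by its score on other soil DEGs, -0.637, where sterilized-soil libraries lay between -0.693 and 0.0125 and natural-soil libraries between -0.036 and 0.66. Admixed RNA or reads of a natural-soil library stay open. The summed CPM would need a share of 49.0% from a library at the median of natural soil, 125 CPM, or 18.1% from the highest, 326 CPM. Its score ranked 2 of 4 among the sterilized control libraries, not highest, but the other 3 spread from -0.693 to -0.130, which is wider than the smaller share would move it. Regrowth of microbes in 1 cone of sterilized soil would be a biological explanation and was not tested.

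At 2 wpi, sterilized Striga replicate 4 had 13.3 summed CPM of the 29 genes, against 5.87 to 6.68 in the other 3 libraries of its group. Its score on other soil DEGs, 0.0125, was the highest of the sterilized-soil libraries and within the natural-soil range, so that a mislabeled library of natural soil stays open, and no biological explanation was tested. At 3 wpi, natural control replicate 1 had 500.5, against 97.3 to 160.2 in its group. The DEGs do not rest on this library alone, as the 24 genes called without it show, and no explanation of its level was tested. The 10 most abundant genes took 17.1% of the counts in sterilized Striga replicate 2 at 2 wpi, against 13.6% in each of the other 3 libraries of its group, and 12.7% in natural control replicate 4 at 3 wpi, against 14.5% to 14.8%. Without the first of them, there were 1508 averaged soil DEGs at 2 wpi, and without the second 26 at 3 wpi, each within 1.5 times the count with all libraries. No biological explanation was tested for these shares.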

How the results depend on the processing

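The filters that drop genes with a count of 0 in any library, with edgeR and with limma, were chosen only after the result was seen.

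For 13 counts of DEGs or of suberin genes, 124 alternatives set beforehand were run besides leaving out libraries. Of these, 76 gave a count within 1.5 times the one reported, while 48 did not. The 76 include counts of 0 that stayed 0, for which a ratio has no meaning. Among counts above 0, those within 1.5 times at 2 wpi were 6 of 9 for averaged soil DEGs, 7 of 10 for control plants and 5 of 8 for suberin genes. At 3 wpi they were 4 of 10 for averaged soil DEGs and 3 of 11 for control plants. For 25 log2 fold changes of single genes, 190.0 of 215 such alternatives kept the direction and the side of the FDR threshold, 7 fell short of it, 14 newly passed it and 4 changed sign. The cause of these changes was not tested, unless one is given below. RLE normalization kept all soil counts within 1.5 times at both time points, apart from 4 DEGs in place of 0 in Striga-infected plants at 2 wpi.

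With limma and quality weights, Striga-infected plants had 154 soil DEGs at 2 wpi and the soil by Striga term 613, in place of 0. At 3 wpi, limma called 0 soil DEGs in the average in place of 29, 26 in control plants in place of 40.0, and 8 for soil by Striga in place of 0, and 28 genes changed between the time points in place of 0. Its log2 fold change of SbGPAT4/8 at 3 wpi was -0.020 in place of 0.040. With DESeq2, there were 328 soil DEGs in Striga-infected plants, 553 for soil by Striga and 3 for Striga at 2 wpi, all in place of 0. At 3 wpi, DESeq2 called 50.0 in the average, 105 in control plants, 13 in Striga-infected plants, 25 for soil by Striga and 2 for Striga, and 3 genes for the change between the time points. In the simulations, DESeq2 had the largest share of false calls of these tools, up to 18.7%.

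With library size alone, the averaged soil DEGs at 2 wpi numbered 4357 and those of control plants 3883, with 2 in Striga-infected plants, 1 for Striga and 5 suberin genes in place of 2. This scaling moves the median log2 fold change of all genes to 0.28 in the average, which by construction adds genes higher in natural soil. With all 31 libraries in one fit, there were 476 averaged soil DEGs at 2 wpi, 329 in control plants, 1 in Striga-infected plants and 0 suberin genes, and at 3 wpi 48, 132 in control plants and 7 for soil by Striga. Of the 476, 458 are among the 1766. With an FDR below 0.01, there were by construction fewer, 353 in the average and 376 in control plants at 2 wpi, and 17 and 15 at 3 wpi. With no filter on low counts, more genes are tested and adjusted for. There were 20.0 DEGs in Striga-infected plants, 30.0 for soil by Striga, 1 for Striga and 1 suberin gene at 2 wpi. With CPM above 5 in at least 3 libraries, which tests fewer genes, there were 5 DEGs in Striga-infected plants and 1 for Striga at 2 wpi, and 9 in the average and 21 in control plants at 3 wpi. With a term for the replicate number, 1 gene in Striga-infected plants and 17 for soil by Striga were called at 2 wpi and 22 in control plants at 3 wpi. With only the 2 groups compared, control plants had 24 DEGs at 3 wpi.

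A term for library origin at 3 wpi rests by construction on sterilized control replicate 4, the single control library of sterilized soil of this series. It gave 693 averaged soil DEGs, 2099 in control plants, 539 for soil by Striga and 50.0 for Striga. With it, the log2 fold changes of SbASFTa, SbASFTb and the ABCG transporter gene at 3 wpi changed sign to 0.10, 0.13 and 0.61.

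The filter that drops genes with a count of 0 gave 4 DEGs in Striga-infected plants at 2 wpi, and 3 in the average and 6 in control plants at 3 wpi. By construction it removes 26 of the 29 averaged DEGs of 3 wpi. With limma and this filter, there were 247 in Striga-infected plants and 788 for soil by Striga at 2 wpi. At 3 wpi there were 0 in the average, 15 in control plants and 5 for soil by Striga, and 38 genes changed between the time points. SbGPAT4/8 had a log2 fold change of -0.022 at 3 wpi.

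With each library left out in turn, averaged soil DEGs at 2 wpi numbered 576 (without natural control replicate 3) to 2553 (without natural control replicate 1), and those of control plants 291 (without natural control replicate 3) to 2880.0 (without sterilized control replicate 2). Striga-infected plants had 0 to 7 (without natural Striga replicate 3 or sterilized control replicate 3), soil by Striga 0 to 380.0 (without sterilized control replicate 2), Striga 0 to 1 (without sterilized control replicate 4), and the suberin genes 0 to 3 (without sterilized control replicate 2). The suberin count fell to 0 without natural control replicate 3 or 4, natural Striga replicate 2 or 4, sterilized control replicate 1 or 3, or sterilized Striga replicate 3. At 3 wpi, control plants had 19 (without natural control replicate 1) to 68 (without sterilized control replicate 4) soil DEGs and Striga-infected plants 0 to 4 (without natural Striga replicate 1). The averaged count at 3 wpi stayed between 21 and 29. In Striga-infected plants at 2 wpi, the log2 fold change of SbASFTa ranged from -0.043 to 0.20 and that of SbGPAT5/7 from -0.079 to 0.11. At 3 wpi, SbASFTb ranged from -0.19 to 0.082, SbGPAT4/8 from -0.036 to 0.11 and the ABCG transporter gene from -0.24 to 0.0058. In these cases, fewer libraries are compared by construction.

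In the simulations, edgeR recovered a log2 fold change of 1 in 15.5% of changed genes in control plants and 23% in Striga-infected plants at 3 wpi. Limma recovered 12.5% and 16%, and DESeq2 47.5% and 56.5%. Within 1 Striga treatment at 3 wpi, the counts of edgeR and limma therefore miss most changes of that size, even among genes with a mean CPM above 5. At the depth of these libraries, 0 reads over the 8 sterilized-soil libraries of 3 wpi allow up to 0.0322 CPM for Sobic.002G109900.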

Differences from the paper's values

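Alternatives named here were set before the data were examined, and the exceptions, limma and edgeR with genes of no 0 count, were chosen only after the result was seen.

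The paper's list of DEGs at 3 wpi holds at most 15 genes over all terms of its model. This limit is the number of rows of the list, whose genes were not seen. The averaged soil effect gave 29 soil DEGs here. The count was within 1.5 times the paper's or below it with CPM above 5 in at least 3 libraries (9), an FDR below 0.01 (17), limma with quality weights (0) and a term for the replicate number (21), and without natural Striga replicate 4 (22) or sterilized control replicate 2 (21). It was not with all 31 libraries in one fit (48), DESeq2 (50.0), a term for library origin (693), library size alone (28), no filter on low counts (36) or RLE normalization (29), nor without any of the other 14 libraries (24 to 29). Among the settings chosen after seeing the values, the filter on genes with no 0 count gave 3 with edgeR and 0 with limma.

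In control plants at 3 wpi, 40.0 soil DEGs were found here, against the same at most 15 of the paper. The count was within 1.5 times the paper's with CPM above 5 in at least 3 libraries (21), an FDR below 0.01 (15) and a term for the replicate number (22), and without natural control replicate 1 (19) or sterilized control replicate 2 (22). It was not with limma with quality weights (26), only the 2 groups compared (24), library size alone (32), RLE normalization (45), no filter on low counts (52), DESeq2 (105), all 31 libraries in one fit (132) or a term for library origin (2099), nor without any of the other 14 libraries (24 to 68). Limma with the filter on genes with no 0 count, a setting chosen after seeing the values, gave 15. How many of the paper's own DEGs it drops was not counted, since the genes in the paper's list were not seen. With edgeR, the same filter gave 6.

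The paper states that all 5 suberin genes were upregulated in natural soil with and without Striga. At 2 wpi, 5 of 5 were higher in natural soil in control plants and 4 of 5 in Striga-infected plants, where SbASFTb had a log2 fold change of -0.22 (SE 0.20, edgeR FDR = 0.64). By edgeR, 2 were DEGs in the average, 1 in control plants and 0 in Striga-infected plants (0 at an unadjusted p under 0.05, 0 by limma and 0 by DESeq2). SbASFTa, SbASFTb and SbGPAT5/7 were not DEGs. All 5 were called in the average and in control plants with library size alone (FDR up to 0.0493 in the average). By limma with quality weights, the method of the paper, SbASFTa, SbGPAT4/8 and the ABCG transporter gene were called in the average and all 5 in control plants (FDR 0.00636 to 0.0489), also with the filter on genes with no 0 count. With a term for the replicate number, SbASFTb and SbGPAT5/7 were called in control plants. Without sterilized control replicate 2, SbGPAT5/7 was called in the average (FDR = 0.0392) and in control plants (0.0105), and SbASFTb in control plants (0.0473). Without natural control replicate 1, SbGPAT4/8 was called in control plants (0.0458). In Striga-infected plants, 0 of the 5 were called under any of the alternatives run.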

Other observations

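The tests of natural control replicate 1 and of both time points for the level of the 29 genes in Striga-infected plants, and of the depth of natural Striga replicate 3, were chosen only after the result was seen.

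Chance is argued against for the 1766 averaged soil DEGs at 2 wpi. Of 100 splits of the libraries, only the real one gave as many, a share that was not adjusted either. The next gave 1412, and 11 of the other 99 gave any DEG. These splits cannot tell soil from library origin, since the average includes the control plants, where soil and library origin coincide. The 40.0 soil DEGs of control plants at 3 wpi were reached by 1 of 35 splits, the real one (the next split gave 1). This is the smallest share that these libraries allow. It was not adjusted for the 11 results tested in this way, so that alone it does not exclude chance. By the genes at an unadjusted p under 0.05, the control plants of 3 wpi do not stand out, since 17 of the other 34 splits gave at least the 1150 found, up to 3985. Chance cannot be excluded either for the genes at an unadjusted p under 0.05 in the following 5 comparisons without a DEG in edgeR. For Striga at 2 wpi, 28 of 100 splits gave as many as the 1052 found. For Striga at 3 wpi it was 77 of 100 (544 genes), for soil in Striga-infected plants at 3 wpi 21 of 35 (295 genes), for soil by Striga at 3 wpi 60.0 of 100 (722 genes), and for the change of the soil effect between the time points 10.0 of 100 (1895 genes). Limma and DESeq2 called 0 and 3, 0 and 2, 0 and 13, 8 and 25, and 28 and 3 genes in these comparisons, in the same order.

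Fewer soil DEGs were found at 3 than at 2 wpi (29 against 1766), although the change itself gave 0 DEGs by edgeR, 28 by limma and 3 by DESeq2 and chance cannot be excluded for it. The tables argue against lower depth at 3 wpi, whose median total count was 1.29 times that of 2 wpi (11768295 against 9126407), and against 1 deviating library, since at most 29 DEGs were found with any library left out. A larger spread between replicates as the whole cause stays open. The variance of the soil log2 fold changes beyond their errors was 0.0521 at 3 wpi and 0.136 at 2 wpi, 0.383 times as large, but 7 of the other 99 splits at 3 wpi came as high, up to 0.0984, so that it is too imprecise to decide. The biological coefficient of variation was higher at 3 wpi, 0.327 against 0.247, and edgeR recovered fewer of the simulated changes there, 69% against 91%. A smaller soil effect at 3 wpi, possibly with plant age, stays open as a hypothesis as well.

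In natural soil at 3 wpi, the summed CPM of the 29 genes was lower in Striga-infected (48.8 ± 31.1, SD, n = 4) than in control plants (223 ± 187, SD, n = 4), with no overlap. The exact permutation p, 2-sided, was 0.0286, the smallest that 4 against 4 libraries allow, and 0.0571 after Benjamini-Hochberg adjustment over the 2 comparisons of Striga-infected with control plants, those of 2 and 3 wpi, which does not pass 0.05. Over 6 comparisons, with the 4 of natural with sterilized soil for which these genes were chosen, it was 0.0429. Without natural control replicate 1, the mean difference shrank from -174 to -81.8 CPM. Whether the difference rests on this library stays open. What remains exceeds the SD of both groups (31.1 CPM in Striga-infected plants and 31.6 in the other 3 control libraries), but this comparison was chosen with the values known, in place of 2 others. The exact p without this library, also 0.0286, adds nothing, because groups without overlap fix it. A few abundant genes are argued against, since 29 of 29 genes had a lower mean in Striga-infected plants. Over all genes tested, edgeR called 0 of the 29, and 27 when adjusted over the list alone, a list chosen from these libraries and so no independent evidence. At 2 wpi the level was also lower in Striga-infected plants (115 against 223), but p was 0.20, and 3 against 4 libraries with this spread are too few to tell whether an effect of Striga is present at both time points. Striga infection may lower these transcripts in natural soil, or their driver may differ between plants by chance of colonization, and this was found and tested on the same libraries.

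At 2 wpi, natural Striga replicate 3 had 9.76 summed CPM of the 29 genes, near the level of sterilized soil, where the other natural Striga libraries had 91.3 to 244. A mislabeled library of sterilized soil is argued against by its score of 0.442 on other soil DEGs, within the natural-soil range (-0.036 to 0.66) and above that of sterilized soil (-0.693 to 0.0125). Its low depth is argued against, since 751 reads would be seen on these genes at the median CPM of the other natural Striga libraries, and 63 were. A plant that lacked the driver of these genes in natural soil is a candidate explanation that was not tested.

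It was asked whether the suberin genes follow the level of the 29 genes, as they might if a single microbial driver set both. Across the 15 natural-soil libraries after removing group means, the mean log2 CPM of the 5 suberin genes had a Pearson r of 0.0719 with the log2 summed CPM of the 29 genes (permutation p = 0.823) and a Spearman rho of -0.0107 (permutation p = 0.978). Without the 2 libraries farthest from the median, r was -0.249. Over 6 such relations, for the mean and each suberin gene, the adjusted p was 0.907. The hypothesis is not borne out by these libraries, of which 15 cannot exclude a weak relation.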
